# Ercc2/Xpd deficiency results in failure of digestive organ growth in zebrafish with elevated nucleolar stress

**DOI:** 10.1016/j.isci.2022.104957

**Published:** 2022-08-17

**Authors:** Jinmin Ma, Xuelian Shao, Fang Geng, Shuzhang Liang, Chunxiao Yu, Ruilin Zhang

**Keywords:** Animal physiology, biological sciences, cell biology, molecular biology

## Abstract

Mutations in ERCC2/XPD helicase, an important component of the TFIIH complex, cause distinct human genetic disorders which exhibit various pathological features. However, the molecular mechanisms underlying many symptoms remain elusive. Here, we have shown that Ercc2/Xpd deficiency in zebrafish resulted in hypoplastic digestive organs with normal bud initiation but later failed to grow. The proliferation of intestinal endothelial cells was impaired in *ercc2/xpd* mutants, and mitochondrial abnormalities, autophagy, and inflammation were highly induced. Further studies revealed that these abnormalities were associated with the perturbation of rRNA synthesis and nucleolar stress in a p53-independent manner. As TFIIH has only been implicated in RNA polymerase I-dependent transcription *in vitro*, our results provide the first evidence for the connection between Ercc2/Xpd and rRNA synthesis in an animal model that recapitulates certain key characteristics of ERCC2/XPD*-*related human genetic disorders, and will greatly advance our understanding of the molecular pathogenesis of these diseases.

## Highlights

• Ercc2/Xpd deficiency results in failure of digestive organ growth in zebrafish
• Ercc2/Xpd-deficient intestinal endothelial cells exhibit impaired proliferation
• Mitochondrial abnormalities, autophagy, and inflammation are highly induced
• rRNA synthesis perturbation leads to nucleolar stress in a p53-independent manner

## Introduction

Transcription factor IIH (TFIIH) plays important role in multiple biological processes, including RNA polymerase II-dependent transcription, cell cycle regulation, and DNA repair (Compe and Egly, 2016; Rimel and Taatjes, 2018). This large complex consists of two sub-complexes that are composed of 10 highly conserved subunits in different species (Greber et al., 2017). ERCC2/XPD is a key component of TFIIH because it bridges the two sub-complexes together tightly (Chen et al., 2003; Chen and Suter, 2003), and its helicase activity is important for the opening of DNA duplexes around DNA damage sites during nucleotide excision repair (NER) (Coin et al., 2007; Oksenych and Coin, 2010).

Mutations in *ERCC2/XPD* have been linked to multiple human genetic disorders, including xeroderma pigmentosum (XP), Cockayne syndrome (CS), and trichothiodystrophy (TTD) (Laugel, 2013; Taylor et al., 1997; Ueda et al., 2009). Hundreds of *ERCC2/XPD* mutations have been reported, most of which are missense point mutations located in the helicase domains and result in disrupted NER function and subsequent genomic instability (Cameroni et al., 2010; Fan et al., 2008). Therefore, these diseases were initially defined as DNA repair disorders, and NER deficiency was regarded as the primary cause of most pathological changes. However, the pathological features of these syndromes differ significantly, and the pathogenesis of many clinical symptoms, such as developmental retardation, skeletal abnormalities, hypoplasia of adipose tissue, beta-thalassemia, and premature aging (Lehmann, 2001, 2003; Viprakasit et al., 2001), still remains elusive. Somatic cells in some patients with TTD possess normal NER function (Faghri et al., 2008; Lehmann et al., 1988), but patients with CS and TTD do not exhibit cancer susceptibility, the direct outcome of genomic instability, similar to patients with XP (de Boer et al., 1999; Theil et al., 2014). Patients bearing a NER-null mutation of *XPA*, another disease-causative gene for XP, do not exhibit certain clinical symptoms, such as premature aging (Sugitani et al., 2016). Taken together, growing evidence suggests that disease-causative mutations impair other functions of ERCC2/XPD, and the clinical complexity of these syndromes cannot be explained on the basis of mere DNA repair defects.

To further examine the functions of ERCC2/XPD and the pathogenesis of related diseases, we generated *ercc2/xpd* mutant zebrafish and demonstrated that Ercc2/Xpd played a crucial role in the normal development of zebrafish larvae. Ercc2/Xpd deficiency resulted in failure of digestive organ growth and other abnormalities. Intestinal endothelial cells (IECs) in *ercc2/xpd* mutant larvae exhibited impaired proliferation and loss of cell polarity and function. Mitochondrial abnormalities, autophagy, and inflammation were highly induced as well. Further studies suggested that the perturbation of rRNA synthesis, which then led to nucleolar stress response (NSR), may be responsible for the abnormalities of *ercc2/xpd* mutants in a p53-independent manner. Overall, our data provide the first evidence for the connection between Ercc2/Xpd and rRNA synthesis in an animal model and will shed more light on the molecular pathogenesis of ERCC2/XPD-related human diseases.

## Results

### Ercc2/Xpd is crucial for zebrafish larvae development

Zebrafish *ercc2/xpd* encodes a polypeptide of 760 amino acids that share a highly conserved sequence and functional domains with its human homolog (Figure S1A). Many mutations responsible for ERCC2/XPD-related human diseases are located in the helicase domains near the C-terminus. Therefore, we generated Ercc2/Xpd-deficient zebrafish by targeting the last few exons using the CRISPR/Cas9 knockout system (Figure S1B). A 4-nucleotide (nt) deletion mutation was identified and predicted to cause premature termination of Ercc2/Xpd protein translation (Figures S1B and S1C). Although the transcript in mutant larvae was present at a comparable level to siblings, the protein level was significantly reduced in homozygous mutant larvae (Figure S1D).

Homozygous *ercc2/xpd* mutant embryos were indistinguishable in gross morphology from their wild-type and heterozygous siblings before 3 days post-fertilization (dpf). Uninflated swim bladder, impaired yolk absorption, and abnormal digestive organ morphology were first observed in mutant larvae at 4-5 dpf and became more severe over time. Other abnormalities, including smaller eyes and jaw malformation, were also observed in the mutants (Figure 1A). By 7-10 dpf, the mutants showed curved bodies, collapsed gut tubes, and gradually lost their viability (Figures 1A and 1B). No homozygous mutants survived to adulthood, but heterozygotes grew normally and were fertile.

**Figure 1:**
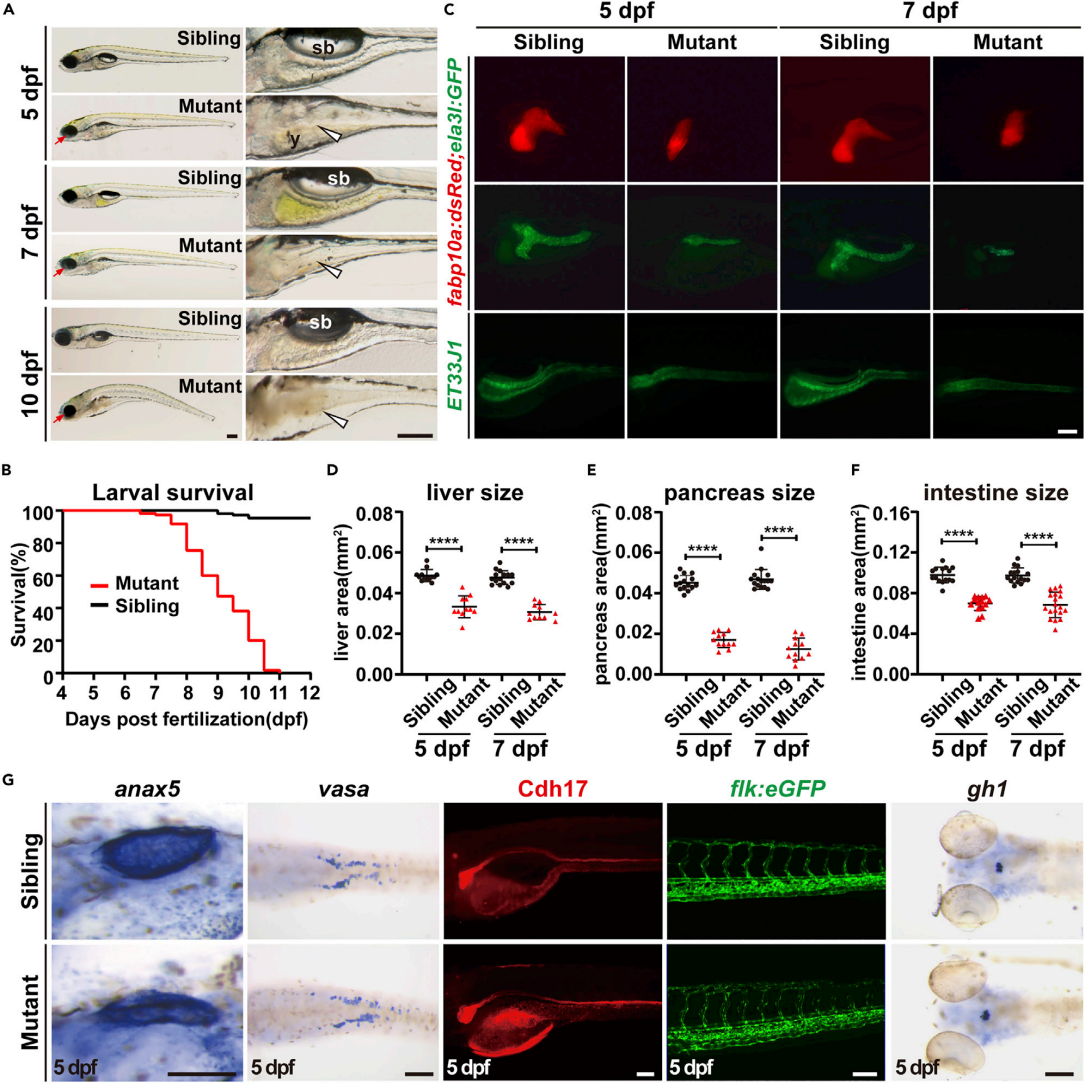
Ercc2/Xpd is crucial for zebrafish larvae development (A) Representative images of *ercc2/xpd* mutants and siblings at the indicated stages. Magnified images of digestive organs are shown on the right. Red arrows indicate microphthalmia in mutants. White arrowheads point to collapse the intestine in mutants. sb, swimming bladder; y, yolk. Scale bars, 200 μm. (B) Survival curves of *ercc2/xpd* mutants and siblings. n = 100 larvae each. (C) Fluorescence images of *Tg(fabp10a:dsRed; ela3l:GFP)* and *ET33J1* fish showing endodermal organs of *ercc2/xpd* mutants and siblings at 5 and 7 dpf. Lateral view, anterior to the left. Scale bar, 100 μm. (D–F) Quantification of liver, pancreas, intestine tube area in *ercc2/xpd* mutants and siblings at 5 and 7 dpf. n ≥ 12. Data are presented as mean ± SD, Student’s *t* test, ∗∗∗∗, p < 0.0001. (G) Whole-mount *in situ* hybridization and fluorescence images showing mesoderm- and ectoderm-derived organs of *ercc2/xpd* mutants and siblings at 5 dpf. Scale bars, 100 μm. See also Figures S1 and S2.

Endogenous *ercc2/xpd* transcripts were maternally deposited and widely presented from the 2-cell to 50% epiboly stages but later restricted to the brain and primitive gut. By 3 dpf, the expression of *ercc2/xpd* was enriched in digestive organs (Figure S2). To directly illuminate the endodermal organ abnormalities in *ercc2/xpd* mutants, we bred mutants with the transgenic line *Tg(fabp10a:dsRed; ela3l:GFP)*, which labels the liver and exocrine pancreas in red and green fluorescence, respectively (Cox et al., 2016). *ercc2/xpd* mutants exhibited hypoplastic liver and exocrine pancreas at 5 and 7 dpf (Figure 1C). Quantification of fluorescence areas revealed that mutant livers were reduced to 68% of sibling liver size (0.033 ± 0.005 vs. 0.049 ± 0.003 mm^2^) at 5 dpf and 66% (0.031 ± 0.004 vs. 0.047 ± 0.003 mm^2^) at 7 dpf (Figure 1D). The reduction in exocrine pancreas was more dramatic, with only 38% of sibling pancreas size (0.017 ± 0.004 vs. 0.045 ± 0.004 mm^2^) at 5 dpf and 25% (0.012 ± 0.005 vs. 0.047 ± 0.005 mm^2^) at 7 dpf (Figure 1E). We also assessed intestine development using the enhancer trap line *ET33J1*, which illuminated the gut tube with green fluorescence (Gao et al., 2019; Kondrychyn et al., 2009). The intestine of *ercc2/xpd* mutants exhibited serious defects, which were characterized by a smaller size (0.070 ± 0.007 and 0.068 ± 0.012 mm^2^, 72 and 70% of sibling gut size at 5 and 7 dpf, respectively) and misshapen structure (Figures 1C and 1F).

Because no inflated swim bladders were observed in mutant larvae, we also examined the development of the swim bladder. Whole-mount *in situ* hybridization (WISH) of *anax5*, a gene expressed in swim bladder, showed normal formation of swim bladder in *ercc2/xpd* mutants at 5 dpf (Figure 1G). We further investigated whether Ercc2/Xpd deficiency caused defects in other mesoderm- and ectoderm-derived organs. WISH and immunostaining indicated that mesoderm-derived primordial germ cells (PGCs, examined with *vasa* probe), pronephric duct (examined with Cdh17 antibody), and blood vessels (visualized by *flk:egfp* reporter), as well as ectoderm-derived adenohypophysis (examined with *gh1* probe), were intact in the mutant larvae (Figure 1G). Overall, these data affirmed that Ercc2/Xpd played a crucial role in zebrafish larvae development and was required for the normal development of digestive organs in zebrafish.

### Ercc2/Xpd deficiency results in failure of digestive organ growth

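*ercc2/xpd* encodes a helicase subunit of TFIIH, the complex that opens promoter DNA for RNA polymerase II and unwinds DNA around lesions in nucleotide excision repair. RNA was sequenced from 12 libraries, 3 of mutant and 3 of sibling larvae at 5 dpf and 3 of each at 7 dpf. The mutants were homozygous, and the labels give the siblings as wild type and heterozygous together (ercc2/xpd+/+ & ercc2/xpd+/-). Each library was a pool of 30 whole larvae. A value therefore averages over all tissues of the larva, so that a smaller organ and less RNA per cell of that organ lower its genes alike. The gene itself, listed as ERCC2 (ENSDARG00000021985), lies on chromosome 15 of GRCz11 from 23680018 to 23692359. Its FPKM was 3.14, 2.97 and 2.56 in the mutant libraries and 5.23, 3.78 and 3.81 in the sibling libraries at 5 dpf. It was 3.57, 2.96 and 3.07 against 6.38, 4.26 and 5.06 at 7 dpf. The mutant libraries thus lay apart from the sibling libraries at each age, below them. Chance alone separates 3 libraries from 3, in either direction, for 10% of genes. The log2 fold change of mutants against siblings was −0.48 (standard error 0.17, adjusted p = 0.20) at 5 dpf and −0.62 (standard error 0.17, adjusted p = 0.061) at 7 dpf by limma. The adjusted p at 7 dpf was 0.027 to 0.044 with the replicate block, with library weights or with the block within each age. The block is the replicate number. By semi-quantitative RT-PCR at 5 dpf, the paper reports a transcript level in mutants comparable to that in siblings. The authors mapped the reads to GRCz11, normalized the number of mapped reads and converted it to FPKM (reads scaled by gene length and library). The submitters' processing notes name HISAT2 2.0.5. The read counter, the annotation release and the way the libraries were scaled are not given in the sources used here. The low values are whole multiples of what 1 read is worth for each gene and library. This gave back 14286388 to 14951861 reads (median 14816326) per library in mutants at 5 dpf and 14299321 to 14784445 reads (median 14600809) in siblings. It gave 14302292 to 15084280 reads (median 14547236) in mutants at 7 dpf and 13403615 to 14902928 reads (median 14396203) in siblings at 7 dpf. From the FPKM values, 23648 genes with at least 0.5 FPKM in at least 3 libraries were tested with limma on log2(FPKM + 0.5) in 1 model of the 4 groups. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. A fold change on this scale understates the change of genes with low values. Gene lists for organs, cell types and pathways were compared with all other genes by camera, the competitive gene set test of limma, with a preset correlation between genes of 0.01 and with adjustment over 45 lists. Counts of called members are over all genes tested and, beside that, adjusted over the list alone. Other settings are named where they change a call or a count. Of these, the fits by total reads, by voom, with the block within each age, among annotated genes and without the 2 libraries of lowest weight (sibling 5 dpf replicate 2 and mutant 7 dpf replicate 3) and the lists with exact names, or without the genes that the paper shows and with an estimated correlation, were chosen after the data were seen. Gene symbols are those paired with the gene identifiers of the files, and a symbol in capitals is a human-style name that several zebrafish copies can share.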

To reveal the molecular changes caused by Ercc2/Xpd deficiency, we performed the transcriptomic analysis of sibling and mutant larvae at 5 and 7 dpf. Analysis of differentially expressed genes revealed a dramatically reduced expression of genes encoding peptidases, proteases, and other proteins involved in lipid and amino acid transport as well as in lipo- and glycometabolism in the *ercc2/xpd* mutants (Figure 2A). Most of these genes are digestive tissue specific. 

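ela2, amy2a and ctrl, genes of enzymes that the exocrine pancreas secretes into the gut, fell in the mutants at both ages. ela2 (ENSDARG00000056744), an elastase that cuts dietary protein, was at 4.44 ± 3.00 FPKM (SD, n = 3 libraries) in mutants and 197 ± 33.8 in siblings at 5 dpf, a log2 fold change of −5.49 (standard error 0.55, adjusted p = 3.3e-04) by limma. At 7 dpf its log2 fold change was −5.12 (standard error 0.55, adjusted p = 2.1e-04). amy2a (ENSDARG00000013856), an amylase that splits starch, had log2 fold changes of −4.65 (standard error 0.59, adjusted p = 0.0014) and −5.21 (standard error 0.59, adjusted p = 2.9e-04). The chymotrypsin-like protease gene ctrl had −4.52 (adjusted p = 0.0087) and −5.13 (adjusted p = 0.0027). Of 27 tested genes of the exocrine pancreas, 24 were lower at 5 dpf and 25 at 7 dpf (26 and 27 when adjusted over the list alone), and none was higher by limma. Their median log2 fold change was −3.90 at 5 dpf (camera, adjusted p = 1.3e-45, and adjusted p = 0.055 with an estimated correlation). At 7 dpf it was −4.61 (adjusted p = 9.7e-42, and adjusted p = 0.051 with an estimated correlation). The paper shows 19 of these genes, so the list is not independent evidence of its direction. Among the 8 that it does not show, 5 were lower at 5 dpf (camera, adjusted p = 2.7e-12, and adjusted p = 0.10 with an estimated correlation) and 6 at 7 dpf (adjusted p = 5.6e-12, and adjusted p = 0.11 with an estimated correlation). Against the sibling mean of its age, the list median was −4.65, −3.57 and −3.50 (log2) in the mutant libraries at 5 dpf and −3.33, −5.14 and −5.17 at 7 dpf, where replicate 1 stands apart from the other mutant libraries.
cyp3a65 and chia.2, genes of the intestinal wall, fell at both ages too. cyp3a65 (ENSDARG00000103295), a cytochrome P450 of the intestine, was at 6.02 ± 1.98 FPKM in mutants and 55.7 ± 13.7 in siblings at 5 dpf. Its log2 fold change was −3.13 (standard error 0.30, adjusted p = 2.7e-04) at 5 dpf and −3.49 (standard error 0.30, adjusted p = 5.4e-05) at 7 dpf. chia.2, an acidic chitinase, had −4.00 (adjusted p = 0.0085) and −3.67 (adjusted p = 0.0096, and 0.050 without the 2 libraries of lowest weight). Of 49 tested genes of intestinal absorption, 34 were lower at 5 dpf and 34 at 7 dpf, and none was higher by limma. There were 42 lower at 5 dpf, and 41 lower and 2 higher at 7 dpf, when adjusted over the list alone. The median log2 fold change was −1.57 at 5 dpf (camera, adjusted p = 9.0e-41, and adjusted p = 0.055 with an estimated correlation). It was −1.70 at 7 dpf (adjusted p = 7.6e-32, and adjusted p = 0.054 with an estimated correlation). The count at 5 dpf was 20 without mutant 5 dpf replicate 1. Of these genes the paper shows 23, which are not independent evidence. Of the other 26, 14 were lower at 5 dpf and 15 at 7 dpf (camera, adjusted p = 5.3e-19 and 2.8e-13). With an estimated correlation these calls were lost (adjusted p = 0.10 and 0.13).
Among 16 genes of amino acid and peptide transport, 8 were lower at 5 dpf (8 when adjusted over the list alone) and 8 at 7 dpf (9 when adjusted over the list alone). SLC6A19, the main carrier of neutral amino acids in the brush border, has 2 copies among them. The first (ENSDARG00000018621) had log2 fold changes of −2.46 at 5 dpf (adjusted p = 0.0036) and −2.26 at 7 dpf (adjusted p = 0.0040). The other (ENSDARG00000091560) had −2.03 (adjusted p = 0.0079, and 0.056 with only the 2 groups) and −2.78 (adjusted p = 6.9e-04). SLC43A2, a carrier of neutral amino acids named here after its value was seen, was higher at 7 dpf (log2 fold change 0.71, adjusted p = 0.0053). The count of higher genes there was 2 without mutant 7 dpf replicate 3, as TPM, by total reads, with library weights, with the replicate block, with the block within each age or without the 2 libraries of lowest weight. The list median was −0.79 at 5 dpf (camera, adjusted p = 2.3e-07, and adjusted p = 0.066 with an estimated correlation). It was −0.98 at 7 dpf (adjusted p = 1.7e-05, and adjusted p = 0.080 with an estimated correlation). The 8 members that the paper shows are not independent evidence. Over the 8 others the adjusted p was 0.65 at 5 dpf and 0.49 at 7 dpf, with the direction turned to higher at 7 dpf. The lower count at 5 dpf was 3 without mutant 5 dpf replicate 1, 4 without sibling 5 dpf replicate 3 or with only the 2 groups and 5 as TPM.

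**Figure D1:**
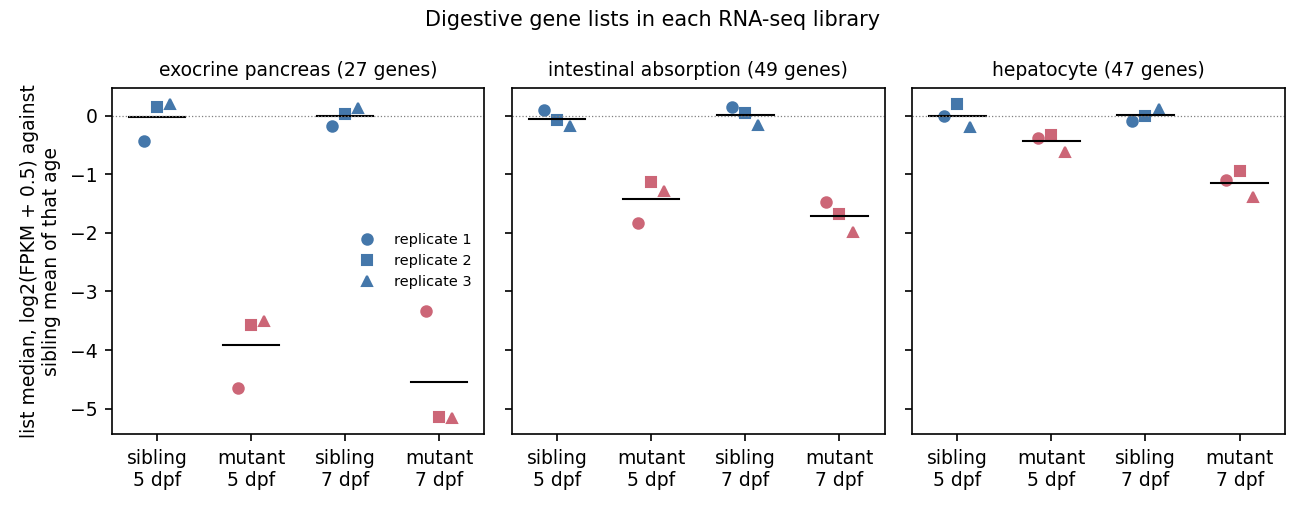
Median of log2(FPKM + 0.5) over the genes of 3 lists in each library, against the mean of the sibling libraries of that age. Each marker is 1 library, its shape gives the replicate number and black bars are group means. All mutant libraries lie below all sibling libraries of their age, and in the exocrine pancreas list mutant 7 dpf replicate 1 lies at −3.33, above the other mutant libraries of 7 dpf.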

To further confirm these results, we performed WISH using a panel of probes. Consistent with the RNA-Seq data, the expression levels of intestinal bulb-specific genes *fatty acid-binding protein 2, intestinal* (*fabp2*), *solute carrier family 15 member 1b* (*slc15a1b*, also known as *pept1*), mid–intestine-specific genes *fatty acid-binding protein 2, ileal* (*fabp6*), *villin1* (*vil1*) and *caudal type homeobox 1b* (*cdx1b*), were sharply down-regulated at 5 dpf and almost undetectable at 7 dpf in the mutant larvae (Figures 2B and S3A). 

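In the RNA-seq libraries of whole larvae, FABP2, FABP6 and both genes named SLC15A1 fell in the mutants at both ages, while VIL1 (villin) and cdx1b did not pass the test. FABP2 (ENSDARG00000006427), which carries fatty acids within enterocytes, lies on chromosome 1 of GRCz11 from 25848231 to 25851575. It was at 0.958 ± 0.351 FPKM (SD, n = 3) in mutants and 6.64 ± 1.76 in siblings at 5 dpf, and 0.513 ± 0.398 and 3.17 ± 1.34 at 7 dpf. Its log2 fold change was −2.29 (standard error 0.35, adjusted p = 0.0036) at 5 dpf and −1.89 (standard error 0.35, adjusted p = 0.0077) at 7 dpf by limma. FABP6 (ENSDARG00000044566), which binds bile acids in the ileum, lies on chromosome 21 of GRCz11 from 30043054 to 30047353. It was at 41.1 ± 22.2 FPKM in mutants and 319.5 ± 129 in siblings at 5 dpf, and 34.7 ± 5.50 and 362 ± 50.7 at 7 dpf. This gives log2 fold changes of −2.99 (standard error 0.37, adjusted p = 0.0014) and −3.37 (standard error 0.37, adjusted p = 2.6e-04). The di- and tripeptide carrier of the brush border is listed as 2 genes named SLC15A1. Which of them is *slc15a1b* cannot be told from these names. The copy on chromosome 6 of GRCz11 from 12556427 to 12588044 (ENSDARG00000044528) was at 1.49 ± 1.07 FPKM in mutants and 10.7 ± 7.08 in siblings at 5 dpf. Its log2 fold change was −2.46 (standard error 0.46, adjusted p = 0.013), with an adjusted p of 0.069 without mutant 5 dpf replicate 1, and 0.051 with only the 2 groups. At 7 dpf its log2 fold change was −3.04 (standard error 0.46, adjusted p = 0.0024). The copy on chromosome 9 of GRCz11 from 1137430 to 1162804 (ENSDARG00000100315) had log2 fold changes of −2.06 (standard error 0.32, adjusted p = 0.0043) at 5 dpf and −2.47 (standard error 0.32, adjusted p = 9.1e-04) at 7 dpf. VIL1 (ENSDARG00000040466), which bundles actin in microvilli, lies on chromosome 9 of GRCz11 from 44907768 to 44953664. It was at 3.41 ± 1.14 FPKM in mutants and 7.50 ± 2.91 in siblings at 5 dpf, and 3.13 ± 0.532 and 6.79 ± 1.38 at 7 dpf. Its log2 fold changes of −1.02 (standard error 0.27, adjusted p = 0.072) and −0.997 (standard error 0.27, adjusted p = 0.055) did not pass the threshold. The adjusted p was 0.045 by voom at 5 dpf, and at 7 dpf it was 0.035 to 0.049 with a filter at 1 FPKM, with only the 2 groups, with library weights, by voom or among annotated genes, and 0.028 to 0.041 without mutant 5 dpf replicate 1 or sibling 5 dpf replicate 1. cdx1b (ENSDARG00000116139), a transcription factor of intestinal epithelium, lies on chromosome 21 of GRCz11 from 43976075 to 43992027. It was near the lower limit of the values, at 0.574 ± 0.0464 FPKM in mutants and 1.02 ± 0.0835 in siblings at 5 dpf and 0.716 ± 0.137 and 1.21 ± 0.403 at 7 dpf. Its log2 fold changes were −0.51 (standard error 0.20, adjusted p = 0.26) and −0.47 (standard error 0.20, adjusted p = 0.22).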

The expression of the liver-specific genes *fatty acid-binding protein 10a* (*fabp10a*), *transferrin-a* (*tfa*), *selenoprotein P2* (*sepp1b*) and *ceruloplasmin* (*cp*), and exocrine pancreas-specific genes *serine protease 1* (*prss1*, also known as *trypsin*), *carboxypeptidase A5* (*cpa5*), *elastase 3 like* (*ela3l*) and *elastase 2 like* (*ela2l*) showed the same trends (Figures 2B, S3B, and S3C). Notably, no apparent defects in the pancreatic islets were observed. Similar expression levels of islet-specific genes, including *preproinsulin* (*ins*, β cell), *glucagon a* (*gcga*, α cell), and *somatostatin 2* (*sst2*, δ cell), were detected in *ercc2/xpd* mutants and siblings (Figures 2B and S3D).

**Figure 2:**
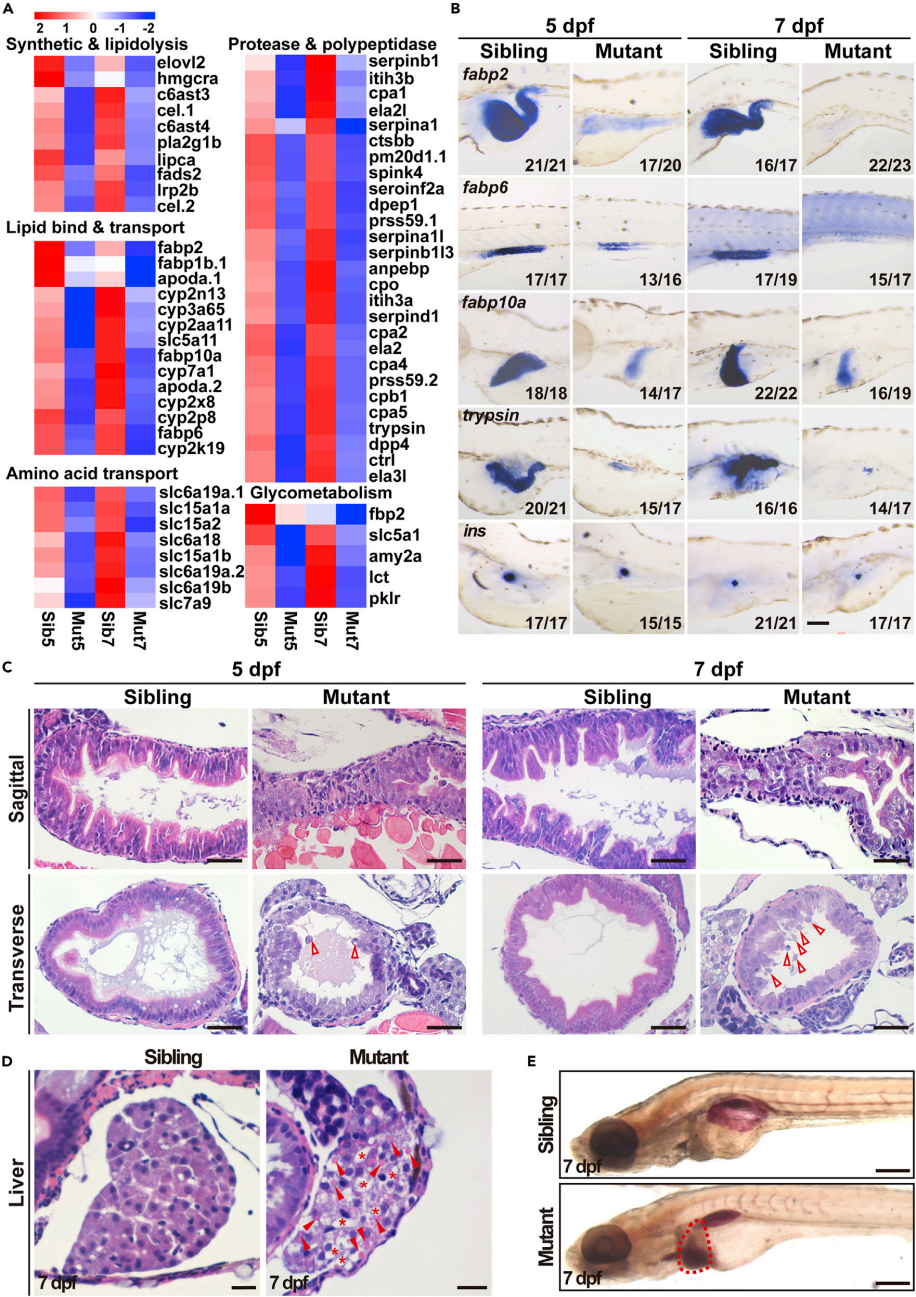
Digestive organ development is defective in *ercc2/xpd* mutants (A) Transcriptomic analysis revealed reduced expression of genes related to digestion and metabolism in *ercc2/xpd* mutants compared to siblings at 5 and 7 dpf. (B) Whole-mount *in situ* hybridization showing reduced expression of marker genes of intestine, liver, and exocrine, but not endocrine, pancreas, in *ercc2/xpd* mutants compared to siblings at 5 and 7 dpf. Lateral view, anterior to the left. Scale bar, 100 μm. See also Figure S3. (C) HE staining of sagittal and transverse sections of *ercc2/xpd* mutants and siblings at 5 and 7 dpf. The intestinal cavity in mutants is smaller or collapsed. Red arrowheads indicate detached cells and cellular debris. Scale bars, 25 μm. See also Figure S4A. (D) HE staining showing vacuolar liver (asterisks) and lipid droplets (arrowheads) in *ercc2/xpd* mutant liver sections at 7 dpf. Scale bars, 25 μm. (E) Whole-mount Oil Red O (ORO) staining showing fatty liver (dashed area) in *ercc2/xpd* mutants at 7 dpf. Lateral view, anterior to the left. Scale bar, 200 μm. See also Figure S4.

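Of the liver genes named here, fabp10a, tfa and APOD fell in the mutants at both ages, serpina1 fell at 7 dpf, and selenop2 and CP did not pass the test. fabp10a (ENSDARG00000038439), the fatty acid-binding protein of zebrafish liver, lies on chromosome 16 of GRCz11 from 52512025 to 52516915. It was at 74.7 ± 39.0 FPKM (SD, n = 3) in mutants and 686 ± 101 in siblings at 5 dpf, and 76.4 ± 8.36 and 1276 ± 189.8 at 7 dpf. Its log2 fold change was −3.35 (standard error 0.34, adjusted p = 3.5e-04) and −4.05 (standard error 0.34, adjusted p = 5.1e-05) by limma. tfa (ENSDARG00000016771), the iron carrier of blood plasma, fell by 2.88 (log2, adjusted p = 5.1e-04) and 2.17 (adjusted p = 0.0015). APOD, an apolipoprotein, fell by 3.60 (adjusted p = 0.0034) and 5.05 (adjusted p = 2.1e-04). selenop2, which carries selenium in plasma, had log2 fold changes of −0.81 (standard error 0.20, adjusted p = 0.054) and −0.49 (standard error 0.20, adjusted p = 0.19). CP, the copper-binding ferroxidase ceruloplasmin, had −0.49 (standard error 0.17, adjusted p = 0.20) and −0.14 (standard error 0.17, adjusted p = 0.70). Neither gene passed the threshold. For selenop2 the adjusted p was 0.028 to 0.049 with a filter at 1 FPKM, with only the 2 groups, with library weights, by voom or among annotated genes, and 0.017 to 0.050 without mutant 7 dpf replicate 1 or 3 or sibling 7 dpf replicate 1 at 5 dpf, and 0.040 without mutant 7 dpf replicate 1 at 7 dpf. serpina1, a protease inhibitor secreted by the liver, did not pass at 5 dpf (−1.07, adjusted p = 0.10) and fell by 3.06 at 7 dpf (adjusted p = 1.5e-04). Of 47 tested hepatocyte genes, 17 were lower and none was higher at 5 dpf (23 and 1 when adjusted over the list alone). At 7 dpf 28 were lower and none was higher (35 and 3 when adjusted over the list alone). The median log2 fold change was −0.43 at 5 dpf (camera, adjusted p = 1.2e-13, and adjusted p = 0.083 with an estimated correlation). It was −1.13 at 7 dpf (adjusted p = 6.7e-27, and adjusted p = 0.046 with an estimated correlation). The paper shows 18 of these genes, which are not independent evidence. Of the other 29, 4 were lower at 5 dpf (camera, adjusted p = 0.039, and adjusted p = 0.58 with an estimated correlation) and 13 at 7 dpf (adjusted p = 1.7e-11, and adjusted p = 0.11 with an estimated correlation). The count of higher genes was 1 without sibling 7 dpf replicate 1 at 5 dpf, and 2 as TPM, by total reads or with library weights at 7 dpf. The list median of the mutant libraries was −0.38, −0.33 and −0.62 at 5 dpf and −1.11, −0.94 and −1.38 at 7 dpf (log2, against the sibling mean of that age).
Of the exocrine pancreas, prss1, ela3l and ela2l fell in the libraries at both ages. prss1 (ENSDARG00000042993), the trypsin gene, lies on chromosome 16 of GRCz11 from 25080764 to 25085327. It was at 185 ± 109 FPKM in mutants and 3734 ± 1335 in siblings at 5 dpf, and 299 ± 386 and 8792 ± 1046 at 7 dpf. This gives log2 fold changes of −4.52 (standard error 0.78, adjusted p = 0.0075) and −5.74 (standard error 0.78, adjusted p = 0.0011) by limma. ela3l (ENSDARG00000007276), an elastase on chromosome 5 of GRCz11 from 26111596 to 26118855, had log2 fold changes of −4.75 (standard error 0.58, adjusted p = 0.0013) and −5.02 (standard error 0.58, adjusted p = 3.6e-04). ela2l, a further elastase, had −4.37 (adjusted p = 0.0030) and −5.41 (adjusted p = 4.3e-04). Trypsin and elastase genes occur in families of similar copies. How the authors' counting divided reads among them is not given in the sources used here. In the title of Figure 2, which shows in situ hybridization, HE staining and Oil Red O staining beside the RNA-seq data, the paper states that development of the digestive organs is defective in the mutants.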

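PKLR, an enzyme of glucose metabolism, and CYP7A1, ABCB11 and SLC10A2, which make and carry bile acids, fell in the mutants at both ages. PKLR (ENSDARG00000042010), the pyruvate kinase of liver that ends glycolysis, was at 15.6 ± 4.62 FPKM (SD, n = 3) in mutants and 138 ± 17.1 in siblings at 5 dpf, and 18.4 ± 6.82 and 354 ± 21.8 at 7 dpf. Its log2 fold changes were −3.15 (standard error 0.25, adjusted p = 1.2e-04) and −4.29 (standard error 0.25, adjusted p = 8.6e-06) by limma. Of 19 genes of carbohydrate metabolism, 7 were lower at 5 dpf and 8 at 7 dpf (11 and 12 when adjusted over the list alone, and 1 higher at 7 dpf). Their median log2 fold change was −0.43 at 5 dpf (camera, adjusted p = 4.1e-07, and adjusted p = 0.083 with an estimated correlation). It was −0.89 (adjusted p = 5.2e-10, and adjusted p = 0.054 with an estimated correlation). LCT, the lactase of the brush border, fell by 1.70 at 7 dpf (log2, adjusted p = 9.1e-04). The count of lower genes at 5 dpf was 2 without mutant 5 dpf replicate 1, 3 without sibling 5 dpf replicate 2 or with only the 2 groups and 4 without mutant 5 dpf replicate 3 or with the block within each age. At 7 dpf none was higher, but the count was 1 with library weights.
CYP7A1 (ENSDARG00000069018), the rate-limiting enzyme of bile acid synthesis, lies on chromosome 2 of GRCz11 from 22150134 to 22152797. It was at 1.61 ± 1.00 FPKM in mutants and 13.4 ± 4.95 in siblings at 5 dpf. Its log2 fold changes were −2.75 (standard error 0.40, adjusted p = 0.0028) at 5 dpf and −4.31 (standard error 0.40, adjusted p = 9.4e-05) at 7 dpf by limma. ABCB11, the pump that exports bile salts from hepatocytes, fell by 1.24 (log2, adjusted p = 0.0028) and 2.00 (adjusted p = 7.9e-05). SLC10A2, which takes bile acids up again in the ileum, fell by 1.25 (adjusted p = 0.0069, and 0.052 as TPM) and 1.47 (adjusted p = 0.0016). FGF19, the gut hormone that restrains bile acid synthesis, fell by 1.44 at 5 dpf (adjusted p = 0.0036). Of 15 genes of bile acids, 5 were lower at each age and none was higher by limma. There were 6 lower and 1 higher at 5 dpf and 7 lower at 7 dpf when adjusted over the list alone. The median log2 fold change was −0.47 at 5 dpf (camera, adjusted p = 2.5e-06, and adjusted p = 0.045 with an estimated correlation). It was −0.55 at 7 dpf (adjusted p = 1.2e-06, and adjusted p = 0.036 with an estimated correlation). Without the 2 genes that the paper shows, the adjusted p with an estimated correlation was 0.10 at 5 dpf and 0.11 at 7 dpf. The count of higher genes was 1 without mutant 7 dpf replicate 3 or without the 2 libraries of lowest weight at 5 dpf, and 1 without the 2 libraries of lowest weight at 7 dpf.
The complement genes c3a.3 and c9 and the apolipoprotein genes apoa1b and apoa2 fell at 7 dpf, while the apolipoprotein gene apoeb rose. c3a.3 (ENSDARG00000052207), a copy of the central complement component, had log2 fold changes of −1.36 (standard error 0.21, adjusted p = 0.0036) and −2.40 (standard error 0.21, adjusted p = 5.4e-05) by limma. c9, a subunit of the pore that complement forms, had −0.44 (standard error 0.18, adjusted p = 0.28) and −2.32 (standard error 0.18, adjusted p = 4.4e-05). Of 15 genes of complement and acute phase, 3 were lower at 5 dpf (1 without mutant 5 dpf replicate 1 or without the 2 libraries of lowest weight) and 9 at 7 dpf, 5 and 11 when adjusted over the list alone. None was higher, but the count was 1 without mutant 7 dpf replicate 3 or without the 2 libraries of lowest weight at 5 dpf, and 1 with library weights or without the 2 libraries of lowest weight at 7 dpf. The list median was −0.44 at 5 dpf (camera, adjusted p = 8.0e-04, and adjusted p = 0.33 with an estimated correlation) and −1.09 at 7 dpf (adjusted p = 2.1e-08, and adjusted p = 0.13 with an estimated correlation). apoa1b (ENSDARG00000101324), an apolipoprotein of high-density lipoprotein, was at 74.4 ± 39.4 FPKM in mutants and 510.2 ± 37.2 in siblings at 7 dpf. apoa1b had log2 fold changes of −0.28 (standard error 0.35, adjusted p = 0.78) at 5 dpf and −2.94 (standard error 0.35, adjusted p = 3.9e-04) at 7 dpf. Those of apoa2 were −0.60 (adjusted p = 0.44) and −2.14 (adjusted p = 0.0024). Of 14 genes of lipoproteins and yolk, none passed at 5 dpf and 5 were lower at 7 dpf (8 when adjusted over the list alone). apoeb, named here after its value was seen, was higher at 7 dpf (log2 fold change 0.92, adjusted p = 0.030). The count of higher genes was 0 without mutant 7 dpf replicate 1 or 2 or sibling 7 dpf replicate 2 or 3, without a filter or with only the 2 groups. The list median was −0.92 at 7 dpf (camera, adjusted p = 1.1e-04, and adjusted p = 0.47 with an estimated correlation). It was −0.23 at 5 dpf (adjusted p = 0.22, and 4.5e-04 without sibling 5 dpf replicate 3, where 1 gene was lower). ELOVL2, which lengthens polyunsaturated fatty acids, fell by 2.99 at 5 dpf (log2, adjusted p = 1.1e-04) and 2.08 at 7 dpf (adjusted p = 2.1e-04).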

Hematoxylin-eosin (HE) staining was performed to further investigate histological changes in *ercc2/xpd* mutants. In contrast to siblings, which had large intestinal cavities and elaborative epithelium folds, mutants showed collapsed digestive tracts with a thin and unfolded intestinal epithelium at 5 and 7 dpf (Figures 2C and S4A). The intestinal bulbs in mutants were markedly smaller than that in siblings. Detached cells and cellular debris were occasionally seen in the intestinal lumen, and some of the intestinal lumens were almost blocked (Figures 2C and S4A). Analysis of ultrastructure using transmission electron microscopy (TEM) revealed that the intestinal epithelium of siblings was regularly folded and IECs had elaborate apical brush microvilli that were shorter, chaotic and relatively sparse in mutants (Figure S4B). Obvious lipid droplets were observed in mutant livers using HE staining (Figure 2D) and stronger Oil Red O staining also indicated severe hepatocyte steatosis in *ercc2/xpd* mutants (Figure 2E).

To examine whether bud initiation in digestive organs was affected in the mutants, the early markers including *foxa3*, *gata6* (endoderm cells), *hhex* (hepatoblast) and *pdx1* (precursor cell of the endocrine pancreas) were used in WISH to assess the status of bud formation. After individual imaging, embryos were subjected to individual genotyping (Figure S1E) because the mutants were visually indistinguishable from their siblings at early stages. The initiation of all digestive organ buds in *ercc2/xpd* homozygous mutants was similar to wild-type and heterozygous embryos at 2 dpf (Figure 3A), which indicated that the digestive organ defects were not caused by an errant early differentiation. We further explored the onset of digestive organ defects in *ercc2/xpd* mutants using WISH of *fabp2* and *trypsin* to mark intestine and pancreas development, respectively. Their expression in mutants showed subtle aberrations as early as 3 dpf and was notably down-regulated at 4 dpf (Figure 3B). The *Tg(fabp10a:dsRed; ela3l:GFP)* reporter line also showed a smaller exocrine pancreas and liver in mutants at 4 dpf (Figure 3C). Taken together, these results suggested that the compromised expression of digestive organ genes was not due to a failure of cell fate specification or early developmental defects, but a failure of digestive organ growth in *ercc2/xpd* mutants.

**Figure 3:**
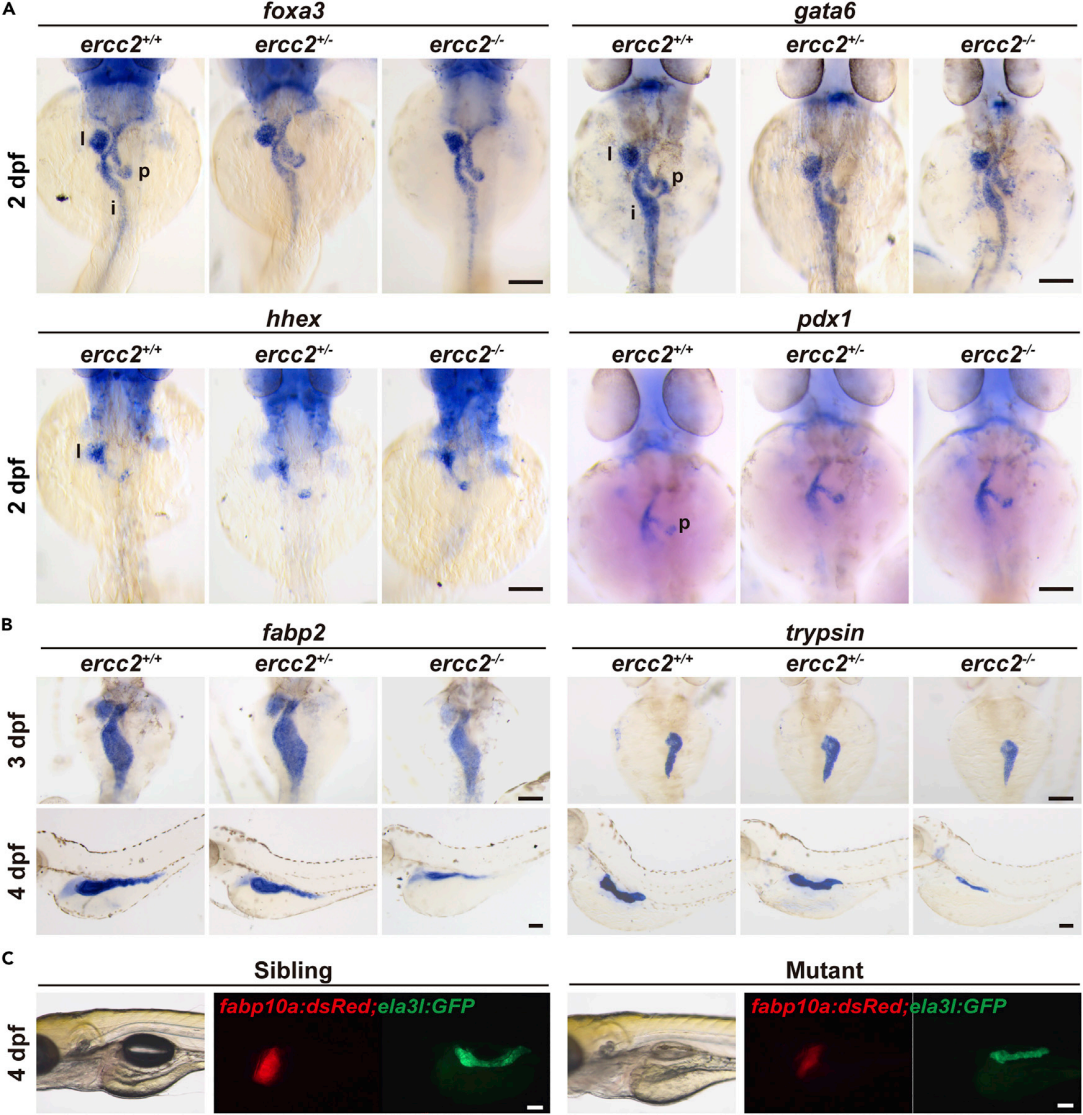
Digestive organ bud initiation is unaffected in *ercc2/xpd* mutants (A) Whole-mount *in situ* hybridization (WISH) of marker genes for digestive organ budding in *ercc2/xpd* mutants and siblings at 2 dpf. Dorsal view, anterior to the top. l, liver; p, pancreas; i, intestine. After individual imaging, embryos were subjected to individual genotyping. Scale bars, 100 μm. (B) WISH of marker genes for early development of digestive organs in *ercc2/xpd* mutants and siblings at 3 and 4 dpf. Upper: dorsal view, anterior to the top; lower: lateral view, anterior to the left. After individual imaging, embryos were subjected to individual genotyping. Scale bars, 100 μm. (C) *Tg(fabp10a:dsRed; ela3l:GFP)* revealed early development of digestive organs in *ercc2/xpd* mutants and siblings at 4 dpf. After individual imaging, embryos were subjected to individual genotyping. Scale bars, 100 μm.

### Ercc2/Xpd-deficient intestinal endothelial cells exhibit loss of cell polarity and impaired proliferation

Consistent with the HE staining showing thin and incompact arranged intestinal epithelium, DAPI staining of intestine sections revealed a reduction in IEC nucleus numbers in *ercc2/xpd* mutants (Figures 2C, S4C, and S4D). The IEC nucleus numbers reduced from 213 ± 47, 135 ± 32, and 55 ± 6 per transverse section in siblings to 101 ± 20, 69 ± 19, and 38 ± 5 per transverse section in mutants in the intestinal bulb, mid-intestine, and posterior intestine, respectively, at 5 dpf. The nuclei also lost their basal localization within IECs, as seen in siblings, which indicated a loss of cell polarity (Figures S4B and S4C). The *Tg(Nkx2.2a:GFP)* transgenic line (Pauls et al., 2007) further showed normally differentiated but misoriented intestinal endocrine cells and Alcian blue staining showed reduced numbers of mucin-producing goblet cells (114 ± 14 vs. 183 ± 26) in the intestines of mutants (Figures 4A and 4B). Because of the apparently fewer IECs in mutant larvae, we examined cell proliferation using a 5-ethynyl-2′-deoxyuridine (EdU) incorporation assay and observed a dramatic decrease in the number of EdU-positive IECs in mutants compared to siblings. In general, the percentages of EDU-positive IECs in the intestinal bulb, mid-intestine, and posterior intestine were reduced from 7.1 ± 2.8, 6.5 ± 2.3, and 6.2 ± 1.4 per transverse section in siblings to only 1.8 ± 1.6, 1.4 ± 1.4, and 1.1 ± 1.8 per transverse section in mutants at 5 dpf, respectively (Figures 4C, 4D, and S4D). Consistently, the number of phospho-histone H3 (pH3, a mitotic marker)-positive cells in the whole intestine was also reduced to 50% (11 ± 3.5 vs. 22 ± 3.6) in the mutants compared to the siblings at 5 dpf (Figures 4C and 4D).

**Figure 4:**
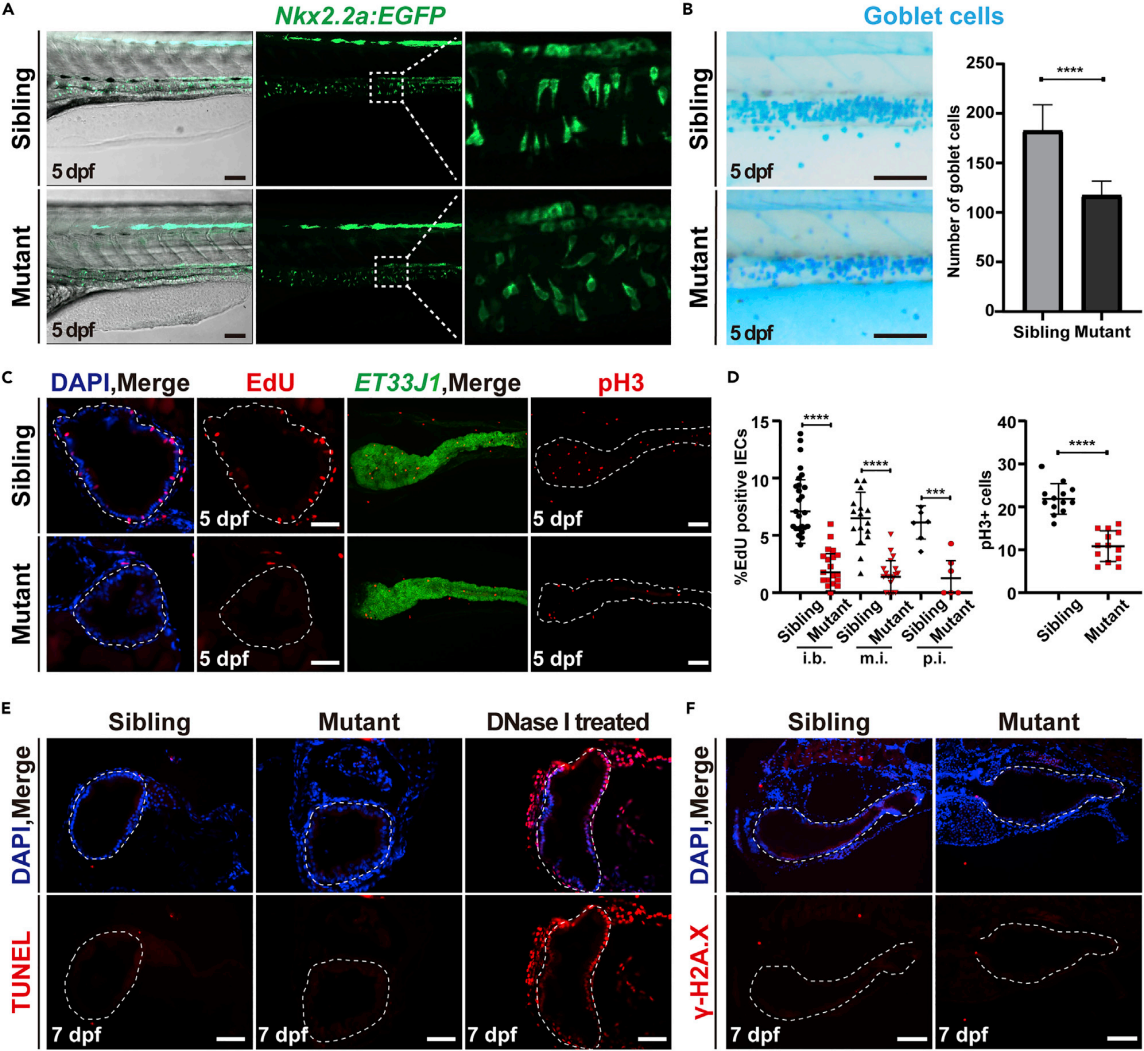
Ercc2/Xpd-deficient intestinal endothelial cells exhibit loss of cell polarity and impaired proliferation (A) *Tg(Nkx2.2a:EGFP)* marked intestinal endocrine cells in *ercc2/xpd* mutants and siblings at 5 dpf. Scale bars, 100 μm. (B) Alcian blue staining showed intestinal goblet cells (left) and quantification of their numbers (right) in *ercc2/xpd* mutants and siblings at 5 dpf. Scale bars, 100 μm. Data are presented as mean ± SD. Student’s *t* test, ∗∗∗∗, p < 0.0001. (C) EdU incorporation assay and immunostaining of the mitotic marker phospho-histone H3 revealed reduced the proliferation of intestinal endothelial cells (IECs) in *ercc2/xpd* mutants compared to siblings at 5 dpf. Scale bars, 100 μm. (D) Quantification of percentages of EdU-positive IECs or pH3-positive cells in different regions of the intestine. i.b., intestinal bulb; m.i., mid-intestine; p.i., posterior intestine. Data are presented as mean ± SD, Student’s *t* test, ∗∗∗∗, p < 0.0001, ∗∗∗, p < 0.001. See also Figure S4D. (E) The TUNEL assay showed no detectable apoptotic signals in IECs in *ercc2/xpd* mutants and siblings compared to the DNase-I-treated positive control at 7 dpf. Scale bars, 100 μm. See also Figure S5A. (F) Immunostaining of γ-H2A.X revealed no increased apoptosis or DNA instability in IECs in *ercc2/xpd* mutants compared to siblings at 7 dpf. Scale bars, 100 μm.

We performed a TUNEL assay to assess the apoptosis of IECs in mutants. Notably, no detectable apoptotic signals were observed in intestine or liver sections in mutants or siblings at 7 dpf compared to DNase-I-treated sections, which served as a positive control (Figures 4E and S5A). Acridine orange staining also showed a similar result of no elevated apoptotic signal in mutants at 5 and 7 dpf (Figure S5B). As Ercc2/Xpd plays a vital role in nucleotide excision repair whose disturbance would cause genomic instability, we performed immunostaining of γ-H2A.X, which is a marker of DNA breakage and indicator of the early apoptotic stage (Rogakou et al., 2000). The results indicated no significant increase in γ-H2A.X-positive IECs in *ercc2/xpd* mutants at 7 dpf (Figure 4F). WISH of DNA damage/cell apoptosis-related genes *atr, atm, casp3a,* and *casp3b* revealed comparable expression levels between *ercc2/xpd* mutants and siblings (Figure S5C). We found no elevated senescence-associated β-galactosidase (SA-β-gal) staining or propidium iodide (PI) staining, a widely used dye for pyroptosis detection, in IECs in *ercc2/xpd* mutants, despite strong SA-β-gal staining in the remaining yolks of mutants at 7 dpf (Figures S5D and S5E). Overall, these results indicated that proliferation reduction, but not enhanced cell apoptosis, senescence, or pyroptosis, contributed to the decrease of IECs observed in *ercc2/xpd* mutants.

### Mitochondrial abnormalities, autophagy, and inflammation are highly induced

Notably, our TEM images revealed swollen mitochondria with disorganized cristae in Ercc2/Xpd-deficient IECs (Figure 5A, white arrows, Figure S4B) compared to granular mitochondria in sibling IECs. The number of mitochondria in mutant IECs was reduced, and mitochondria seemed more randomly distributed instead of showing apical accumulation as observed in sibling IECs, which is consistent with the results that mutant IECs lost their polarity. Immunostaining of the mitochondrial marker MT-CO1 confirmed these findings. Although abundant mitochondrial signals were present on the apical side of IECs in siblings, the signal was greatly reduced and became sparse in mutant IECs (Figure 5B). These data indicated the existence of mitochondrial dysfunction, which would induce mitophagy to degrade and eliminate damaged mitochondria (Yoo and Jung, 2018). Mitophagy is a common feature in neurodegeneration and aging (Fivenson et al., 2017), which are typical symptoms of ERCC2/XPD-related human diseases.

**Figure 5:**
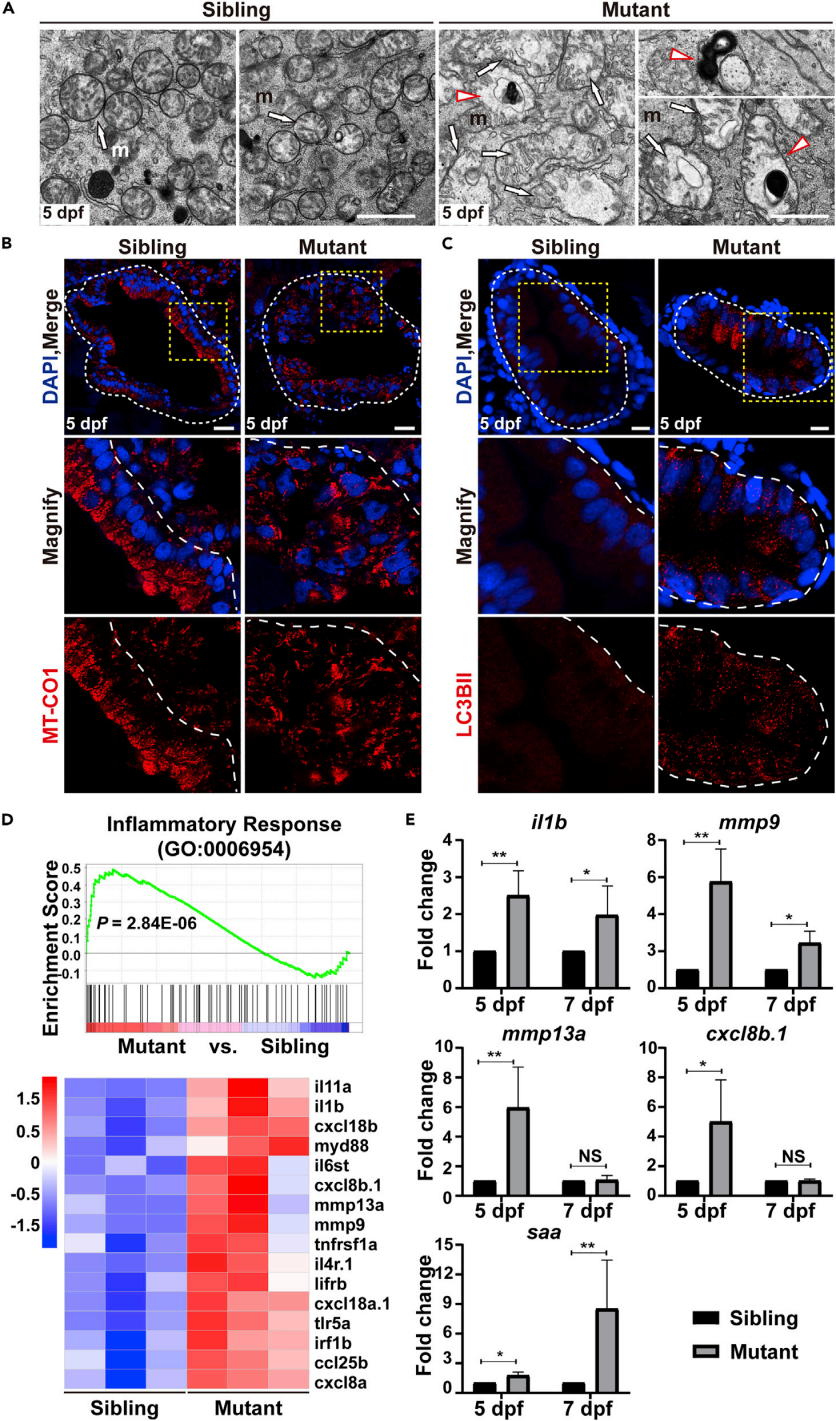
Mitochondrial abnormalities, autophagy, and inflammation are highly induced (A) Transmission electron microscope images of intestinal endothelial cells (IECs) in *ercc2/xpd* mutants and siblings at 5 dpf. Arrows point to swollen and disarrayed mitochondria, red arrowheads point to autophagosome-like vesicles. m, mitochondrion. Scale bars, 1 μm. See also Figures S4B and S6A. (B) Immunostaining of the mitochondrial marker MT-CO1 in IECs in *ercc2/xpd* mutants and siblings at 5 dpf. Areas of dashed boxes are magnified. Scale bars, 20 μm. (C) Immunostaining of the autophagosomal marker LC3BII in IECs in *ercc2/xpd* mutants and siblings at 5 dpf. Areas of dashed boxes are magnified. Scale bars, 10 μm. (D) Transcriptomic analysis revealed increased expression of genes related to inflammation in *ercc2/xpd* mutants compared to siblings at 5 dpf. (E) qPCR verification of inflammation-related gene expression in *ercc2/xpd* mutants and siblings at 5 and 7 dpf. Data are presented as mean ± SD from three independent biological repeats. Student’s *t* test, ∗, p < 0.05, ∗∗, p < 0.01, NS, non-significant. See also Figure S6.

TEM images also showed many autophagosome-like structures presented in IECs in *ercc2/xpd* mutants but absent in siblings (Figure 5A, red arrowheads, Figure S6A). To determine whether autophagy was induced in IECs in *ercc2/xpd* mutants, we performed immunostaining of LC3B-II, which is a robust marker of autophagosomes (Klionsky et al., 2016), on intestine sections at 5 dpf. The results showed significantly higher numbers of LC3B-II-positive puncta in Ercc2/Xpd-deficient IECs (Figure 5C). To explore the relationship between autophagy and defects in the *ercc2/xpd* mutant, we inhibited autophagy with 50 μM chloroquine (CQ) or 10 mM 3-MA. However, these treatments did not rescue the phenotypes of *ercc2/xpd* mutants but rather slightly enhanced them (Figures S6B and S6C). Therefore, we speculated that autophagy in IECs in *ercc2/xpd* mutant larvae was a self-rescue mechanism when challenged by stress, which is consistent with previous observations in *titania* mutant larvae (Boglev et al., 2013).

Autophagy is generally associated with inflammation. 

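Among genes of inflammation, those that rose in the mutants at 7 dpf encode, among others, an acute phase protein, a chemokine and a subunit of an oxidase. SAA2 (ENSDARG00000045999), named for serum amyloid A, an acute phase protein, lies on chromosome 7 of GRCz11 from 12950507 to 12956434. It was at 5.46, 6.34 and 39.0 FPKM in the mutant libraries and 0, 1.08 and 0.243 in the sibling libraries at 7 dpf. Its log2 fold change was 3.81 (standard error 0.69, adjusted p = 0.0068) by limma, with an adjusted p of 0.088 by voom. At 5 dpf it was 0.33 (standard error 0.69, adjusted p = 0.88). cxcl18b (ENSDARG00000075045), a chemokine that attracts neutrophils, had log2 fold changes of 1.76 (standard error 0.43, adjusted p = 0.051) at 5 dpf and 2.49 (standard error 0.43, adjusted p = 0.0052) at 7 dpf. At 5 dpf its adjusted p was 0.010 to 0.046 with a pseudocount of 0.1, with a filter at 1 FPKM, as TPM, with only the 2 groups, with the replicate block, with library weights, by total reads, with the block within each age, without the 2 libraries of lowest weight or among annotated genes, and 0.0022 to 0.020 without mutant 7 dpf replicate 1 or 3. cyba (ENSDARG00000018283), a membrane subunit of the phagocyte NADPH oxidase, had 0.27 (standard error 0.22, adjusted p = 0.64) and 1.25 (standard error 0.22, adjusted p = 0.0066). STAT3 (ENSDARG00000022712), a transcription factor that cytokines activate, lies on chromosome 3 of GRCz11 from 17030665 to 17107445 and had 0.70 (standard error 0.16, adjusted p = 0.035) and 0.68 (standard error 0.16, adjusted p = 0.028). At 5 dpf its adjusted p was up to 0.16 without mutant 5 dpf replicate 1 or 2, sibling 5 dpf replicate 1, 2 or 3, or sibling 7 dpf replicate 1, 2 or 3, and 0.054 to 0.10 with only the 2 groups, with the replicate block, with a robust spread or without the 2 libraries of lowest weight. At 7 dpf it was up to 0.11 without mutant 7 dpf replicate 2 or 3 or sibling 7 dpf replicate 1, 2 or 3, and 0.060 to 0.082 with only the 2 groups or without the 2 libraries of lowest weight. An inflammation list was fixed without the genes that the paper names or labels in its heatmap. Of its 51 genes, 4 were higher and none was lower at 5 dpf (10 higher when adjusted over the list alone). At 7 dpf 2 were higher and none was lower (4 when adjusted over the list alone). The median log2 fold change was 0.45 at 5 dpf (camera, adjusted p = 4.5e-08, and adjusted p = 0.19 with an estimated correlation). It was 0.18 at 7 dpf (adjusted p = 0.0065, and adjusted p = 0.53 with an estimated correlation). The log2 fold change was above 0 for 45 of the genes at 5 dpf and 35 at 7 dpf. The count of higher genes at 5 dpf was 0 without mutant 5 dpf replicate 1 or 2 or sibling 5 dpf replicate 2, 1 without sibling 5 dpf replicate 1 or sibling 7 dpf replicate 1 or 3, without the 2 libraries of lowest weight, without a filter or with a robust spread, 2 without mutant 5 dpf replicate 3, mutant 7 dpf replicate 2, or sibling 7 dpf replicate 2, with the replicate block or with only the 2 groups and 7 without mutant 7 dpf replicate 3. At 7 dpf it was 1 without sibling 7 dpf replicate 1 or 3 or with only the 2 groups, 4 with library weights or with the block within each age, 6 by total reads and 7 as TPM. The count of lower genes at 7 dpf was 1 with library weights and 2 without the 2 libraries of lowest weight, and the adjusted p of the list was 0.19 without mutant 7 dpf replicate 3, and 0.24 without the 2 libraries of lowest weight. Markers of leukocytes were measured beside it. Of 6 neutrophil genes none passed at 5 dpf (median 0.23, camera, adjusted p = 0.42). At 7 dpf npsn, an astacin protease of neutrophils, was lower (log2 fold change −1.58, adjusted p = 0.0039). adam8a, a membrane protease, was higher (0.94, adjusted p = 0.046), with an adjusted p of up to 0.15 without mutant 5 dpf replicate 1 or 3, sibling 5 dpf replicate 1, 2 or 3, mutant 7 dpf replicate 2 or 3, or sibling 7 dpf replicate 1, 2 or 3, and 0.050 to 0.12 with a pseudocount of 1, without a filter, with only the 2 groups, with a robust spread, by voom or without the 2 libraries of lowest weight. The neutrophil median at 7 dpf was 0.38 (adjusted p = 0.72). Adjusted over the list alone, 1 was higher and 1 lower at each age. Of 15 macrophage genes none passed at 5 dpf (median 0.16, camera, adjusted p = 0.18). At 7 dpf marco, a scavenger receptor, was higher (1.06, adjusted p = 0.016), as was MFAP4 (0.98, adjusted p = 0.032). There were 3 higher when adjusted over the list alone. The count of higher macrophage genes at 7 dpf was 0 without mutant 7 dpf replicate 2 or 3 or sibling 7 dpf replicate 2 or 3 or without the 2 libraries of lowest weight and 1 without sibling 7 dpf replicate 1, by voom, without a filter or with only the 2 groups. That of lower ones was 1 without sibling 5 dpf replicate 2, with library weights or without the 2 libraries of lowest weight. The adjusted p of marco was up to 0.070 without mutant 7 dpf replicate 2 or 3 or sibling 7 dpf replicate 2 or 3, and 0.065 without the 2 libraries of lowest weight. That of MFAP4 was up to 0.13 without mutant 7 dpf replicate 2 or 3 or sibling 7 dpf replicate 1, 2 or 3, and 0.050 to 0.12 without a filter, with only the 2 groups, by voom or without the 2 libraries of lowest weight. The macrophage median at 7 dpf was 0.46 (adjusted p = 0.069, 0.0096 without mutant 7 dpf replicate 1 and 0.035 without sibling 7 dpf replicate 1, and 0.033 to 0.048 with the replicate block, with the block within each age or with exact names).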

GO enrichment analysis of transcriptomic data revealed that up-regulated genes in *ercc2/xpd* mutants were involved in biological processes related to inflammatory responses. A heatmap of differentially expressed genes indicated that inflammation was highly activated in *ercc2/xpd* mutants at 5 dpf (Figure 5D). 

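At 5 dpf, transcripts of a neutrophil chemokine and of the prostaglandin enzyme PTGS2 were higher in every mutant library than in every sibling library. cxcl8b.1 (ENSDARG00000102299), which attracts neutrophils, lies on chromosome 7 of GRCz11 from 7839612 to 7845540. It was at 11.0, 21.7 and 3.00 FPKM in mutants and 1.45, 1.07 and 1.53 in siblings, a log2 fold change of 2.39 (standard error 0.53, adjusted p = 0.031) by limma. The adjusted p was up to 0.13 without mutant 5 dpf replicate 1 or 2 or sibling 5 dpf replicate 1, 2 or 3, and 0.063 to 0.14 without a filter, with only the 2 groups, by voom or without the 2 libraries of lowest weight. At 7 dpf the log2 fold change was −0.15 (standard error 0.53, adjusted p = 0.91). PTGS2 (ENSDARG00000010276), the cyclooxygenase that starts prostaglandin synthesis, lies on chromosome 20 of GRCz11 from 34121818 to 34127415. It was at 16.9, 30.8 and 16.3 FPKM in mutants and 4.24, 2.58 and 11.9 in siblings, a log2 fold change of 1.89 (standard error 0.45, adjusted p = 0.044). The adjusted p was up to 0.17 without mutant 5 dpf replicate 1, 2 or 3, sibling 5 dpf replicate 1 or 2, mutant 7 dpf replicate 1 or 2, or sibling 7 dpf replicate 1 or 3, and 0.059 to 0.16 without a filter, with only the 2 groups, with the replicate block, with a robust spread, with the block within each age or without the 2 libraries of lowest weight. JUNB (ENSDARG00000074378), an early response transcription factor on chromosome 1 of GRCz11 from 51732979 to 51734535, was at 37.3, 37.1 and 68.9 FPKM in mutants and 4.17, 4.59 and 19.2 in siblings, a log2 fold change of 2.57 (standard error 0.56, adjusted p = 0.030). The adjusted p was up to 0.13 without mutant 5 dpf replicate 1, 2 or 3 or sibling 5 dpf replicate 1 or 2, and 0.059 to 0.099 without a filter, with only the 2 groups or without the 2 libraries of lowest weight. caspa (ENSDARG00000008165), an inflammatory caspase, was at 14.7, 12.7 and 10.0 FPKM in mutants and 8.75, 6.97 and 7.53 in siblings, a log2 fold change of 0.64 (standard error 0.15, adjusted p = 0.041). The adjusted p was up to 0.18 without mutant 5 dpf replicate 1 or 2, sibling 5 dpf replicate 2 or 3, mutant 7 dpf replicate 2, or sibling 7 dpf replicate 1, 2 or 3, and 0.050 to 0.14 without a filter, with only the 2 groups, with a robust spread, by voom, with the block within each age or without the 2 libraries of lowest weight.
il1b (ENSDARG00000098700), a cytokine that drives acute inflammation, was at 1.38, 3.17 and 1.62 FPKM in mutants and 0.329, 0.0688 and 0.345 in siblings at 5 dpf, with a log2 fold change of 1.73 (standard error 0.87, adjusted p = 0.39). At 7 dpf it was at 0.967, 2.57 and 36.3 in mutants and 0.227, 1.12 and 1.09 in siblings, with 2.15 (standard error 0.87, adjusted p = 0.19). MMP9 (ENSDARG00000042816), a protease that degrades extracellular matrix, was at 47.0, 67.0 and 9.28 FPKM in mutants and 6.11, 3.87 and 3.89 in siblings at 5 dpf. At 7 dpf it was at 13.5, 17.2 and 106 in mutants and 5.38, 5.97 and 6.92 in siblings. Its log2 fold changes were 2.65 (standard error 0.74, adjusted p = 0.091) and 2.18 (standard error 0.74, adjusted p = 0.12). mmp13a (ENSDARG00000012395), a collagenase, was at 23.2, 23.6 and 3.94 FPKM in mutants and 5.21, 5.67 and 3.22 in siblings at 5 dpf. The values at 7 dpf were 3.41, 4.83 and 22.8 and 4.03, 3.36 and 9.08. The log2 fold changes of this gene were 1.42 (standard error 0.71, adjusted p = 0.39) and 0.51 (standard error 0.71, adjusted p = 0.75). None of these 3 genes passed the threshold at either age by limma. At 5 dpf the adjusted p of il1b was 0.033 with only the 2 groups and 0.037 without mutant 7 dpf replicate 3. That of MMP9 was 0.041 with library weights and 0.021 to 0.024 without mutant 5 dpf replicate 3 or mutant 7 dpf replicate 3. The mutant libraries spread widely, with replicate 3 of the mutants lowest in MMP9 and mmp13a at 5 dpf and highest in all 3 genes at 7 dpf.
JUNB, EGR3 and ATF3, immediate early genes that cells switch on within minutes of a stimulus, rose beside the inflammation genes at 5 dpf. JUNB is also on the inflammation list, so the counts of both lists hold this gene. Of 16 such genes 3 were higher at 5 dpf (5 when adjusted over the list alone), with EGR3 (log2 fold change 2.12, adjusted p = 0.029 by limma) and ATF3 (1.69, adjusted p = 0.038). The adjusted p of EGR3 was up to 0.13 without mutant 5 dpf replicate 2 or 3 or sibling 5 dpf replicate 1 or 2, and 0.058 to 0.13 without a filter, with only the 2 groups or without the 2 libraries of lowest weight. That of ATF3 was up to 0.14 without mutant 5 dpf replicate 1, 2 or 3, sibling 5 dpf replicate 1 or 2, or sibling 7 dpf replicate 1, and 0.051 to 0.071 without a filter, with a robust spread or with the block within each age. The median log2 fold change was 1.21 (camera, adjusted p = 1.9e-05, and adjusted p = 0.36 with an estimated correlation). The count was 0 without mutant 5 dpf replicate 2 or 3 or sibling 5 dpf replicate 1 or 2 or without a filter and 1 without mutant 5 dpf replicate 1, without the 2 libraries of lowest weight or with only the 2 groups. In the libraries of 5 dpf the median of this list, against the sibling mean, was 0.61, 0.55 and 2.31 in mutants and −0.67, −0.42 and 1.33 in siblings, so that replicate 3 was highest in both groups. Between libraries of the same replicate number, the mutant median was higher by 1.29, 0.97 and 0.98. The inflammation median was 0.47, 0.47 and 0.29 in mutants and −0.056, −0.12 and 0.092 in siblings.

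**Figure D2:**
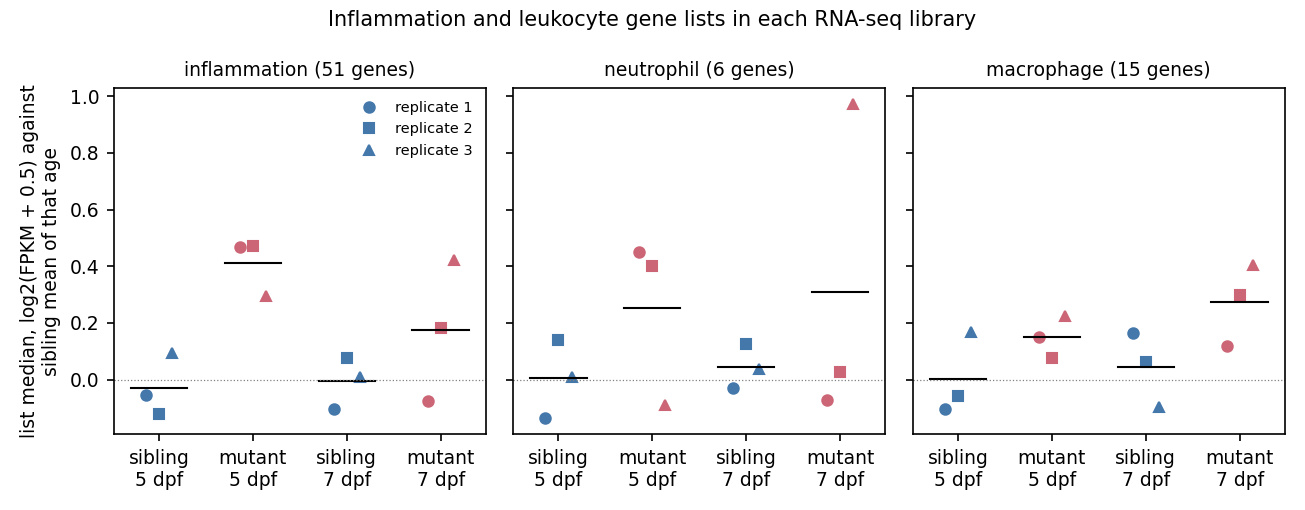
Median of log2(FPKM + 0.5) over the genes of the inflammation, neutrophil and macrophage lists in each library, against the mean of the sibling libraries of that age. Each marker is 1 library, its shape gives the replicate number and black bars are group means. In the inflammation list the 3 mutant libraries of 5 dpf lie between 0.29 and 0.47, above the sibling libraries of that age, and those of 7 dpf spread from −0.075 to 0.42.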

Quantitative real-time PCR further confirmed significant up-regulation of the inflammatory-related genes *il1b*, *mmp9,* and *serum amyloid A* (*saa*) at 5 and 7 dpf and *mmp13a*, *cxcl8b* at 5 dpf (Figure 5E). Taken together, these data suggested that inflammation was activated in *ercc2/xpd* mutants and might contribute to the impairment of Ercc2/Xpd-deficient IECs with mitochondrial abnormalities and autophagy.

### Perturbed rRNA synthesis results in nucleolar stress

To determine which stress was responsible for the induction of autophagy in Ercc2/Xpd-deficient IECs, we first detected the expression of several stress-related genes using semi-quantitative RT-PCR, including the redox homeostasis-related genes *nrf2*, *gpx1a*, *prdx4* and *hif1ab* and the endoplasmic-reticulum-stress-related gene *hspa5* (*bip*) (Figures S5G and S5H). The results revealed no significant expression changes between *ercc2/xpd* mutants and siblings. DCFH-DA staining, an indicator of reactive oxygen species (ROS), also exhibited comparable signals in the gut tubes between these two genotypes (Figure S5F).

Recent reports showed that ribosome defects triggered autophagy (Boglev et al., 2013; Jia et al., 2015), and TFIIH has been implicated in RNA polymerase I-dependent transcription and rRNA synthesis (Assfalg et al., 2012; Iben et al., 2002; Nonnekens et al., 2013). Our TEM images of IECs showed that *ercc2/xpd* mutant nuclei contained prominently condensed nucleoli compared to more scattered nucleoli in sibling nuclei (Figure 6A). Histological staining revealed enlarged nucleoli devoid of the DAPI signal in Ercc2/Xpd-deficient IECs (Figures 6B and S7A) and hepatocytes, which was also apparent using toluidine blue staining (Figures S7B and S7C). These results suggested the existence of nucleolar stress, which is characterized by the disorganization of nucleolar structure and mislocalization of certain nucleolar proteins (Bennett et al., 2018; Bi et al., 2019; Boulon et al., 2010). To further evaluate the impact of Ercc2/Xpd deficiency on nucleolar structure and functions, we performed immunostaining with different nucleolar markers. The fibrillarin-enriched dense fibrillary component, an important area for early rRNA synthesis and processing in the nucleolus (Raska et al., 1995), was totally disrupted and formed a larger, condensed structure in Ercc2/Xpd-deficient IECs as shown by anti-fibrillarin staining (Figures 6C and S7A). The function of the nucleolus was also perturbed. Nucleolin is an important nucleolar protein involved in rRNA synthesis and processing (Durut and Saez-Vasquez, 2015), and it exhibited altered localization to nucleoplasm in mutant IECs compared to the nucleolar restricted expression in sibling IECs (Figures 6D and S7A).

**Figure 6:**
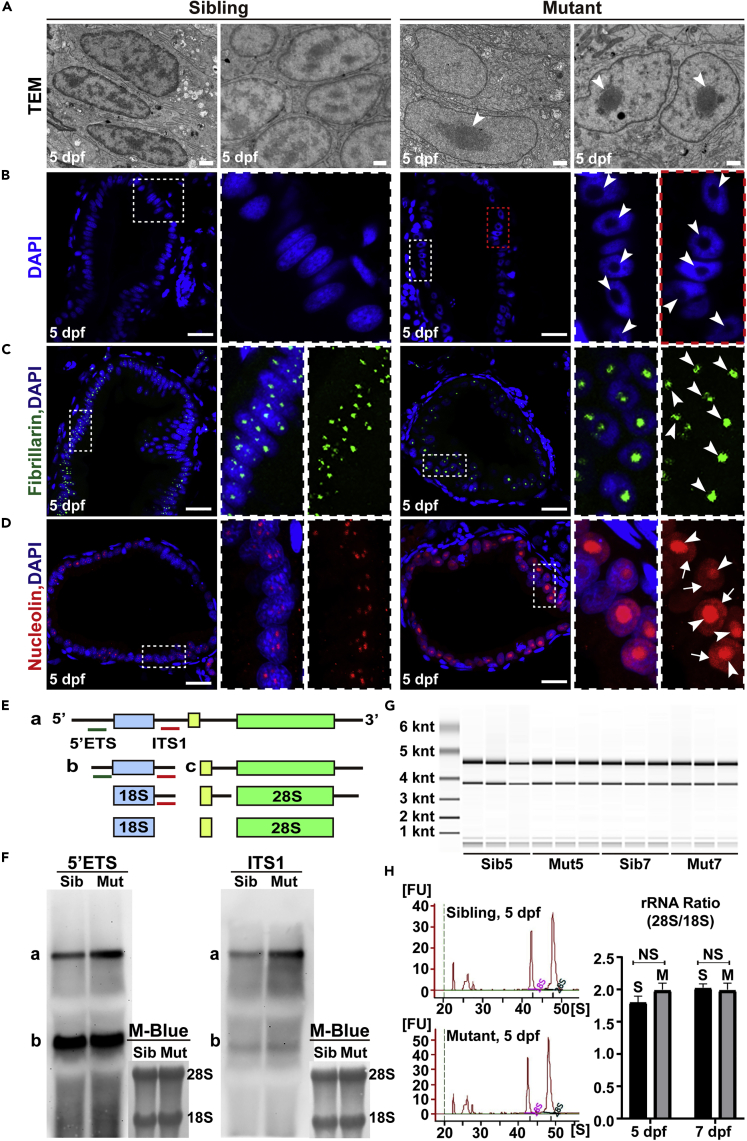
Perturbed rRNA synthesis results in nucleolar stress (A) Transmission electron microscopy images of intestinal endothelial cell (IEC) nuclei in *ercc2/xpd* mutants and siblings at 5 dpf. Arrowheads point to enlarged nucleoli. Scale bars, 1 μm. (B–D) DAPI staining and immunostaining of the nucleolar markers fibrillarin and nucleolin in IECs in *ercc2/xpd* mutants and siblings at 5 dpf. Areas of dashed boxes are magnified. Arrowheads point to enlarged nucleoli, arrows indicate the translocation of nucleolar proteins to the nucleoplasm. Scale bars, 20 μm. See also Figure S7. (E) Schematic diagram showing stepwise processing of the pre-rRNA transcript. a-c corresponds to the rRNA intermediates. 5′ETS and ITS1 probes are indicated with green and red lines, respectively. ETS, external transcribed spacer; ITS, internal transcribed spacer. (F) Northern blot using 5′ETS and ITS1 probes to detect precursor forms of rRNA in *ercc2/xpd* mutants and siblings at 5 dpf. Methylene blue staining was used as a loading control. (G and H) Representative E-Bioanalyzer analysis and measurement of the 28S/18S rRNA ratio in *ercc2/xpd* mutants (M) and siblings (S) at 5 and 7 dpf. Data are presented as mean ± SD, Student’s *t* test, NS, non-significant.

Defective rRNA synthesis and processing may result in abnormal nucleolar structure and function (Bennett et al., 2018; Zhao et al., 2019). To assess whether Ercc2/Xpd deficiency affected rRNA synthesis, Northern blotting was performed to detect the level of pre-rRNA transcription using 5′ETS and ITS1 probes, and the results showed that the *ercc2/xpd* mutants had a significant accumulation of long pre-rRNA (Figures 6E and 6F, precursor a). The 5′ETS and ITS1 probes showed 2.1- and 3.5-fold higher accumulation of pre-rRNA in *ercc2/xpd* mutants than that in siblings, respectively. E-bioanalyzer analysis of total RNA revealed a comparable rRNA (28S/18S) ratio between mutants and siblings (Figures 6G and 6H), which indicated that the maturation of 18 and 28S rRNA was not affected in *ercc2/xpd* mutant larvae. These results suggested that Ercc2/Xpd deficiency led to a perturbation of rRNA synthesis and subsequent nucleolar stress response, which might induce mitochondrial abnormalities and autophagy and resulted in organ defects in *ercc2/xpd* mutants.

### Ercc2/Xpd deficiency results in hematopoiesis defects

Disruption of rRNA synthesis and subsequent nucleolar stress may lead to severe anemia in humans (Aguissa-Toure et al., 2009; Narla and Ebert, 2010) and zebrafish (Bielczyk-Maczynska et al., 2015; Danilova et al., 2008). Previous studies showed that mutations in ERCC2/XPD resulted in beta-thalassemia in patients with trichothiodystrophy (Tolmie et al., 1994; Viprakasit et al., 2001). Therefore, to investigate whether the nucleolar stress in Ercc2/Xpd-deficient zebrafish mimicked this disease-related phenotype, we examined hematopoiesis in *ercc2/xpd* mutants. The WISH results revealed that embryonic erythrocyte markers *hbae1*, *hbae3,* and *hbbe1* were almost absent in *ercc2/xpd* mutants compared to strong expression in siblings at 5 and 7 dpf (Figure S8A). Similarly, the expression of the T lymphocyte marker *rag1* was dramatically down-regulated at 5 dpf and almost disappeared at 7 dpf in *ercc2/xpd* mutants (Figure S8A). We further examined the timing of this defect and found that primitive hematopoiesis was intact in *ercc2/xpd* mutants, as shown by the expression of *gata1a*, at 1 dpf. The expression of *hbae3* and O-dianisidine staining showed normal erythrocytes at 2 and 3 dpf but slightly reduced numbers at 4 dpf in mutants (Figures S8C and S8D). Tracing the expression of *cmyb* indicated that the onset of hematopoiesis defects in *ercc2/xpd* mutants started as early as 3 dpf because its expression was already significantly decreased at this time point and then was almost undetectable in caudal hematopoietic tissue (CHT) and kidney marrow (KM) at 4 and 5 dpf (Figure S8B). These results suggested that similar to anemia in ERCC2/XPD-related human disorders, hematopoiesis was also disturbed in *ercc2/xpd* mutant zebrafish, which was likely due to nucleolar stress.

### Ercc2/Xpd-deficient phenotypes are independent of an activated p53 response

Defects in rRNA synthesis or ribosome biogenesis activate p53 to induce autophagy (James et al., 2014; Maiuri et al., 2010). However, some studies showed that the outcomes of these defects occurred in a p53-independent manner (Jia et al., 2015; Provost et al., 2012). The qRT-PCR analysis revealed markedly increased expression of *tp53* and its target genes *Δ113p53* and *mdm2* in *ercc2/xpd* mutants at 5 and 7 dpf (Figure 7A). WISH also showed a strong accumulation of *tp53* in the digestive organs, eyes, and jaw of *ercc2/xpd* mutants compared to siblings at 5 dpf (Figure 7B). To determine whether p53 signaling contributed to the phenotypes of *ercc2/xpd* mutants, we crossed *ercc2/xpd* mutants into a mutant form of p53 (p53^M214K^) with negligible DNA-binding activity (Berghmans et al., 2005). However, p53 deficiency did not rescue the morphology of *ercc2/xpd* mutants (Figure S9A). WISH revealed similar weak to absent expression of *fabp2* (intestine), *fabp10a* (liver), *trypsin* (exocrine pancreas), and *heae3* (erythrocytes) in *ercc2/xpd* mutants independent of the *tp53* mutant background at 5 dpf, but *tp53* single mutants showed robust expression (Figures 7C and S9B). These data suggested that defects in digestive organs and hematopoiesis were caused in a p53-independent manner in *ercc2/xpd* mutant zebrafish.

**Figure 7:**
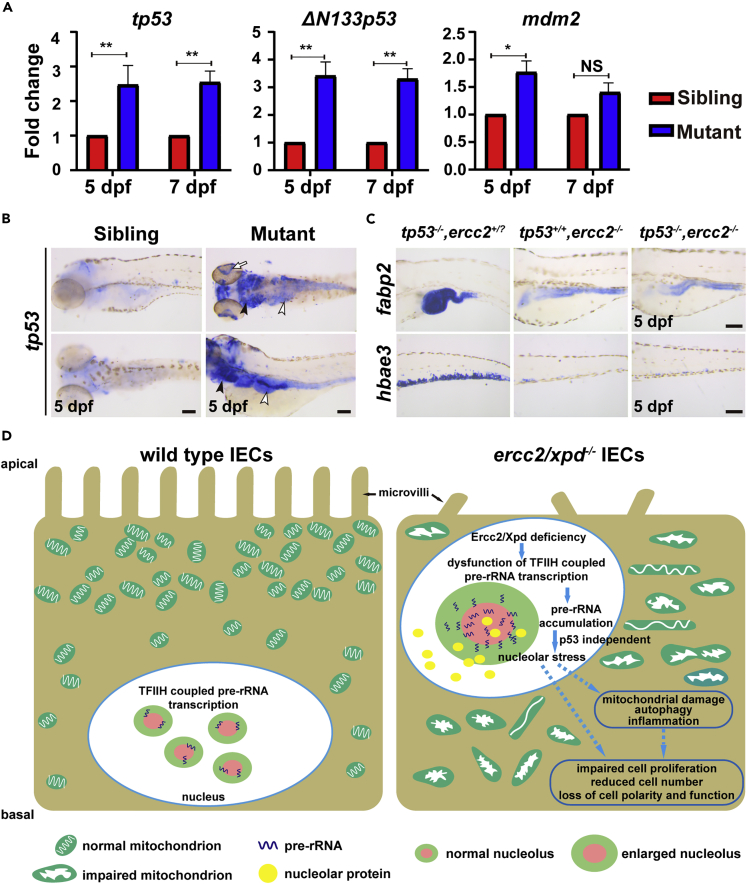
Ercc2/Xpd-deficient phenotypes are independent of an activated p53 response (A) qPCR analysis of expressions of genes associated with *tp53* activation in *ercc2/xpd* mutants and siblings at 5 and 7 dpf. Data are presented as mean ± SD from three independent biological repeats. Student’s *t* test, ∗, p < 0.05, ∗∗, p < 0.01, NS, non-significant. (B) Whole-mount *in situ* hybridization showed a large up-regulation of *tp53* in digestive organs (white arrowheads), retina (white arrow) and arches (black arrowheads) of *ercc2/xpd* mutants at 5 dpf. Scale bars, 100 μm. (C) Whole-mount *in situ* hybridization revealed that *tp53* mutation did not affect *ercc2/xpd* mutant phenotypes in digestive organs or hematopoiesis. Scale bars, 100 μm. (D) Schematic diagram showing the possible mechanism of how Ercc2/Xpd deficiency leads to failure of digestive organ growth. See also Figure S9.

## Discussion

### Zebrafish is a valuable animal model for ERCC2/XPD*-*related diseases

Mutations in ERCC2/XPD are linked to multiple human genetic disorders that were initially defined as DNA repair syndromes. However, many clinical features described over the past decade have been hard to elucidate based on DNA repair defects, which suggested that other pathogenic mechanisms caused these diseases. *Ercc2/Xpd* knockout in mice resulted in preimplantation lethality. Other mouse models, including TTD mice bearing the XPD R722W mutation identified in patients with TTD and XPCS mice with the G602D mutation found in patients with XP/CS, partially recapitulated the symptoms of TTD or XP/CS, such as premature aging, brittle hair, cachexia, UV-hypersensitivity and cancer predisposition (Andressoo et al., 2006; de Boer et al., 1998, 2002). Using a TTD mouse model, Compe et al. showed that the dysregulation of peroxisome proliferator-activated receptor (PPAR) target genes may contribute to hypoplasia of adipose tissues (Compe et al., 2005). However, patients with TTD and CS do not have increased skin cancer susceptibility but TTD mice have increased post-UV cancer frequency (de Boer et al., 1999). Therefore, new animal models are needed to further explore the molecular pathogenesis underlying these diseases.

We generated Ercc2/Xpd-deficient zebrafish using CRISPR/Cas9 technology. The morphology of the eyes, jaw, and digestive organs was severely disturbed in *ercc2/xpd* mutant larvae, and the expression of many metabolism-related genes was dramatically down-regulated. Although bud initiation was not affected, digestive organs failed to grow over time. IECs exhibited impaired proliferation and loss of cell polarity. This tissue-specific phenotype may be explained by the distinct expression of *ercc2/xpd,* which was gradually restricted to rapidly proliferating tissues, such as the cerebellum, jaw, retinal epithelium, and primitive gut, at 2 dpf and further enriched in digestive organs at 3 dpf. We further discovered a connection between nucleolar stress and the abnormalities in *ercc2/xpd* mutants (Figure 7D). We confirmed the role of Ercc2/Xpd in the regulation of rRNA synthesis and ribosome biogenesis, which provides a different perspective on ERCC2/XPD*-*related human diseases. Evidence showed reduced levels of other TFIIH subunits in patients with TTD caused by XPD mutations (Dubaele et al., 2003; Vermeulen et al., 2000). However, zebrafish TFIIH has rarely been studied, and no applicable antibody has been reported. Therefore, further studies are needed to examine the levels of other TFIIH subunits in *ercc2/xpd* mutant zebrafish.

### Perturbation of rRNA synthesis contributes to ERCC2/XPD*-*related diseases

Among ERCC2/XPD-related disorders, CS is a rare autosomal recessive disease that presents with multiple organ degeneration and premature aging (Karikkineth et al., 2017; Laugel, 2013). It is caused by mutations in six NER-related proteins: Cockayne syndrome protein A (CSA/ERCC8), Cockayne syndrome protein B (CSB/ERCC6), ERCC2/XPD, XPB, XPF, and XPG. Because patients with CS do not exhibit elevated cancer-prone symptoms like patients with XP (Cleaver et al., 2009), mechanisms other than NER defects may exist. Previous studies demonstrated that CSA/ERCC8 and CSB/ERCC6 were localized in the nucleolus and acted as activators of RNA polymerase I for pre-rRNA transcription (Bradsher et al., 2002; Koch et al., 2014; Lebedev et al., 2008). TFIIE, whose dysfunction also leads to TTD, and TFIIH are required for rRNA synthesis *in vitro*, and perturbation of rRNA synthesis was observed in TTD patient’s somatic cells (Assfalg et al., 2012; Hoogstraten et al., 2002; Iben et al., 2002; Nonnekens et al., 2013; Phan et al., 2021). These studies indicate that ribosomal biogenesis defects may be an important contributor to the clinical symptoms of these diseases. Consistent with this hypothesis, rRNA synthesis was disturbed in *ercc2/xpd* mutants. Severe anemia, e.g., Diamond-Blackfan anemia and Shwachman-Diamond syndrome (Aguissa-Toure et al., 2009; Narla and Ebert, 2010), is a typical feature of human ribosomopathies. Hematopoiesis in *ercc2/xpd* mutants was impaired, and most downstream hematopoietic lineages were dramatically reduced. These phenotypes of *ercc2/xpd* mutants are highly reminiscent of many ribogenesis dysfunction zebrafish mutant lines caused by mutations in *rpl6, sas10*, *rps19*, *nol9,* and *kir1l* (Bielczyk-Maczynska et al., 2015; Jia et al., 2015; Provost et al., 2013; Zhang et al., 2014; Zhao et al., 2019). All of these mutants showed disorders of rRNA processing and perturbation of ribosomal biogenesis, accompanied by impaired development of digestive organs, eyes, and/or hematopoiesis.

TFIIH serves a dual role as a general transcription factor for transcription initiation by eukaryotic RNA polymerase II (Pol II) and as a DNA helicase complex in nucleotide excision DNA repair (NER). Our study found no significant accumulation of DNA damage in the mutant IECs, which suggested that NER dysfunction was not the major cause of the defects. 

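prss1, prss59.1, ela2 and amy2a, genes of pancreatic enzymes, were among the largest decreases in mutants against siblings at both ages. The largest changes were ranked among called genes with a symbol other than a clone name, a mean of at least 5 FPKM over the 6 libraries compared and no overlap between the groups. Of the 10 such genes with the largest decrease at 5 dpf, 7 were on the exocrine pancreas list, among them prss1, prss59.1, ela2, ela3l and amy2a, and the others were the elastase gene CELA1 and 2 lens crystallin genes (CRYBA4 and CRYGN). At 7 dpf 9 of the 10 were on that list, and the other was CELA1. The 10 of them with the largest increase at 5 dpf included the heat shock gene HSPA2, the muscle gene tcap and the early response genes JUNB and ATF3. Those at 7 dpf included the opsin gene opn1mw2, which was also among those at 5 dpf, and the glucagon genes gcga and GCG. From 5 to 7 dpf in siblings, STYXL2 rose by a log2 fold change of 3.47 (standard error 0.29, adjusted p = 1.7e-05) by limma. FBXO32, a ubiquitin ligase subunit of muscle, rose by 3.33 (adjusted p = 5.3e-05). apoa1a, an apolipoprotein, fell by 3.34 (adjusted p = 5.0e-05). RRM2 (ENSDARG00000078069), a subunit of ribonucleotide reductase needed for DNA synthesis, fell by 3.38 (adjusted p = 3.7e-05). OPN1SW, a cone opsin, fell by 3.45 in siblings (adjusted p = 5.3e-04) and had 0.51 (standard error 0.51, adjusted p = 0.58) in mutants. The difference between these changes of OPN1SW did not pass over all genes tested by limma.
Between mutants and siblings, 666 genes were called at 5 dpf (155 higher and 511 lower in mutants) and 1194 at 7 dpf (426 higher and 768 lower) of 23648 tested by limma. Between 5 and 7 dpf, 5991 genes were called in siblings (2911 higher and 3080 lower at 7 dpf) and 2700 in mutants (1268 higher and 1432 lower). Each comparison sets 3 libraries against 3. No gene passed the test of a mutant effect that differs between the ages by limma, with 2455 genes at an unadjusted p under 0.05. None passed by voom on the recovered reads, with 2351. With single libraries left out, 1 gene passed that test without mutant 5 dpf replicate 2 or sibling 7 dpf replicate 1 or 3, 2 without mutant 7 dpf replicate 1 and 6 without sibling 5 dpf replicate 3. With the replicate block 1 passed. Of the genes lower in mutants, 332 were called at both ages (16.6 for independent lists). Of those higher, 60 were (2.79 for independent lists). These comparisons share no library, but the spread per gene was estimated over all 4 groups. The 2 lists are therefore not independent, and these counts for independent lists are no exact baseline.
The split into higher and lower genes depended on the scaling. Rescaled to TPM it was 268 higher and 323 lower at 5 dpf, 1398 higher and 500 lower at 7 dpf, 2005 higher and 3030 lower between the ages in siblings and 959 higher and 1419 lower in mutants. Scaled by the total of recovered reads, a setting chosen after the data were seen, it was 227 higher and 368 lower, 1289 higher and 543 lower, 1833 higher and 3800 lower and 968 higher and 1814 lower. The median log2 fold change of all genes between mutants and siblings was 0.018 at 5 dpf and 0.014 at 7 dpf as deposited, 0.20 and 0.20 as TPM, and 0.12 and 0.16 by total reads. Single libraries moved the counts too. At 5 dpf 314 genes were called without mutant 5 dpf replicate 1 (42 higher and 272 lower), 441 without mutant 5 dpf replicate 2 (61 higher and 380 lower) and 404 without sibling 5 dpf replicate 2 (68 higher and 336 lower). At 7 dpf 719 were called without mutant 7 dpf replicate 2 (212 higher and 507 lower). There were 776, 751 and 734 without sibling 7 dpf replicate 1, 2 or 3 (253, 233 and 216 higher). Between the ages in mutants 1394 were called without mutant 5 dpf replicate 1 (726 higher and 668 lower), 1397 without mutant 5 dpf replicate 2 (639 higher and 758 lower) and 1928 without mutant 7 dpf replicate 1 (1002 higher and 926 lower).

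**Figure D3:**
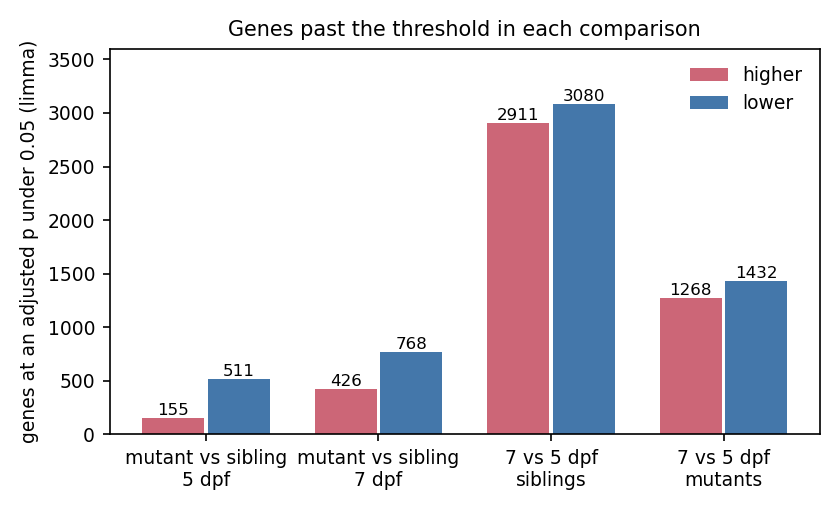
Number of genes at an adjusted p under 0.05 by limma in each comparison of 3 libraries with 3, with genes higher in mutants or at 7 dpf in red and genes lower in blue. The bars reach from 155 genes higher in mutants at 5 dpf to 3080 genes lower at 7 dpf than at 5 dpf in siblings.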

Transcriptomic analysis showed much fewer differentially expressed genes between mutant and sibling groups than that between 5 and 7 dpf within each group, which indicated that the function of RNA polymerase II was not seriously impaired in *ercc2/xpd* mutants either. Taken together, our results provide evidence that the perturbation of rRNA synthesis is an important contributor to the phenotypes of *ercc2/xpd* zebrafish mutants and ERCC2/XPD-related human disease.

### Nucleolar stress induces mitochondrial abnormalities and autophagy

The size of the nucleolus is a valid indicator of the activity of ribosomal synthesis machinery, and nucleolar expansion is used as a hallmark of aging and as a predictive parameter for metabolic health and life expectancy (Correll et al., 2019). We observed prominently enlarged nucleoli in *ercc2/xpd* mutant nuclei using TEM. Immunostaining also revealed the disorganization of the nucleolar structure and mislocalization of certain nucleolar proteins, which indicated the existence of nucleolar stress. Dysfunction of ribosomal biogenesis causes the accumulation of excess free ribosomal proteins, such as RPL5, RPL11, RPL23, RPL26, and RPS14. These free ribosomal proteins bind and inactivate MDM2 and further stabilize p53, which leads to cell-cycle arrest and apoptosis (Lohrum et al., 2003; Zhang et al., 2010). However, p53-independent processes due to ribosome biogenesis defects have also been described, such as in *titania, rpl3, rpl6*, *kri1l,* and *rps19* mutants (Boglev et al., 2013; Jia et al., 2015; Provost et al., 2012; Torihara et al., 2011). An up-regulation of p53 and its target genes was observed in *ercc2/xpd* mutants, but the p53-null allele did not rescue the abnormalities in digestive organs and hematopoiesis.

Autophagy is a crucial stress response pathway to maintain homeostasis or initiate cell death when cells are challenged by various stressors, such as nutrient deprivation, DNA damage, hypoxia, ROS, ER stress, and nucleolar stress (Parzych and Klionsky, 2014). The proliferation of IECs was arrested in the *ercc2/xpd* mutants, while there was no significant increase in cell apoptosis, DNA damage, or pyroptosis. An increased expression of autophagosome markers was observed. However, the inhibition of autophagy did not rescue the phenotypes of *ercc2/xpd* mutants but rather slightly enhanced them, which suggested autophagy might serve as a self-rescue mechanism when challenged by stress as observed in other ribogenesis-defective zebrafish mutants (Boglev et al., 2013). TEM and immunostaining revealed misshapen mitochondria with reduced numbers and mislocalization in the IECs. Mitochondrial dysfunction induces mitophagy to degrade and eliminate damaged mitochondria in many disease settings. Consistent with our observation, previous reports showed that mitochondrial abnormalities were caused by rDNA transcriptional perturbation in CSA- or CSB-deficient cells (Scheibye-Knudsen et al., 2016).

In conclusion, our study suggests that *ercc2/xpd* mutant zebrafish may be a valuable vertebrate model for ERCC2/XPD-related human disorders and ribosomopathies. Further investigations are needed to provide fundamental insights into the molecular pathology of clinical symptoms and explore the specific roles of ERCC2/XPD and ribosome biogenesis in these diseases.

### Limitations of the study

In this study we identify a key connection between Ercc2/Xpd and rRNA synthesis, however, there are several limitations. First, due to the lack of applicable antibodies for other subunits in zebrafish, we cannot unravel if the whole TFIIH complex is unstable in *ercc2/xpd* mutants as in patients with TTD. Second, we have shown that nucleolar stress induces mitochondrial abnormalities and autophagy, yet the underlying molecular mechanisms warrant further investigation. Third, p53 has been reported to respond to nucleolar stress and contribute to the phenotypes in several zebrafish mutants with defective ribosome biogenesis, but is dispensable in some other mutants as in *ercc2/xpd* mutants. Hence, the roles of p53 during nucleolar stress response also require further exploration.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Mouse monoclonal anti-α-Tubulin	Signalway Antibody	Cat#38059
Goat anti-rabbit IgG, HRP conjugated	CWBio	Cat#CW0103S; RRID:AB_2814709
Goat anti-mouse IgG, HRP conjugated	CWBio	Cat#CW0102S; RRID:AB_2736997
Rabbit monoclonal anti-ERCC2/XPD	Abcam	Cat#ab150362
Rabbit polyclonal anti-Nucleolin	Abcam	Cat#ab22758; RRID:AB_776878
Rabbit polyclonal anti-LC3B	Abcam	Cat#ab51520; RRID:AB_881429
Mouse monoclonal anti-Fibrillarin	Abcam	Cat# ab4566; RRID:AB_304523
Rabbit polyclonal anti-γH2A.X (Ser139)	GeneTex	Cat#GTX127342; RRID:AB_2833105
Rabbit polyclonal anti-pH3 (Ser10)	Millipore	Cat#06-570; RRID:AB_310177
Mouse monoclonal anti-MTCO1	Invitrogen	Cat#459600; RRID:AB_2532240
Alexa-Fluor-555 goat anti-rabbit IgG (H+L)	Invitrogen	Cat#A-21428; RRID:AB_2535849
Alexa-Fluor-488 goat anti-mouse IgG (H+L)	Invitrogen	Cat#A-11001; RRID:AB_2534069
Anti-Digoxigenin-AP, Fab fragments	Roche	Cat#11093274910; RRID:AB_2313640

**Chemicals, peptides, and recombinant proteins**		

DIG RNA Labeling Mix	Roche	Cat#11277073910
DIG DNA Labeling Mix	Roche	Cat#11277065910
NBT/BCIP Stock Solution	Roche	Cat#11681451001
Dig Easy Hyb	Roche	Cat#11603558001
Blocking Reagent	Roche	Cat#11096176001
CDP-*Star*	Roche	Cat#12041677001
Nylon Membranes	Millipore	Cat#11417240001
ssRNA ladder	NEB	Cat#N0362S
EnGen® Spy Cas9 NLS	NEB	Cat#M0646
T7 RNA Polymerase	NEB	Cat#M0251
Torula RNA	Sigma-Aldrich	Cat#R5636
Paraformaldehyde	Sigma-Aldrich	Cat#P6148
Formaldehyde solution	Sigma-Aldrich	Cat#F8775
Oil Red O	Sigma-Aldrich	Cat#O0625
O-Dianisidine	Sigma-Aldrich	Cat#D9143
Alcian Blue 8GX	Sigma-Aldrich	Cat#A5268
Proteinase K	Sigma-Aldrich	Cat#P2308
1-phenyl 2-thiourea (PTU)	Sigma-Aldrich	Cat#P7629
MEGAshortscript T7 Transcription Kit	Thermo	Cat#AM1354
SYBR® Green Master Mix	Thermo	Cat#A25742
TRIzol	Thermo	Cat#10296010
FastDigest BamHI	Thermo	Cat#FD0054
RIPA buffer	Beyotime Biotech	Cat#P0013B
Protease inhibitor cocktail (100×)	Beyotime Biotech	Cat#P1005
Chloroquine	Selleck	Cat#S4157
3-MA	Selleck	Cat#S2767
Vectashield Mounting Medium with DAPI	Vector	Cat#H1200

**Critical commercial assays**		

ReverTra Ace® qPCR RT Master Mix with gDNA Remover Kit	TOYOBO	Cat#FSQ-301
MEGAshortscript™ T7 Transcription Kit	Invitrogen	Cat# AM1354
MEGAclear Transcription Clean-Up Kit	Invitrogen	Cat# AM1908
The Click-iT™ EdU Alexa Fluor™ 647 Flow Cytometry Assay Kit	Invitrogen	Cat#C10419
*In Situ* Cell Death Detection Kit	Roche	Cat#12156792910
SigmaSpin Sequencing Reaction Clean-Up Kit	Sigma-Aldrich	Cat#S5059
Hieff Clone® Zero TOPO-Blunt Kit	Yeasen Biotech	Cat#10910ES20
MightyAmp Genotyping Kit	Takara	Cat#R074A
Senescence Cells Histochemical Staining Kit	Sigma-Aldrich	Cat#CS0030
Enhanced BCA Protein Assay Kit	Beyotime Biotech	Cat#P0010
Hematoxylin and Eosin Staining Kit	Beyotime Biotech	Cat#C0105
Reactive Oxygen Species Assay Kit	Beyotime Biotech	Cat#S0033
Toluidine-blue-o staining kit	Solarbio Biotech	Cat#G3663
Clarity™ Western ECL Substrate	Bio-Rad	Cat#1705060

**Deposited data**		

Raw data of RNA-seq	This paper	GEO:GSE184305

**Experimental models: Organisms/strains**		

Zebrafish: *Tg (flk:egfp)*	ZFIN	ZDB-ALT-050916-14
Zebrafish: *Tg(fabp10a:dsRed; ela3l:GFP)*	(Cox et al., 2016)	N/A
Zebrafish: *Et(krt4:EGFP)*^*sqet33J1*^	(Kondrychyn et al., 2009)	N/A
Zebrafish: *Tg(Nkx2.2a:GFP)*	(Pauls et al., 2007)	N/A
Zebrafish: p53^M214K^	(Berghmans et al., 2005)	N/A
Zebrafish: *ercc2/xpd*^*-/-*^	This paper	N/A

**Oligonucleotides**		

Primers for WISH probes, Northern Blot probes, RT-PCR, qRT-PCR and Genotyping	This paper	see Table S1

**Software and algorithms**		

ImageJ	NIH	https://imagej.nih.gov/ij/
GraphPad Prism 9.0	GraphPad	http://www.graphpad.com/scientific-software/prism/
Zen software	Zeiss	http://www.zeiss.com/corporate/en_de/global/home.html
SPSS software	IBM	https://www.ibm.com/cn-zh/analytics/spss-statistics-software

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Ruilin Zhang ().

#### Materials availability

Zebrafish line generated in this study will be shared by the lead contact upon request.

### Experimental model and subject details

Zebrafish were raised and maintained under standard conditions. Zebrafish used in this study included wild-type AB strain, mutant line p53^M214K^, transgenic lines *Tg(flk1:eGFP)*, *Tg(Nkx2.2a:GFP)*, *Tg(fabp10a:dsRed;ela:eGFP)* and *Et(krt4:EGFP)*^*sqet33J1*^. Embryos and larvae were staged according to their morphology (Kimmel et al., 1995). To prevent pigmentation, embryos were incubated with 0.003% PTU (1-phenyl-2-thiourea) in E3 water from 24 hpf. All experiments were performed according to institutional and national animal welfare guidelines and were approved by Fudan University Institutional Animal Care and Use Committee (IACUC).

### Method details

#### Generation of *ercc2/xpd* mutant

*ercc2/xpd* mutants were generated using CRISPR/Cas9 genome-editing technique. Single guide RNA (sgRNA) target site was identified via CRISPRscan website (www.crisprscan.org). The sgRNA transcription template was PCR amplified and then transcribed using MEGAshortscript T7 Transcription Kit (Li et al., 2020) and co-injected with 2 μM Cas9 protein in a final concentration of 50 ng/μl into embryos at one-cell stage.

#### Quantitative real-time PCR

Total RNA from whole larvae was isolated at the indicated stages using the TRIzol Reagent following manufacturer’s instruction. cDNA was synthesized with a ReverTra Ace qPCR kit. The gene expression profile was carried out on biological triplicates with PowerUp SYBR Green Mix, and normalized by β-actin as internal control. Sequences of primers used were listed in Table S1.

#### RNA-seq analysis

30 larvae of *ercc2/xpd* mutants or siblings were pooled as one sample and three samples for each group at 5 dpf or 7 dpf were used for subsequent experiments. RNA-Seq analysis was conducted by Novogene Biotechnology and the sequencing data had been uploaded to Gene Expression Omnibus (GEO) database. Sequenced raw reads were mapped to the zebrafish GRCz11 reference genome. The number of mapped reads was normalized and converted to FPKM for quantification of gene expression change.

#### Whole-mount *in situ* hybridization

WISH was performed using Digoxigenin-labeled RNA antisense probes (Li et al., 2020; Wang et al., 2021). Briefly, zebrafish embryos were fixed in 4% paraformaldehyde (PFA) overnight at 4°C. After rinsed with PBS, embryos were digested with 10 μg/ml proteinase K in PBST (0.1% Tween 20 in PBS) and re-fixed with 4% PFA for 20 min, followed by pre-hybridization in hybridization buffer for 3 to 5 h at 68°C, then incubated overnight with probes (1 ng/μl) diluted in hybridization buffer at 68°C. Detection was performed using 1:4000 dilution of anti-Digoxigenin-AP antibody and visualized by NBT/BCIP substrate reaction. To generate antisense riboprobes, transcription templates were amplified from cDNA using specific primers listed in Table S1, and subcloned into pGEM-T Easy vector. Linearized constructs were transcribed *in vitro* using T7 RNA polymerase with DIG RNA Labeling Mix. *gata1*, *rag1* and *cymb* probes were kindly gifted by Dr.Yuanhua Cai. For experiments detecting gene expression before 4 dpf when the mutant phenotypes cannot be visually distinguished, individual genotyping was performed after individual imaging with a Leica M205FA microscope.

#### Immunofluorescence staining

For whole-mount immunofluorescence detection, fixed zebrafish embryos were rinsed with PBSTx (0.3% Triton X-100 in PBS) and blocked in blocking buffer for 2 h at room temperature, then incubated with primary antibody overnight at 4°C and further with secondary antibody for 2 h at room temperature. Images were taken using a Leica M205FA microscope. For immunofluorescence staining performed on sections (Shao et al., 2020), embryos were fixed in 4% PFA for 1.5 h at room temperature and dehydrated in 30% sucrose, then embedded in OCT solution and further sectioned at 10 μm thickness with a Leica cryostat. Cryosections were washed three times in PBST (0.5% Triton X-100, 0.1% Tween 20 in PBS) and incubated in blocking buffer at 37°C for 1 h, then replaced with diluted primary antibody in blocking buffer overnight at 4°C, further incubated with secondary antibody and subsequently mounted with Vectashield Mounting Medium with DAPI for imaging with a Zeiss LSM880 confocal microscope. The primary antibodies used in this study were anti-phospho-histone H3 (Ser10), anti-Cdh17 (gifted by Dr. Ying Cao), anti-γ-H2A.X, anti-LC3B, anti-Fibrillarin and anti-Nucleolin. The secondary antibodies included Alexa-Fluor-555 goat anti-rabbit IgG (H+L) and Alexa-Fluor-488 goat anti-mouse IgG (H + L).

#### EdU labeling

The larvae were incubated with 500 μM EdU for 3 h in E3 water with 2% DMSO at 5 dpf. After rinsed with PBS solution to stop labeling, larvae were fixed in 4% PFA and prepared for cryosections. The CLICK-IT reaction for EdU labeling was performed according to the manufacturer’s instruction.

#### Histochemical staining

Histochemical staining was performed on paraffin-embedded sections according to manufacturer protocols with hematoxylin-eosin staining kit and toluidine-blue-o staining kit. Intestinal goblet cells were stained using Alcian blue. Briefly, embryos were fixed in 4% PFA, rinsed with acid alcohol (70% ethanol and 0.37% HCl in PBS), then stained with 0.1% Alcian blue 8GX in acid alcohol overnight at room temperature and stored in 70% glycerol for imaging. Whole-mount larvae were incubated respectively in 2 μg/mL acridine orange, 10 μg/mL propidium iodide or 10 μM DCFH-DA for 30–60 min at 28.5°C, or in 0.5% oil red/propanediol overnight at room temperature, then followed standard protocols for corresponding histochemical staining. TUNEL assay was performed on cryosections using an *In Situ* Cell Death Detection Kit. To detect cellular senescence, β-galactosidase assay was performed on cryosections using a Senescence Cell Histochemical Staining Kit. The images were taken using a Leica M205FA microscope or an Olympus IX83 microscope.

#### Immunoblotting

Larvae were homogenized in cold RIPA lysis buffer supplemented with complete proteinase inhibitors. Protein lysates were separated on 12% SDS-PAGE and transferred to PVDF membranes according to standard protocol. The membranes were then incubated with anti-ERCC2/XPD, anti-α-tubulin, and further with HRP-anti-rabbit IgG or HRP-anti-mouse IgG secondary antibody. Signals were visualized with Clarity Western ECL Substrate using a ChemiScope series system (Clinx).

#### Northern blot

Total RNA from zebrafish larvae at 5 dpf was separated by electrophoresis on 1.2% agarose gel containing 2% formaldehyde in 1×MOPS and blotted onto a Hybond-N^+^ nylon membrane. RNA blots were cross-linked to the membrane by UV irradiation and subsequently visualized using methylene blue staining. After pre-hybridization in DIG Easy Hyb for 2 h at 50°C, membrane was probed with Digoxigenin-labeled probes in DIG Easy Hyb (25 ng/mL) overnight at 50°C and then blocked in blocking buffer. Detection was performed using 1:10000 dilution of anti-Digoxigenin-AP antibody in blocking buffer and visualized by CDP-*Star* substrate reaction according to the manufacturer’s instructions. Digoxigenin-labelled probes of zebrafish external transcribed spacer (5’ETS) and internal transcribed spacer 1 (ITS1) were generated from PCR amplified products using primers listed in Table S1, with the DIG DNA Labeling Mix.

#### Quantitation of 18S and 28S rRNA levels

Total RNA extracted from *ercc2/xpd* mutant or sibling larvae were analyzed on an Agilent 2100 E-Bioanalyzer according to the manufacturer’s instructions.

#### Small molecule treatment

Embryos were incubated with small molecule chemicals in embryo medium at 28.5°C until collection. Final concentrations of chemicals used in this study were 50 μM chloroquine, 10 mM 3-MA.

#### Transmission electron microscopy

Zebrafish larvae were fixed with 2.5% glutaraldehyde in 0.1 M phosphate buffer for 2 h at room temperature, then washed in PBS and post-fixed in 2% OsO_4_. After dehydrated through an ethanol gradient series and acetone rinses, the samples were embedded in resin for section. Cross sections (80 nm) of intestine were stained with uranyl acetate and lead citrate successively, and imaged with a FEI Tecnai G2 Spirit Twin electron microscope.

### Quantification and statistical analysis

ImageJ software was used to measure the size of intestine, liver, exocrine pancreas and to count the numbers of proliferating cells. Values were presented as mean ± SD. Statistical significance was defined as ∗, p < 0.05, ∗∗, p < 0.01, ∗∗∗, p < 0.001, ∗∗∗∗, p < 0.0001, ns., non-significant, determined by Student’s *t* test using SPSS and Graphpad Prism 9.0 software.

## Data Availability

• RNA-seq data have been deposited at GEO and are publicly available as of the date of publication. Accession numbers are listed in the key resources table. All data reported in this paper will be shared by the lead contact upon request. • No original code was reported in this study. • Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: Ercc2/Xpd deficiency results in failure of digestive organ growth in zebrafish with elevated nucleolar stress
**Source:** iScience. 2022 Aug 17;25(9):104957. doi: 10.1016/j.isci.2022.104957
**Supplement:** Document S1. Figures S1–S9 and Table S1

Supplemental information

**Ercc2/Xpd deficiency results in failure of
digestive organ growth in zebrafish
with elevated nucleolar stress**

Jinmin Ma, Xuelian Shao, Fang Geng, Shuzhang Liang, Chunxiao Yu, and Ruilin Zhang

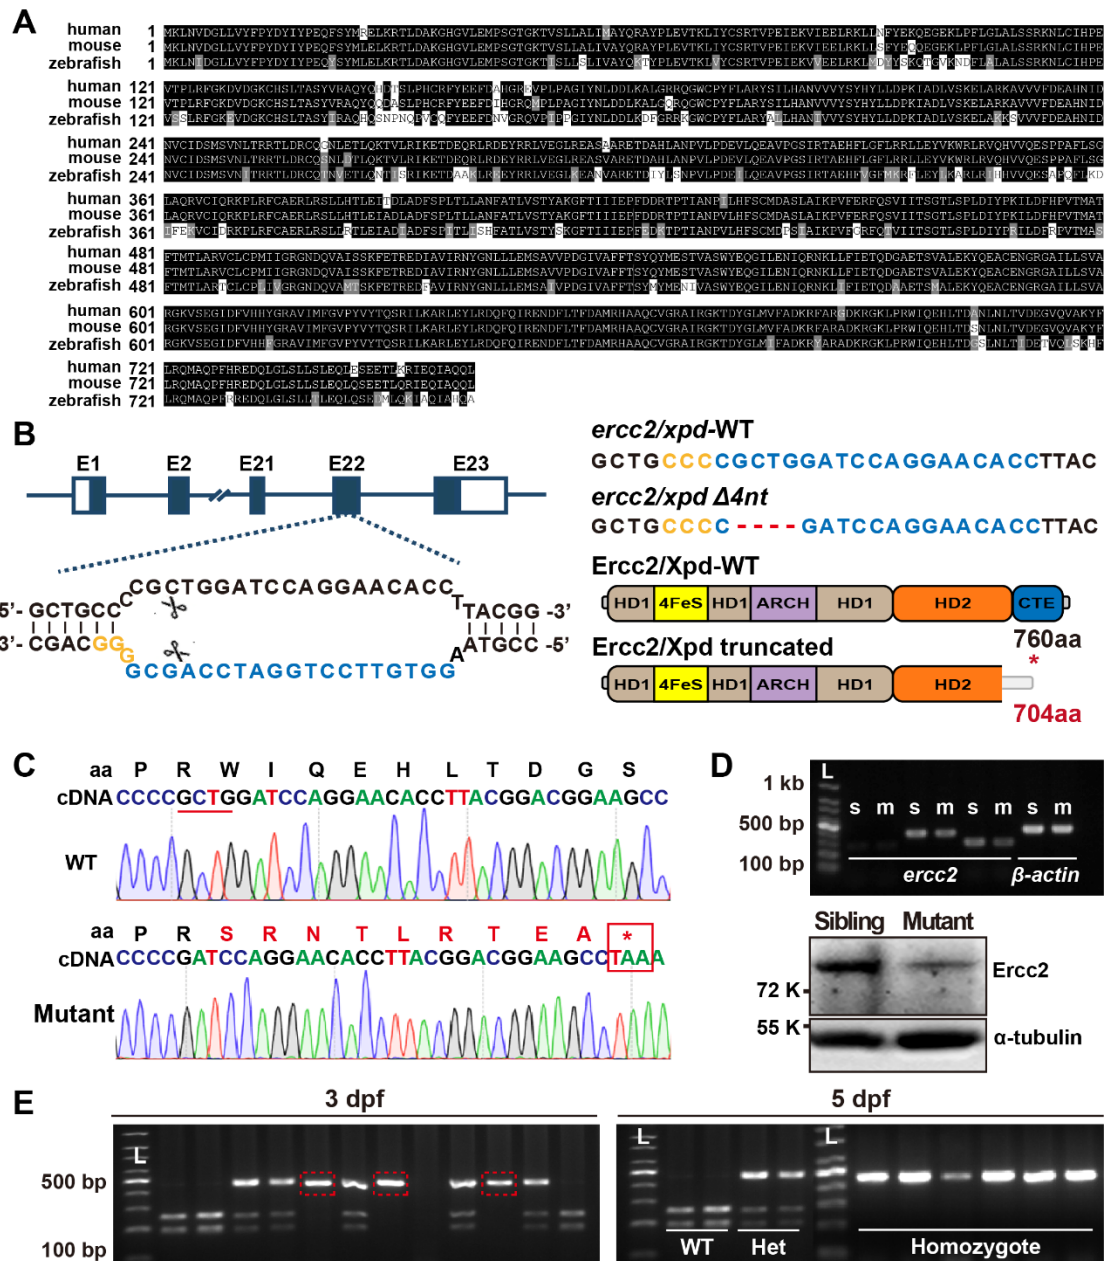

Figure S1. Generation and identification of *ercc2/xpd* mutant zebrafish, related to Figure 1

- (A) Sequence alignment of human, mouse and zebrafish ERCC2/XPD proteins. Dark shading indicates identical amino acids; gray shading indicates conserved amino acids.
- (B) Left panel: Schematic diagram of zebrafish *ercc2/xpd* genomic locus with sgRNA target site (blue) and PAM sequence (yellow). Right panel: Deletion mutation (red dashes) identified in *ercc2/xpd* gene. The 4-nucleotide deletion is predicted to result in a 704 aa truncated protein. Functional protein domains are annotated.
- (C) Sanger sequencing of *ercc2/xpd* cDNA revealed transcripts with a 4-nt deletion (red line) in mutants at 5 dpf, which was predicted to cause frameshift mutation and result in truncated proteins.
- (D) Upper: Semi-quantitative RT-PCR analysis showed comparable *ercc2/xpd* transcript levels between mutants (m) and siblings (s) at 5 dpf. Three pairs of primers were used. β -actin was used as control. L, DNA ladders. Bottom: Western blot displayed a significant reduction of Ercc2/Xpd protein in

mutants at 5 dpf. α -tubulin was used as loading control.

- (E) Embryos and larvae at 2-4 dpf were subjected to individual genotyping with BamHI digestion after individual imaging. Results of *ercc2/xpd* mutants and siblings at 5 dpf were shown as examples. Wild type allele could be cut into two fragments while mutant allele could not. Red dashed boxes indicate homozygous mutants.

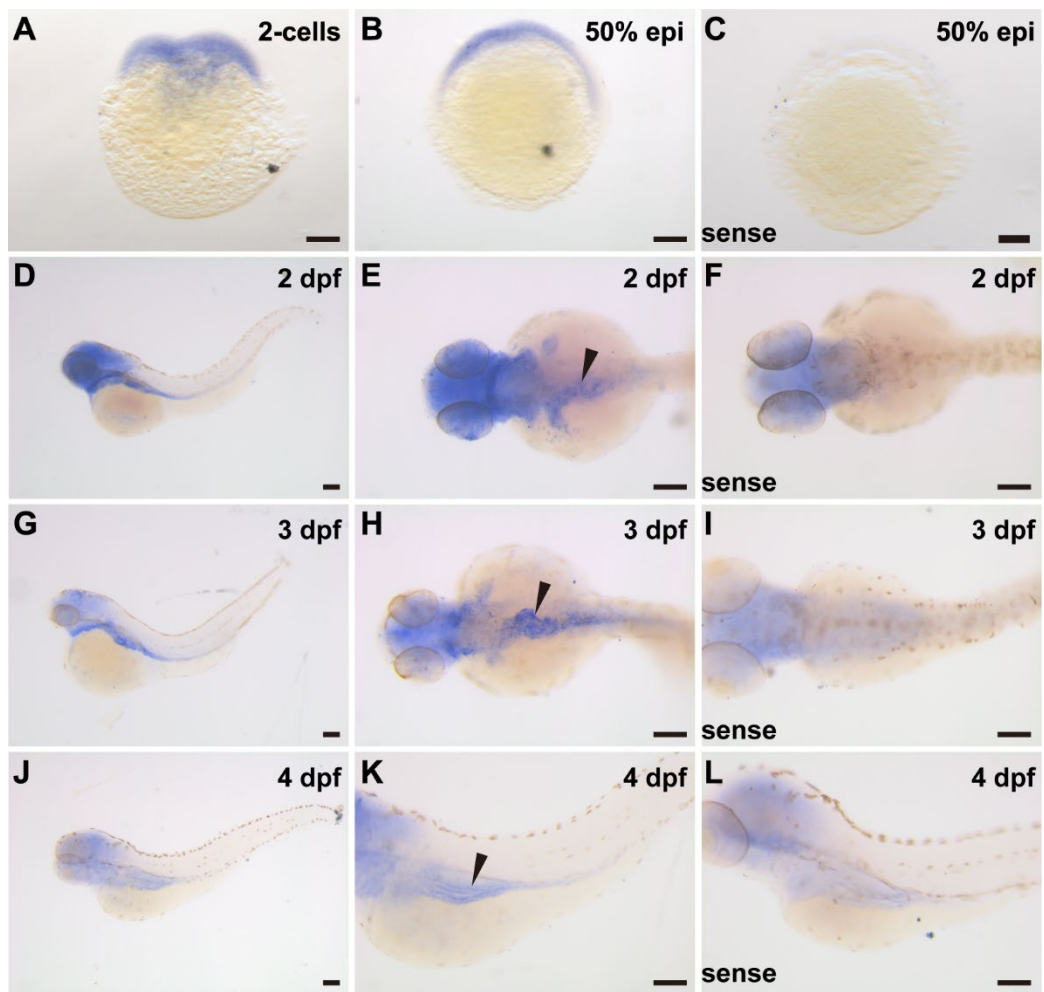

Figure S2. Expression pattern of *ercc2/xpd* during zebrafish early development, related to Figure 1

(A-L) Whole-mount *in situ* hybridization of *ercc2/xpd* at the indicated developmental stages. Arrowheads indicate the intestine tubes. C, F, I, L, sense strand RNA used as control. Scale bars, 100 μm.

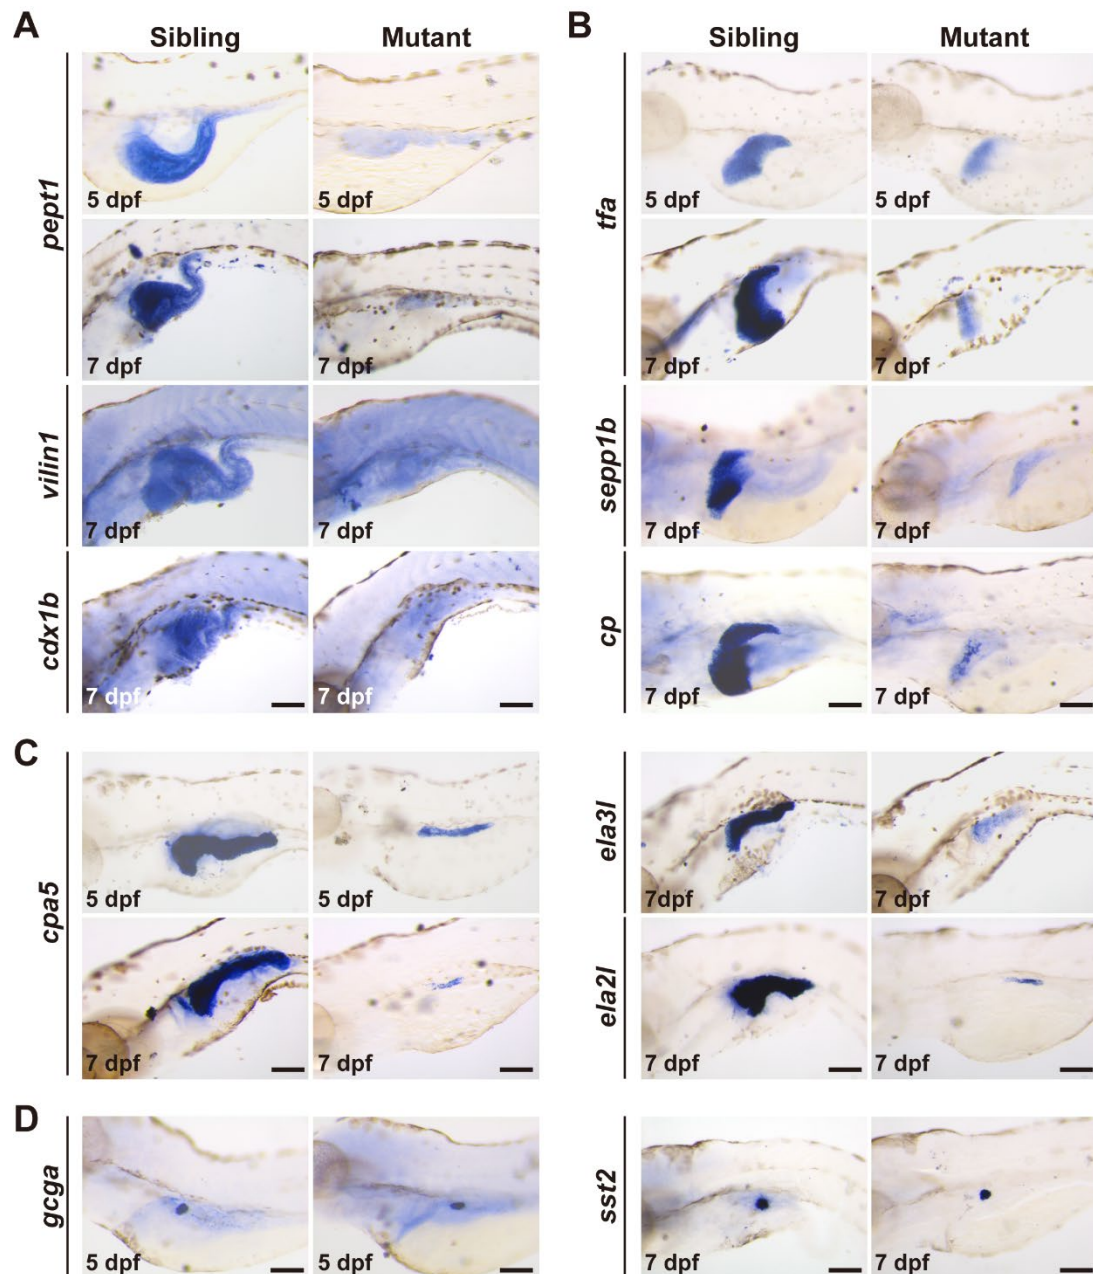

Figure S3. Defective digestive organ development in *ercc2/xpd* mutants, related to Figure 2

(A-D) Whole-mount *in situ* hybridization showed reduced expression of marker genes of intestine (A), liver (B) and exocrine pancreas (C), but not endocrine pancreas (D), in *ercc2/xpd* mutants compared to siblings at the indicated stages. Lateral view, anterior to the left. Scale bars, 100 μ m.

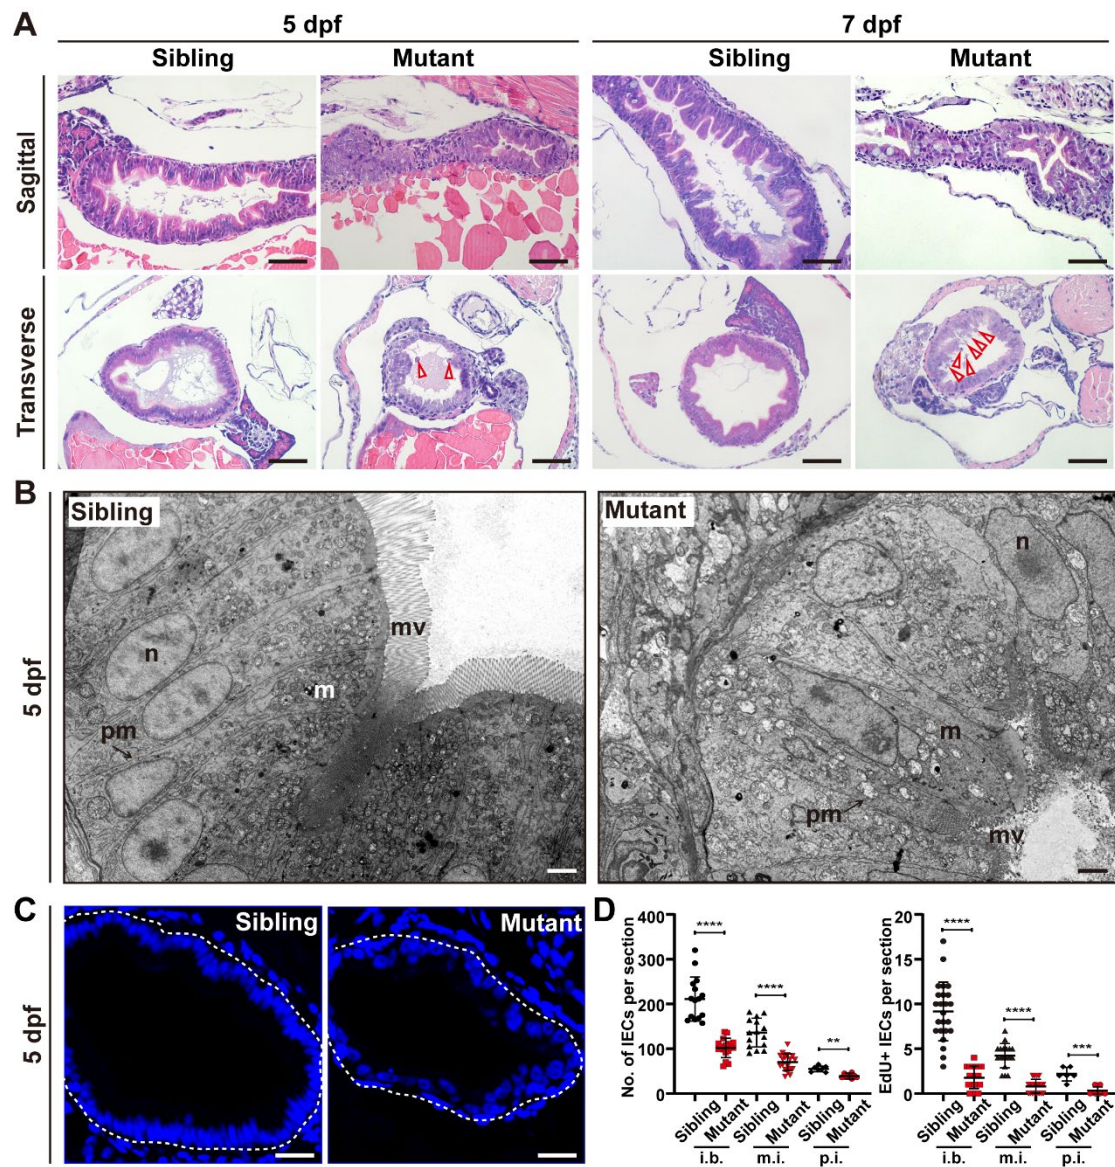

Figure S4. Intestinal defects in *ercc2/xpd* mutants, related to Figure 2, Figure 4 and Figure 5

- (A). HE staining of sagittal and transverse sections of *ercc2/xpd* mutants and siblings at 5 and 7 dpf. The intestinal cavity in mutants is smaller or collapsed. Red arrowheads indicate detached cells and cellular debris. Scale bars, 50 μ m.
- (B). Transmission electron microscopy images of intestinal endothelial cells (IECs) in *ercc2/xpd* mutants and siblings at 5 dpf. Mutant IECs have shorter and relatively sparse microvilli (mv) compared to that in siblings. n, nuclei; pm, plasma membranes. Scale bar, 2 μ m.
- (C). DAPI staining of intestinal transverse sections in *ercc2/xpd* mutants and siblings at 5 dpf. Dashed lines outline the intestinal epithelium. Scale bars, 20 μ m.
- (D). Quantification of IEC and EdU-positive IEC numbers in different regions of the intestine. i.b., intestinal bulb; m.i., mid-intestine; p.i., posterior intestine. Data are presented as mean $\pm$ SD, Student's t-test, **, $P < 0.01$, ***, $P < 0.001$, ****, $P < 0.0001$.

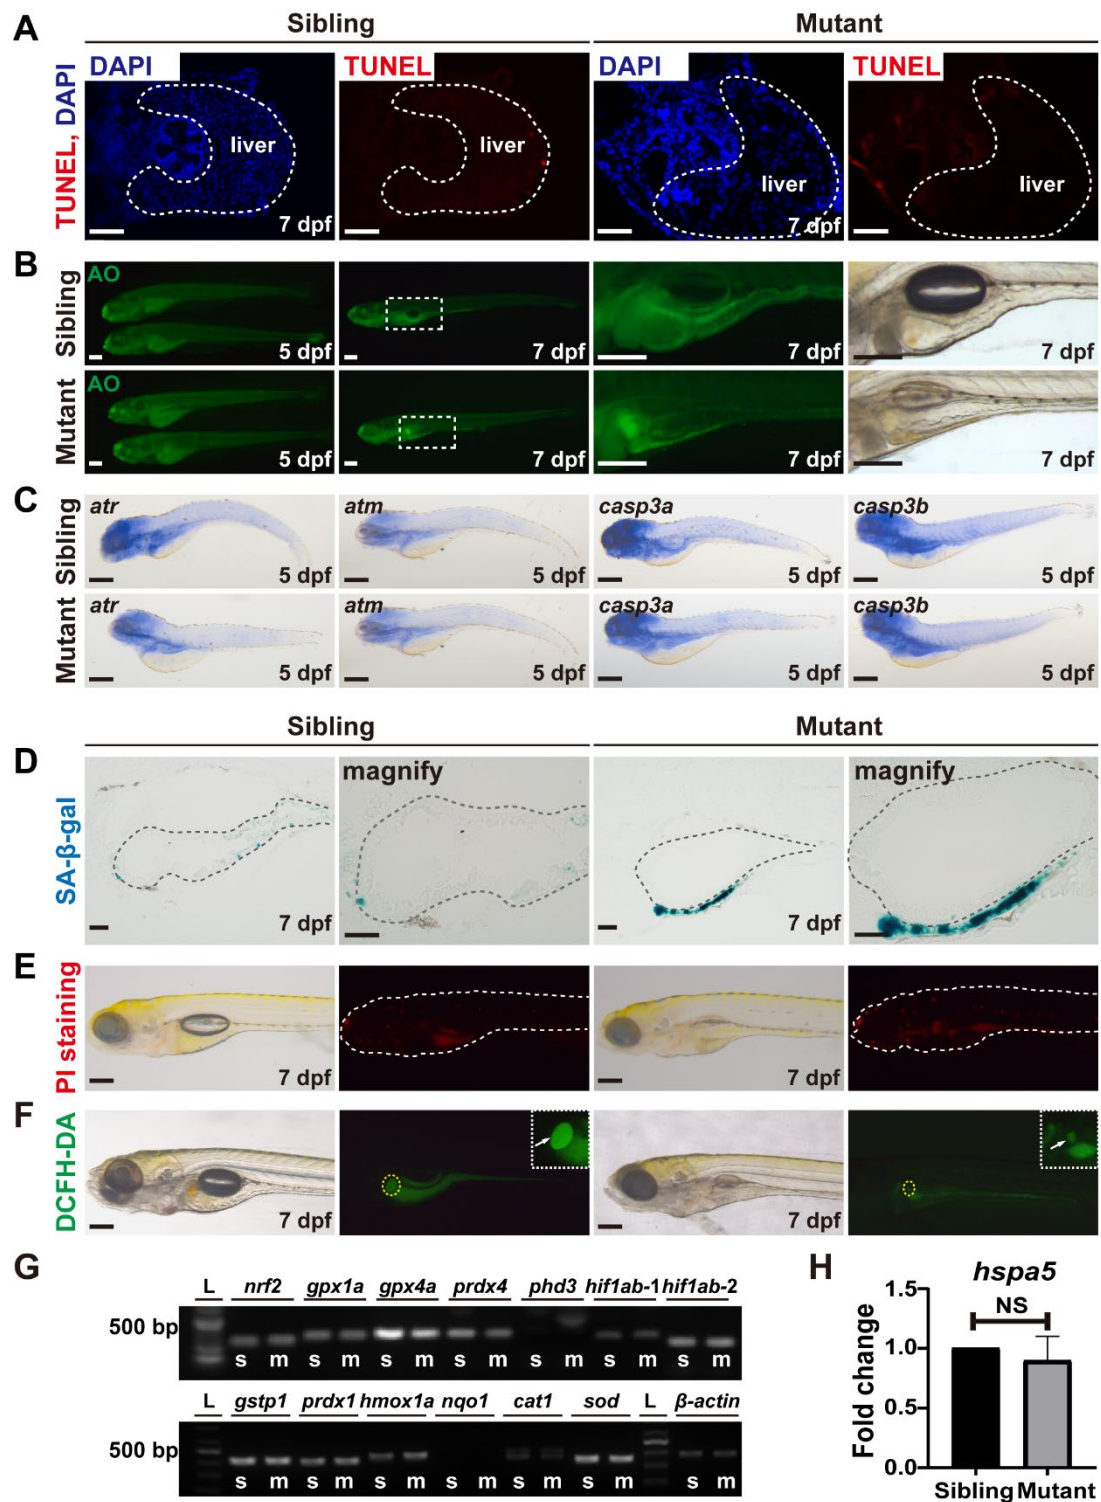

Figure S5. Analysis of apoptosis, senescence, pyroptosis and stresses in *ercc2/xpd* mutants, related to Figure 4

- (A) TUNEL assay showed no detectable apoptotic signal in the livers of *ercc2/xpd* mutants and siblings at 7 dpf. Scale bars, 50 μ m.
- (B) Whole-mount staining with acridine orange (AO) in *ercc2/xpd* mutants and siblings at 5 and 7 dpf. Scale bars, 200 μ m.
- (C) Whole-mount *in situ* hybridization of DNA damage- and apoptosis-related genes in *ercc2/xpd*

mutants and siblings at 5 dpf. Scale bars, 200 μ m.

- (D) Senescence-associated β -galactosidase (SA- β -gal) staining showed barely detectable β -galactosidase activity in IECs of *ercc2/xpd* mutants and siblings at 7 dpf. Noted the strong SA- β -gal staining in remained yolk of mutants. Scale bars, 50 μ m.
- (E) Whole-mount staining with propidium iodide (PI) in *ercc2/xpd* mutants and siblings at 7 dpf. Scale bars, 200 μ m.
- (F) Whole-mount staining with DCFH-DA in *ercc2/xpd* mutants and siblings at 7 dpf. Insets show the difference in the size of gallbladder. Scale bars, 200 μ m.
- (G) Semi-quantitative RT-PCR analysis of ROS related genes in *ercc2/xpd* mutants (m) and siblings (s) at 5 dpf. *β -actin* was used as control. L, DNA ladders.
- (H) Real time-PCR analysis of ER stress marker gene *hspa5* in *ercc2/xpd* mutants and siblings at 5 dpf. Data are presented as mean $\pm$ SD from three independent biological repeats. Student's t-test, NS, non-significant.

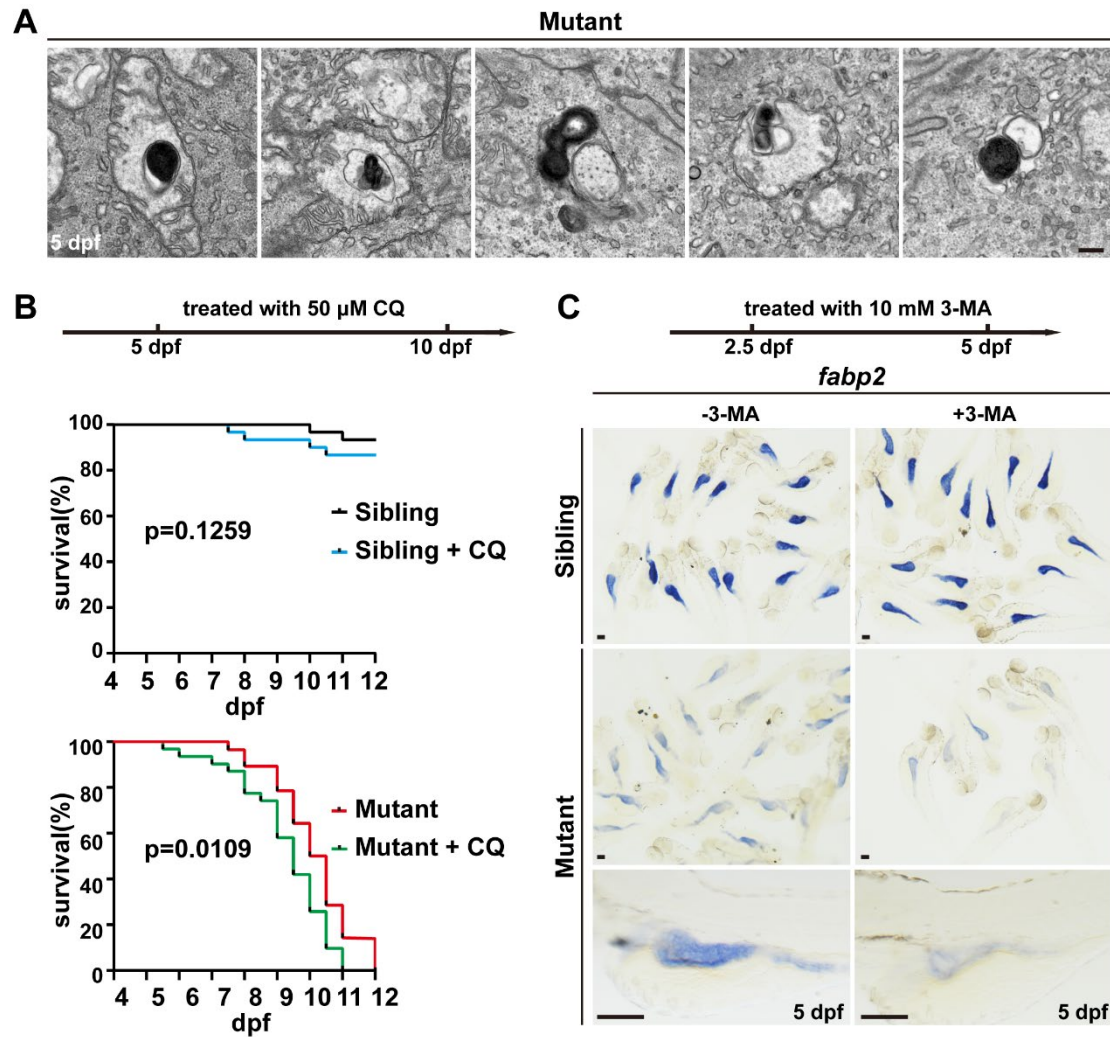

Figure S6. Inhibition of autophagy does not rescue *ercc2/xpd* mutant phenotypes, related to Figure 5

- (A) Autophagosome-like structures in IECs of *ercc2/xpd* mutants. Scale bar, 0.2 μ m
- (B) Survival curves of *ercc2/xpd* mutants and siblings with or without 50 μ M chloroquine (CQ) treatment from 5 dpf. Log-rank test, n = 50 larvae each.
- (C) Whole-mount *in situ* hybridization of *fabp2* in *ercc2/xpd* mutants and siblings with or without 10 mM 3-MA treatment from 2.5 dpf for 60 h. Scale bars, 200 μ m.

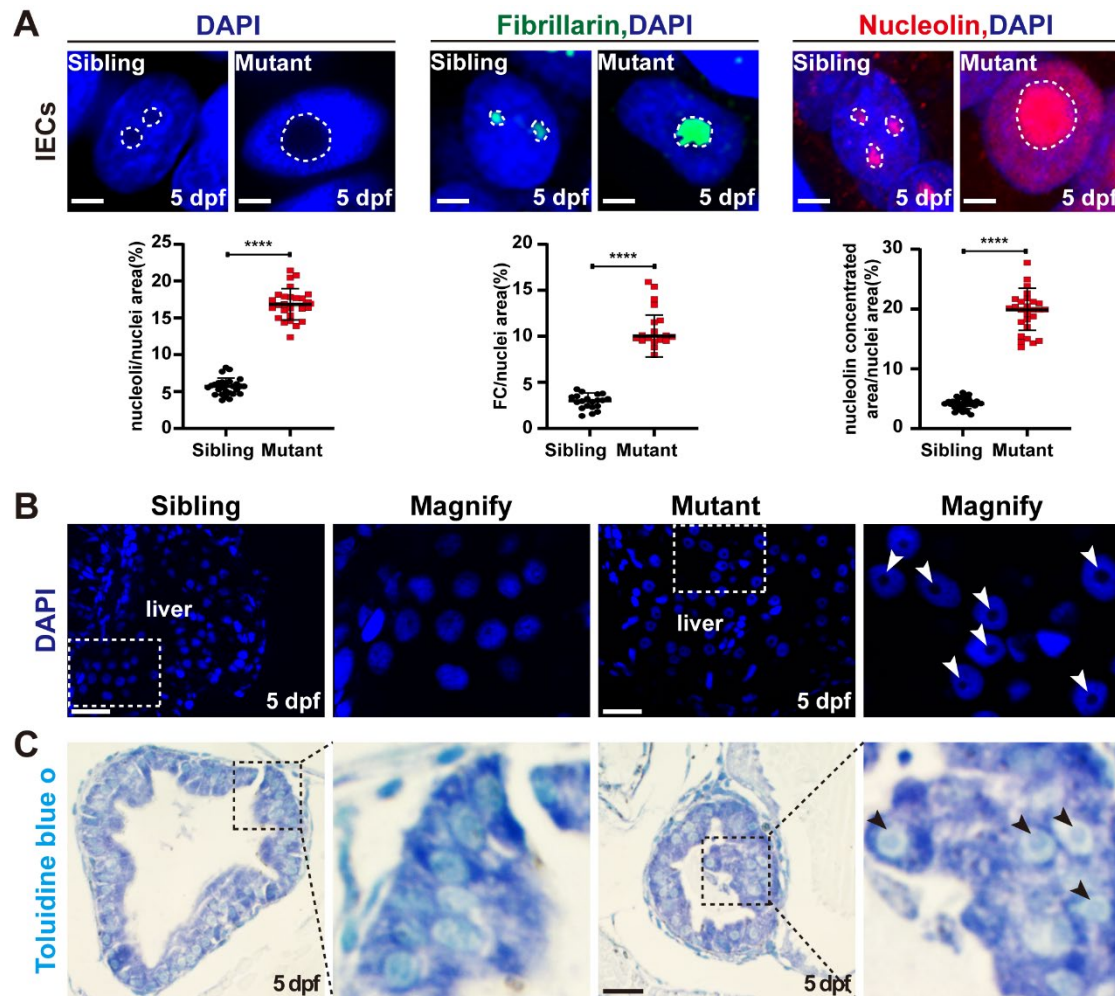

Figure S7. Nucleolar abnormalities in *ercc2/xpd* mutants, related to Figure 6

- (A) Quantification of nucleolus size, fibrillar center (FC) and nucleolin concentrated area (outlined area) in the nuclei of mutant and sibling IECs at 5 dpf. Scale bars, 2 μ m. Data are presented as mean $\pm$ SD, Student's t-test, ****, $P < 0.0001$.
- (B) DAPI staining of liver sections in *ercc2/xpd* mutants and siblings at 5 dpf. Areas of dashed boxes are magnified. Arrowheads point to enlarged nucleoli. Scale bars, 20 μ m.
- (C) Toluidine blue staining of intestinal transverse sections of *ercc2/xpd* mutants and siblings at 5 dpf. Areas of dashed boxes are magnified. Arrowheads point to enlarged nucleoli. Scale bars, 20 μ m.

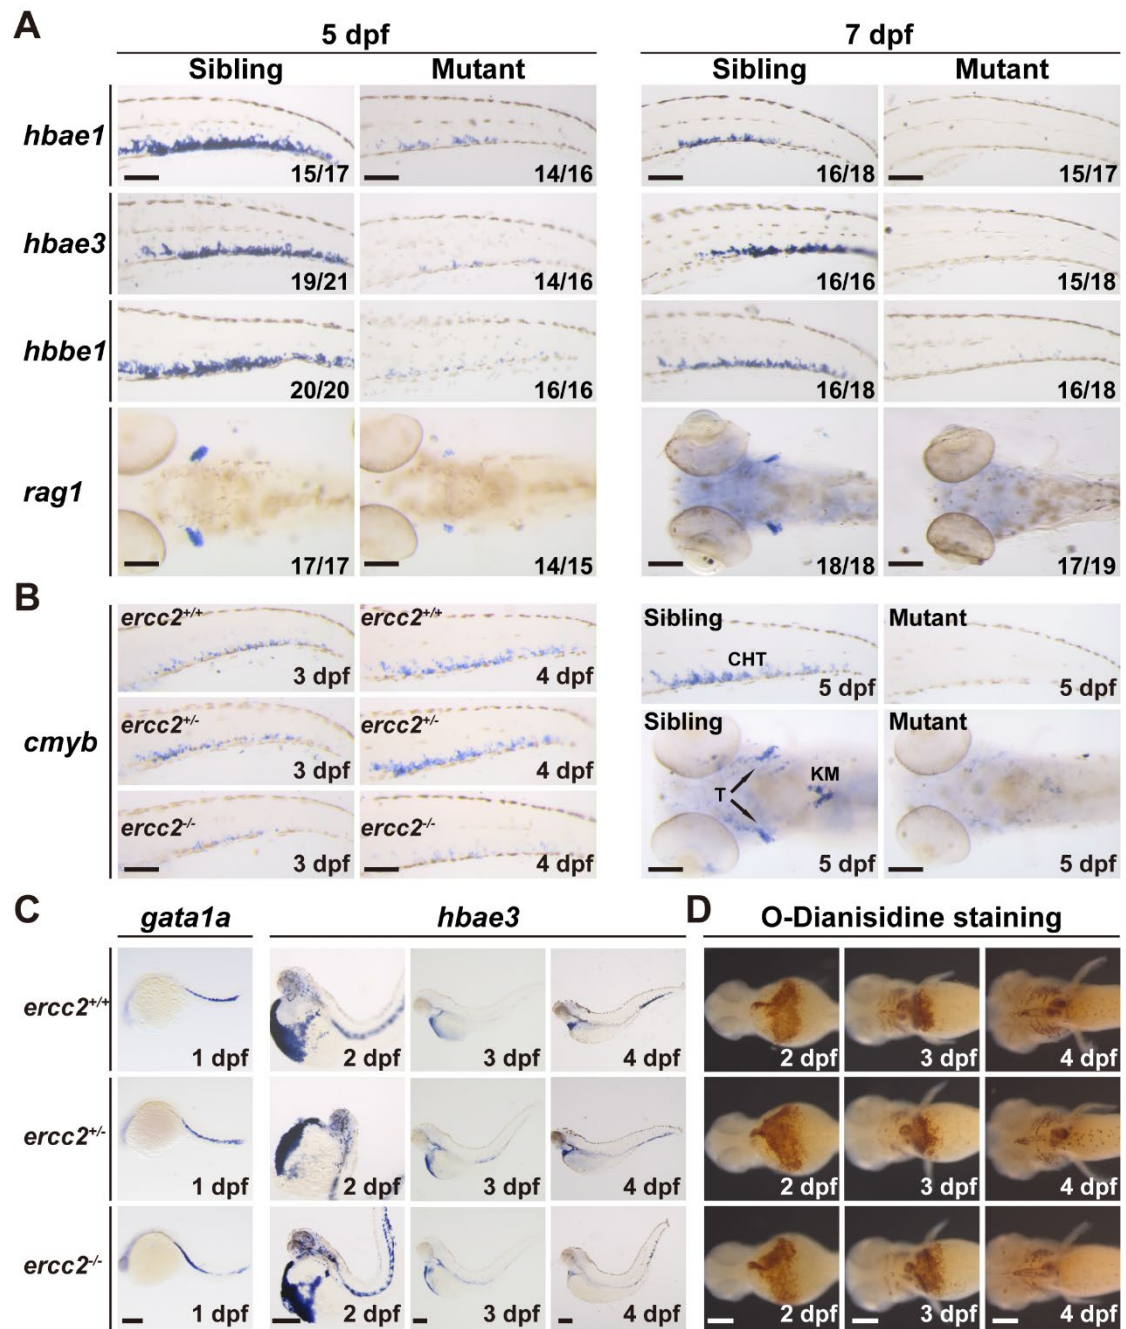

Figure S8. Defective hematopoiesis in *ercc2/xpd* mutants, related to Figure 6 and Figure 7

- (A) Whole-mount *in situ* hybridization of hematopoiesis markers in *ercc2/xpd* mutants and siblings at 5 and 7 dpf. Scale bars, 100 μ m.
- (B) Whole-mount *in situ* hybridization of *cmyb* in *ercc2/xpd* mutants and siblings at the indicated stages. T, thymus; KM, kidney marrow; CHT, caudal hematopoietic tissue. Scale bars, 100 μ m.
- (C) Whole-mount *in situ* hybridization of *gata1a* and *hbae3* in *ercc2/xpd* homozygous and heterozygous mutants and wild type siblings at the indicated stages. After individual imaging, embryos were subjected to individual genotyping. Scale bars, 200 μ m.
- (D) Whole-mount O-dianisidine staining in *ercc2/xpd* homozygous and heterozygous mutants and wild type siblings at indicated stages. After individual imaging, embryos were subjected to individual genotyping. Scale bars, 200 μ m.

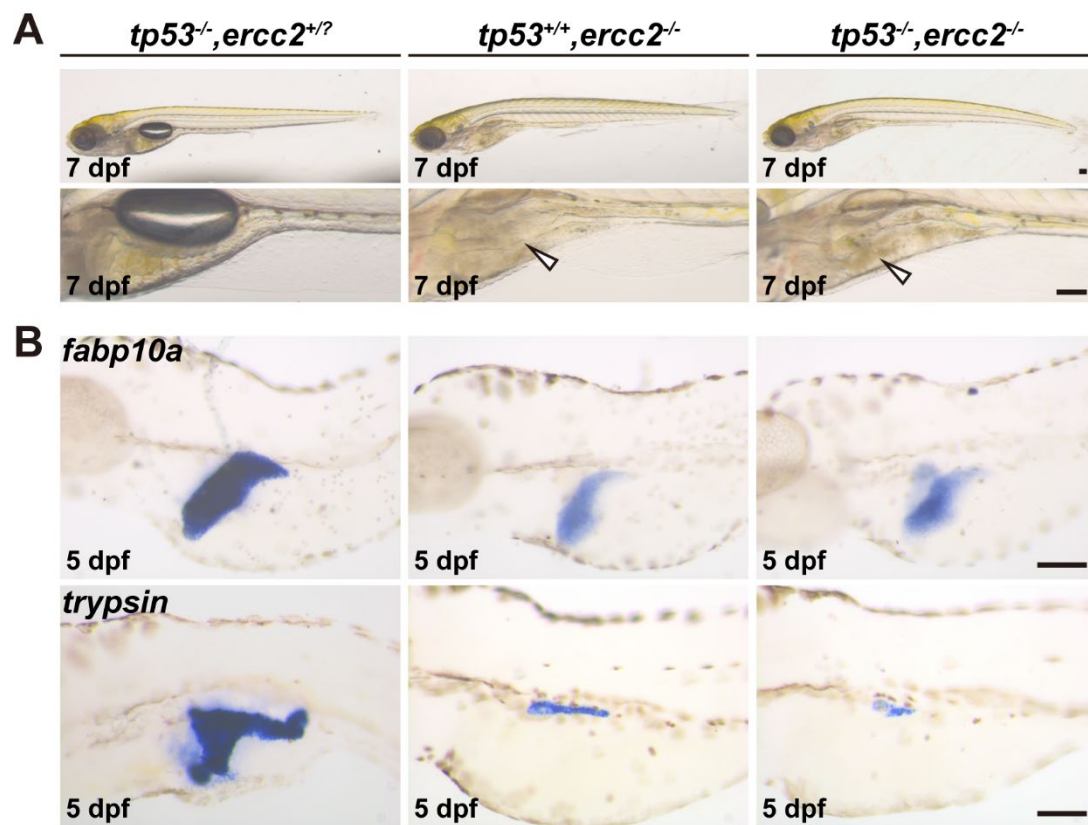

Figure S9. *tp53* mutation does not affect *ercc2*/*xpd* mutant phenotypes, related to Figure 7

(A, B) Representative images of gross morphology (A) and whole-mount *in situ* hybridization (B) revealed *tp53* mutation did not affect *ercc2*/*xpd* mutant abnormalities in digestive organs at the indicated stages. Arrowheads indicate the intestine tubes. Scale bars, 100 μ m.

Table S1. List of primers used in this study, related to STAR Methods

**Gene**	**Forward primer (5'-3')**	**Reverse primer (5'-3')**
**WISH probes**		
<i>ercc2/xpd</i>	AGTTCTGCCTGATGAAATCC	ATTCATGCTCCTGTCATTGTTG
<i>anax5</i>	TCAATGCTAACAGCGATGCT	ATGTCCAGCAAGTCCACCTC
<i>gh1</i>	AGGTCTTATGCCTGAGGAAC	AGCCATGCCTGCTTGATATT
<i>vasa</i>	CTCAACCACAAGCATCCATGG	CTGTAGGAAACACCTTTAGGTC
<i>fabp2</i>	TGTTGGGCGGGTGAGATTTA	AAATCCTCTTGGCCTCGACT
<i>fabp6</i>	GAAACCGAATCTCAGGAGG	GTGTCAGAGCAGAAAAGGGT
<i>fabp10a</i>	TACGAGGAGTTTCTCAGAGC	GGTGAAACGCTTCAGATCTTC
<i>trypsin</i>	ATGGTGTTCCATACCAGGTG	TCAAAACTTCCCCGAGCTTA
<i>ins</i>	GTAAGCACTAACCCAGGCA	AAACAGGTGTTTCTGGCATTG
<i>pept1</i>	TCTGATAATGTGCACGCGGA	ATGCTGGATCAGTCACGACG
<i>villin1</i>	ACGCTTCATAGCAACAGAGA	TTTTTGTCATGGCACCTCTAC
<i>cdx1b</i>	CGTAAGACACCCAAGCCTAA	TGAAGAGTACCCTGTGTTGG
<i>tfa</i>	AAGTCGTGCATTTTGGAAGC	CATCTTCCCGGGTAATCACA
<i>sepp1b</i>	CTGTCTGCTTTTCCGGCTTT	GTTACTGGCTCTGTACTGTTG
<i>cpa5</i>	AAAGACTATGGACGTGACCC	GGTTGGGACGATTTGATTGG
<i>ela3l</i>	ACTACAGAGTGCTAGTTGGC	TGTCAACCCAGTCAGTGAAA
<i>ela2l</i>	TCCTATTGTGACGAGGGTTG	AGCTCAATCCTGAACCGAAG
<i>gcga</i>	CTGTTAAAATGAAAGGCGTC	AGGGTGAGTTAGCGAAGAGA
<i>sst2</i>	AGCAACTCTTCTCTGTCTGG	GAGTTTTAGCATGCCGTTCTG
<i>foxa3</i>	CTGAATCTGCCCATTCCGA	AGAACTTCCAACATCACCTTT
<i>gata6</i>	AATGAATGGACTCAGCCGAC	ATCAAGGACGTCCCGTATTC
<i>hhex</i>	ACCCGACGCCCTTCTATATT	AGTTTCCCACAACACACGAT
<i>pdx1</i>	CGAAGACTACAGCCAAAACC	CAGTCTTTTGCCACTGGTTG
<i>atr</i>	CTGCCAGTTTTGAGTGTTGGC	AACCTTGGCACCAAAGTCCA
<i>atm</i>	GTGGTGCCGGTGATTCTGA	AGGTGAAGGTTGCCTTGCACTG
<i>casp3a</i>	AAGCCTCAATCCCATGCCTT	GTTTCTTGGCATCAAAGCCCG
<i>casp3b</i>	CAACACCAGAAGCAGGACT	AACCAGGAGCCATTAGCGAC
<i>hbae1</i>	CTCTCTGCCAAAGACAAAGC	AGAGTTTGGAGCACAGTGAA
<i>hbae3</i>	GCTAACCAAGCAACCATGAG	GGCGAATACAGTGTCGCATCAG
<i>hbbe1</i>	ATGGTTGTGTGGACAGACTT	GCTTCAACTCAGAATAGCACA
<i>tp53</i>	TTGTCCCATATGAAGCACCA	TCAGAGTCGCTTCTTCCTTC
**Real Time qPCR primers**		
<i>illb</i>	CACATCTCGTACTCAAGGAG	GACATTTGACGGACTCGAAG
<i>mmp9</i>	TTTTGCCCTGATCGTGGATA	GGGAAACCCTCCACGTATTT
<i>mmp13a</i>	ATGTGATCCCAATCTGGTCC	GGCCAGAAGCTTTGAATGAG
<i>cxcl8b.1</i>	CTTCAATCTGCACCAGAACT	GAGGTAGAGCTTCACCCTCA
<i>saa</i>	GCCAAAGTTATCAGTGATGG	GGTCTGTATTTGTTGGGGTC
<i>tp53</i>	GGAGGTCTTTTGAGGTGCGT	AAGATTCTTTCACCAAACCTACG
<i>ΔN133p53</i>	ATATCCTGGCGAACATTTGG	ACGTCCACCACCATTTGAAC

<i>mdm2</i>	GACAACGAGAAACTGGTAA	AAACATAACCTCCTTCATGGT
<i>hspa5</i>	GATCATCAATGAGCCTACGG	CACTTCAAACACGCCGTTAT
<i>actb1</i>	GATCAAGATCATTGCTCCCC	GGCCATTTAAGGTGGCAACA
**Semi-quantitative RT-PCR primers**		
<i>ercc2/xpd-1</i>	CTACCGAGATCGCTTGTGTA	CCAGAACTCCATGACCCTTT
<i>ercc2/xpd-2</i>	TATCGCCATAAAGCCAGTGT	TGTTTTCAAGGATCCCCTGT
<i>ercc2/xpd-3</i>	CTTTGCGGATAAGCGCTAC	TTAGAAGAGCGTTCAGGCTT
<i>nrf2</i>	GAAATCACACAGAATGGGG	CAACTCTGGGAGTGACAGC
<i>gpx1a</i>	CAGTTCGGGCACCAGGAGAA	CCTCTTGAATGGTTCCCCGT
<i>gpx4a</i>	GCAGTCATGCGTTTCTTAGG	GGAATTAGTTCCTGGTTCCTGA
<i>prdx4</i>	AGTTTACTCATCTGGCCTGG	AGGGTCGGGGATAATCGTAT
<i>phd3</i>	TTTGAATGCACCAGCCTCAG	ACAAGCCACCATTGCCTTTGA
<i>hif1ab-1</i>	ACTACGTTCTCAGTGGCATT	TGACATCATTTGTAGAGGGGC
<i>hif1ab-2</i>	ACTACGTTCTCAGTGGCATT	ATGCCACTGTTGAGTATCGG
<i>gstp1</i>	CTACCAGGAATATGAGACCG	CATTGAGCACCAGTTAAGGC
<i>prdx1</i>	GTCTGACTACAAAGGGAAGT	GGTTTCATCAATGGAGCGAC
<i>hmox1a</i>	GAGACTGAGAGAGATTGGC	CTAATGCGAACTGAAGGGCT
<i>nqo1</i>	CATTGACTGCAAAGTGTC	CTTCTGCGATCAAGCTGAAAG
<i>cat1</i>	CTTCATCCAGAAACGCATGG	TATGCAAAGGCCCCCATTTT
<i>sod1</i>	CCGTTTGTGTGCTTAAAGGC	TCCTCCTTCTCATGAATCACCAT
<i>actb1</i>	CAGCCTTCCTTCCTGGGTAT	GCCATACAGAGCAGAAGCCA
**Northern blot probes**		
5'ETS	CCGGTCTACCTCGAAAGTC	CGAGCAGAGTGGTAGAGGAAG
ITS1	CTCGGAAAACGGTGAACCTG	GTGTTGTTTTAGGGTCCG
**Genotyping primer**		
<i>ercc2/xpd</i>	GCTTTGAATCAGGCACGAC	AGTATCTAAGTGCGAGCGTTG

How the deposited data were processed for this re-analysis (not part of the article)

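RNA-seq of whole zebrafish larvae was used, with 3 libraries per genotype (homozygous *ercc2/xpd* mutants, and their siblings, labelled ercc2/xpd+/+ & ercc2/xpd+/-) and age (5 or 7 dpf), each from a pool of 30 larvae. The pools were taken as separate samples, so p-values measure the spread between pools. The deposited files give 1 FPKM value per gene and library. The authors had the reads sequenced and processed by a sequencing company, mapped them to GRCz11, normalized the number of mapped reads and converted it to FPKM. The submitters' processing notes name HISAT2 2.0.5, and the counter, its setting for strand, the annotation release and the scaling of the libraries are not given in the sources used here. The paper's text names no test or threshold for differential expression, and its general statistics section names Student's test for the study as a whole.

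The files list 37541 gene identifiers, 31950 of them above 0 in at least 1 library, and 29178 have a symbol in the table of gene names. The step between low values of a gene was used to recover whole reads, and all tested values came out whole within 0.01 of a read below 10000 reads. The recovered depth was 13403615 to 15084280 reads per library, and the 10 genes with most reads took 12.4% to 16.3% of them. The library term in the deposited FPKM differed from the total of recovered reads and followed the median of ratios between libraries to within 1.14%, so an alternative scaling by the median of ratios nearly repeats the deposited one (1195 against 1194 genes called at 7 dpf). No pair of libraries held identical values.

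Genes with at least 0.5 FPKM in at least 3 of the 12 libraries were kept (23648). On log2(FPKM + 0.5), limma 3.58.1 in R 4.3.3 fitted 1 model of the 4 groups with 8 residual degrees of freedom and a trend of the variance with the mean, since the groups then share an estimate of the spread. Comparisons were mutants against siblings at each age, 7 against 5 dpf in each group, and the difference of the mutant effect between the ages. The p-values were adjusted by Benjamini and Hochberg over all tested genes, and a gene was called under 0.05. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over the 45 of 46 lists with at least 3 members tested. The groups, the tests, the gene lists, the rule for named genes and the first set of alternatives were fixed before the data were examined, and the paper's Figures 2A and 5D had then been seen. Of 1271 listed symbols, 1101 identifiers matched by symbol, 43 through a synonym in the RefSeq table and 150 through the human-style family name, and 46 symbols found none. The matching through synonyms and family names was chosen after the names in the files were seen and before any list was tested.

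Genes named in the text were drawn by a fixed rule from every gene that the paper names for expression at 5 or 7 dpf and that could be matched (38 tested and kept here), *ercc2*, the 10 genes with the largest increase and decrease at each age among called genes with a symbol other than a clone name, a mean of at least 5 FPKM and no overlap between the groups, the 5 with the largest increase and decrease between the ages in siblings, and up to 4 called members of each list and age with the largest change. Genes outside this rule are marked as chosen after their values were seen. Results for some genes that the rule selects are not reported here.

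Whether libraries of the same replicate number belong together was checked by the correlation across genes of their deviations from the group means. At 5 dpf the correlation of mutant and sibling libraries with the same number was 0.272, 0.129 and 0.217, against −0.027 to −0.19 for different numbers. The numbers were therefore taken to pair these libraries in the block within each age. At 7 dpf the correlation for the same number was 0.054, 0.087 and −0.023. The main fit holds no block, so its p-values leave this pairing out. With the block within each age limma called 581 genes at 5 dpf, 500 of them among the 666 of the main fit. The source of the pairing is these values alone. The first 2 principal components held 34.5% (along age) and 21.8% (along genotype) of the variance.

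The steps were tested on simulated data. In a simulation of the comparison at 5 dpf over 23458 genes, 1 of 49 genes changed by 0.5 (log2), 20 of 47 by 1, 40 of 50 by 2 and 44 of 50 by 4 were called, with 4 of 23262 unchanged genes called. In unchanged data of 7 dpf 0 of 23458 genes were called. A simulated list of genes raised by 1, 2 or 4 (log2) was called by camera, with a median fitted change of 1.78. On the simulated genes of 5 dpf, 0 of 45 random lists were called by camera. Each gene was simulated independently, so these lists cannot show how camera behaves where genes are correlated.

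The alternatives fixed at the start were pseudocounts of 0.1 and 1, no filter and a filter at 1 FPKM, the median of ratios and TPM as scalings, a fit of only the 2 groups compared, the replicate block, an estimate of spread without trend and robust to outliers, library weights (arrayWeights), an added fold threshold of 1 (log2), leaving out each library, an estimated correlation in camera, and lists without the genes that the paper shows. Chosen after seeing the data were a scaling by the total of recovered reads, list members matched by exact name, voom on the recovered reads, the block within each age, a fit without the 2 libraries of lowest weight, a fit of annotated genes, and lists without the genes that the paper shows with an estimated correlation. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 prepared tables and plots. No reference genome was used, and coordinates are those of the files.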

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

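Of the tests of explanations in this part, the sum of crystallin reads and the share needed by other strongly reduced genes were set out before their results were seen, and all others were chosen afterwards.

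For 17 of 45 gene lists the effect of the mutation differed between 5 and 7 dpf by camera on the difference of the effects. None of these calls held with an estimated correlation (lowest adjusted p = 0.14), and no single gene passed over all genes tested by limma. The medians are log2 fold changes of mutants against siblings. Photoreceptor genes, which detect light, had a median of −1.10 at 5 dpf and 0.79 at 7 dpf (adjusted p = 1.1e-21), and 20 of 28 genes shifted up and 0 down when adjusted over the list alone. Cell cycle genes had a median of −0.45 at 5 dpf and 0.24 at 7 dpf (adjusted p = 9.1e-21), and 23 of 57 genes shifted up and 0 down when adjusted over the list alone. Immediate early genes had a median of 1.21 at 5 dpf and −0.71 at 7 dpf (adjusted p = 2.0e-07). Hepatocyte genes had a median of −0.43 at 5 dpf and −1.13 at 7 dpf (adjusted p = 3.1e-07), and 0 of 47 genes shifted up and 11 down when adjusted over the list alone. Cartilage genes had a median of −0.23 at 5 dpf and 0.32 at 7 dpf (adjusted p = 6.0e-07), and 5 of 14 genes shifted up and 0 down when adjusted over the list alone. Neuron genes had a median of −0.35 at 5 dpf and 0.42 at 7 dpf (adjusted p = 2.1e-05, and 0.090 with exact names). Genes of ribosome biogenesis had a median of 0.24 at 5 dpf and 0.038 at 7 dpf (adjusted p = 6.7e-05). Genes of fatty acid oxidation had a median of 0.045 at 5 dpf and 0.37 at 7 dpf (adjusted p = 9.7e-05), and 4 of 22 genes shifted up and 0 down when adjusted over the list alone. Complement and acute phase genes had a median of −0.44 at 5 dpf and −1.09 at 7 dpf (adjusted p = 9.7e-05), and 0 of 15 genes shifted up and 2 down when adjusted over the list alone. Genes of cholesterol synthesis had a median of −0.39 at 5 dpf and −0.11 at 7 dpf (adjusted p = 0.0022). Genes of lipoproteins and yolk had a median of −0.23 at 5 dpf and −0.92 at 7 dpf (adjusted p = 0.0050, and 0.11 to 0.29 without sibling 5 dpf replicate 3 or mutant 7 dpf replicate 3), and 0 of 14 genes shifted up and 5 down when adjusted over the list alone. Carbohydrate metabolism genes had a median of −0.43 at 5 dpf and −0.89 at 7 dpf (adjusted p = 0.019, and 0.086 to 0.16 without mutant 5 dpf replicate 2, sibling 5 dpf replicate 3, or mutant 7 dpf replicate 3, and 0.062 with exact names), and 1 of 19 genes shifted up and 3 down when adjusted over the list alone. Genes of intestinal secretory cells had a median of −0.10 at 5 dpf and 0.14 at 7 dpf (adjusted p = 0.023, and 0.078 to 0.079 without mutant 5 dpf replicate 3 or sibling 5 dpf replicate 1, and 0.34 with exact names), and 3 of 14 genes shifted up and 0 down when adjusted over the list alone. Exocrine pancreas genes had a median of −3.90 at 5 dpf and −4.61 at 7 dpf (adjusted p = 0.032, and 0.16 to 0.32 without mutant 5 dpf replicate 2 or 3, sibling 5 dpf replicate 1, mutant 7 dpf replicate 2 or 3, or sibling 7 dpf replicate 3, and 0.053 to 0.23 with a pseudocount of 0.1, by voom, without the 2 libraries of lowest weight, with exact names or without the genes that the paper shows). Genes of the integrated stress response had a median of 0.29 at 5 dpf and −0.034 at 7 dpf (adjusted p = 0.036, and 0.053 to 0.090 without mutant 5 dpf replicate 3, sibling 5 dpf replicate 1 or 2, mutant 7 dpf replicate 1 or 2, or sibling 7 dpf replicate 2, and 0.053 with exact names). Genes of the mitochondrial genome had a median of −0.18 at 5 dpf and 0.10 at 7 dpf (adjusted p = 0.043, and 0.086 to 0.85 without mutant 5 dpf replicate 2 or 3, sibling 5 dpf replicate 2, mutant 7 dpf replicate 1, or sibling 7 dpf replicate 2, and 0.053 to 0.26 without a filter, with the replicate block, with library weights, with the block within each age, without the 2 libraries of lowest weight, among annotated genes or with exact names). Nuclear genes of oxidative phosphorylation had a median of −0.016 at 5 dpf and 0.11 at 7 dpf (adjusted p = 0.043, and 0.13 to 0.90 without mutant 5 dpf replicate 2 or 3, sibling 5 dpf replicate 1 or 2, mutant 7 dpf replicate 3, or sibling 7 dpf replicate 3, and 0.053 to 0.35 without a filter, with a robust spread, with library weights, without the 2 libraries of lowest weight, among annotated genes or with exact names).

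HSPB1 and HSPA2, heat shock genes, which the paper does not discuss, were higher in mutants at both ages. HSPB1, a small heat shock protein, rose by 0.89 (log2, adjusted p = 0.0059 by limma, and 0.053 with only the 2 groups) at 5 dpf and 1.50 (adjusted p = 1.2e-04) at 7 dpf, HSPA2 by 1.97 (adjusted p = 0.0074) and 2.03 (adjusted p = 0.0041), and hsp70l by 1.70 at 5 dpf (adjusted p = 0.0064). Of 18 heat shock genes 5 were higher at 5 dpf (5 when adjusted over the list alone; camera, adjusted p = 1.1e-05, and adjusted p = 0.10 with an estimated correlation), a count of 1 with only the 2 groups, 2 without mutant 5 dpf replicate 1, 2 or 3 or sibling 5 dpf replicate 1, with the replicate block or without a filter and 3 without sibling 5 dpf replicate 3. At 7 dpf 5 were higher (7 when adjusted over the list alone; adjusted p = 2.7e-04, and adjusted p = 0.22 with an estimated correlation), a count of 1 without sibling 7 dpf replicate 2, 2 without mutant 7 dpf replicate 3, 3 without sibling 7 dpf replicate 3 or with only the 2 groups and 8 as TPM, with none lower except 1 with library weights.

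crygm2d1 and crygm2d4, genes of crystallins, which make up most of the protein of the lens, were lower at both ages, and the paper does not report on lens genes. crygm2d1 had log2 fold changes of −3.58 (adjusted p = 0.0057 by limma) at 5 dpf and −4.05 (adjusted p = 0.0017) at 7 dpf, and crygm2d4 had −4.03 (adjusted p = 0.0028) and −4.09 (adjusted p = 0.0015). How the counting divided reads among similar crystallin copies is not given in the sources used here. Of 45 lens genes 31 were lower at 5 dpf (37 when adjusted over the list alone; camera, adjusted p = 2.5e-38, and adjusted p = 0.083 with an estimated correlation) and 32 at 7 dpf (39 when adjusted over the list alone; adjusted p = 1.7e-29, and adjusted p = 0.13 with an estimated correlation), and none was higher. The count at 5 dpf was 20 without mutant 5 dpf replicate 1, and at 7 dpf 16 without mutant 7 dpf replicate 2 or sibling 7 dpf replicate 3, 17 without the 2 libraries of lowest weight and 19 without mutant 7 dpf replicate 3 or sibling 7 dpf replicate 1 or with only the 2 groups.

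Scaling, divided reads, a smaller eye and a delay were weighed for the lens genes. The list median was −2.68 or lower (log2, the value nearest to 0 over 4 scalings and both ages) while that of all genes, which a scaling moves alike, lay between 0.013 and 0.20, and the summed reads of 60 crystallin genes differed by −2.30 at 7 dpf and −2.79 at 5 dpf (log2), which argues against scaling and against reads divided among similar copies. In every mutant library the photoreceptor median lay above the lens median of all mutant libraries of that age, by at least 0.828 (log2). This argues only against an equal fall of both lists. The photoreceptor list had medians of −1.10 at 5 dpf and 0.79 at 7 dpf, so it is no measure of eye size. The paper reports smaller eyes in the mutants, and a smaller eye or lens as the source remains open. Against a delay of up to 2 days, the highest lens median of a mutant library at 7 dpf was −1.80 relative to siblings at 5 dpf, and a longer delay was not tested. That the mutation lowers lens crystallin transcripts is a hypothesis found and tested on the same libraries. Whether lens fibers were smaller or altered was not tested.

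In mutant 7 dpf replicate 1 the medians of exocrine pancreas and intestinal absorption genes were less reduced than in the other mutant libraries of that age, while that of hepatocyte genes (−1.11) was lower than in replicate 2 (−0.94) and higher than in replicate 3 (−1.38), and sibling larvae in its pool were weighed as the source. Over the members that were called and fell by over 2 (log2) at 7 dpf (22 of 27 pancreas, 22 of 49 intestine and 11 of 47 liver genes), the share of sibling RNA that would give its values was 6.38% for pancreas, 6.25% for intestine and 3.15% for liver genes (medians), with interquartile ranges that overlap (gap −3.21 percentage points), which leaves a small share of sibling larvae open. For lens genes it was 21.8% (interquartile range 15.9% to 27.9%), 6.87 percentage points clear of the pancreas range. A single share of sibling larvae thus does not by itself give both medians in this library. For 107 other genes that fell by over 2 (log2) it was 4.38% (95% bootstrap interval over genes 3.37% to 6.05%). This overlaps the pancreas range (5.13% to 9.01%) in part, so for these genes the explanation and its absence cannot be told apart. The interval and the ranges measure the spread between genes of this library, which can vary together, and not the spread between pools. Larvae that vary in the strength of the phenotype were not tested and remain open.

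For the inflammation list at 5 dpf, handling shared by libraries of a replicate number, scaling and more leukocytes were weighed. Such handling would reach both genotypes alike, and the differences of the list median within the numbers (0.524, 0.590 and 0.203, log2) follow from the separation of the groups and do not test it, and handling that differed between the genotypes was not tested and remains open. The list median was 0.451 or more under 4 scalings, above the range of the sibling libraries (0.213), while the median of all genes lay between 0.018 and 0.20, which argues against scaling as the whole cause (adjusted p = 0.19 with an estimated correlation and the deposited scaling). The largest rise of a leukocyte list was 0.965 of the rise of the inflammation list in a mutant library, and since the neutrophil list holds 6 genes, more leukocytes and more expression per cell cannot be told apart. An effect of the mutation on inflammatory transcripts remains a hypothesis beside it.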

How the results depend on the processing

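The settings by total reads, by voom, with the block within each age, with annotated genes, with exact names, without the 2 libraries of lowest weight (sibling 5 dpf replicate 2 and mutant 7 dpf replicate 3) and without the genes shown in the paper together with an estimated correlation were chosen after seeing the data, and all others were set earlier. Of 182 gene values past the threshold by limma none turned its direction under any setting, and 67 lost their call with at least 1 library left out. Of 51 values not past it, those that turned are given with their values. The median of ratios nearly repeated the authors' scaling and is no test of stability. The depth limits genes of few reads most, and a change of 0.5 (log2) was rarely called in simulated data. Where a call or a direction changed the cause was not tested, except that a fold threshold lowers counts by construction.

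With a fold threshold of 1 (log2), 90 genes were higher at 5 dpf, 682 were called at 7 dpf (174 higher, 508 lower), 2356 between the ages in siblings (1109 and 1247) and 983 in mutants (460 and 523). With library weights, 2338 were called at 7 dpf (999 higher, 1339 lower), 4192 between the ages in mutants (1949 and 2243) and 10 for the difference between the ages. As TPM, 268 were higher and 323 lower at 5 dpf, and 1898 were called at 7 dpf (1398 higher, 500 lower). By total reads, 1832 were called at 7 dpf (1289 higher) and 1833 were higher between the ages in siblings. With only the 2 groups in the fit, 83 were higher at 5 dpf and 256 at 7 dpf. Without the 2 libraries of lowest weight 93 were higher at 5 dpf. For the difference between the ages, 2 genes passed with a pseudocount of 1, 3 without a filter, 2 with a robust spread, 3 among annotated genes and 1 with the replicate block.

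With an estimated correlation the adjusted p of the exocrine pancreas list was 0.055 at 5 dpf and 0.051 at 7 dpf, of intestinal absorption 0.055 and 0.054, of hepatocyte at 5 dpf 0.083 and of inflammation 0.19 and 0.53. Of 24 lists called at 5 dpf 1 kept its call with it (bile acids), and of 22 at 7 dpf 3 did (bile acids, hepatocyte and T lymphoid). Without the genes shown in the paper and with an estimated correlation, the adjusted p of exocrine pancreas was 0.10 and 0.11, of intestinal absorption 0.10 and 0.13 and of hepatocyte 0.58 and 0.11, and none of the 21 list calls with such genes was kept. Without the 2 libraries of lowest weight, inflammation at 7 dpf had 0.24, and nuclear oxidative phosphorylation at 7 dpf turned to lower (0.91). Amino acid and peptide transport at 7 dpf turned to higher without the genes shown in the paper (0.49, and 0.63 with an estimated correlation).

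Of genes that did not pass, the log2 fold change turned as TPM for CP at 7 dpf (0.063), DDX4 at 7 dpf (0.069), anxa5a at 7 dpf (0.021), anxa5b at 5 dpf (0.020) and cxcl8b.1 at 7 dpf (0.018), and by total reads for CP (0.033) and DDX4 (0.040). With library weights it turned for ATM at 5 dpf (−0.059) and cxcl8b.1 at 7 dpf (0.067). Without the 2 libraries of lowest weight it turned for ATM (−0.12), hbae1.1 (0.052), hbae3 (0.018) and anxa5b (0.064) at 5 dpf, and for anxa5b (−0.019) and mmp13a (−0.27) at 7 dpf.

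With each library left out in turn, the number of genes called ran from 314 to 763 at 5 dpf (42 to 205 higher, 272 to 558 lower), 719 to 1306 at 7 dpf (212 to 477 higher, 507 to 829 lower), 1394 to 3051 between the ages in mutants (639 to 1460 higher, 668 to 1591 lower) and 0 to 6 for the difference between the ages. The adjusted p of inflammation at 7 dpf ran from 3.4e-05 to 0.19 and of nuclear oxidative phosphorylation at 7 dpf, whose direction turned without mutant 7 dpf replicate 3, from 2.0e-05 to 0.96. Log2 fold changes that crossed 0 ran from −0.12 to 0.18 for ATM at 5 dpf, −0.32 to 0.076 for DDX4 at 7 dpf, −0.43 to 0.16 for anxa5a at 7 dpf, −0.44 to 0.064 for anxa5b at 5 dpf, −0.019 to 0.21 for anxa5b at 7 dpf, −0.38 to 0.17 for cxcl8b.1 at 7 dpf, −0.73 to 0.052 for hbae1.1 at 5 dpf, −0.62 to 0.26 for hbae1.1 at 7 dpf, −0.54 to 0.018 for hbae3 at 5 dpf and −0.27 to 1.01 for mmp13a at 7 dpf.

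With the replicate block 655 genes were called at 5 dpf and 1209 at 7 dpf. Apart from the changes given beside the results and for cox7a1 at 7 dpf (0.039 to 0.065), CRYBA4 at 7 dpf (0.039 to 0.066), GNGT2 at 7 dpf (0.076 to 0.037), grk1b at 7 dpf (0.032 to 0.056), hsp70.1 at 5 dpf (0.030 to 0.056), hsp70.3 at 5 dpf (0.029 to 0.054), HSP90AA1 at 5 dpf (0.045 to 0.052), PDE6C at 7 dpf (0.034 to 0.054), RAG2 at 5 dpf (0.050 to 0.058), SLC5A1 at 7 dpf (0.069 to 0.025) and SREBF1 at 7 dpf (0.038 to 0.062), it changed no other call of a named gene between mutants and siblings. Among lists it changed no call between mutants and siblings but those of TFIIH at 5 dpf and of circadian clock and macrophage genes at 7 dpf. Some calls of named genes between the ages also changed with the replicate block and are not listed here. At 7 dpf, where same-numbered libraries did not deviate together, this fit shares only the numbers.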

Differences from the paper's values

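All comparisons with the study's figures in this part were chosen after the results were seen. The study's other measures were made by in situ hybridization or PCR on other larvae, so the values come from different assays.

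For mmp13a at 5 dpf the paper's value by real-time PCR is about 6.0-fold (error about 2.7, Figure 5E, read by eye). The difference of mean log values here gave 2.68-fold (SD 2.21 over the folds of single mutant libraries, n = 3 libraries). A ratio of mean FPKM gives the high mutant libraries more weight and lies within the paper's error as read by eye. The measure can therefore account for this gap, wholly or in part. Of the alternatives set before the data were examined, library weights (3.32-fold) brought the difference of mean log values within the paper's error. Leaving out mutant 5 dpf replicate 3 did so too (4.70-fold), and none of the others did. That library was the lowest mutant one for mmp13a, so leaving it out raises the fold by construction and decides nothing. Library weights and this omission drop 0 and 0 of 25 called values of genes that the paper names. No setting called mmp13a.

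The paper reports il1b and mmp9 as higher at both ages and mmp13a at 5 dpf, and here none of these passed limma's threshold, all with a higher mean in mutants. il1b passed at 5 dpf with only the 2 groups in the fit (adjusted p = 0.033) or without mutant 7 dpf replicate 3 (0.037), and MMP9 at 5 dpf with library weights (0.041) or without mutant 5 dpf replicate 3 (0.021) or mutant 7 dpf replicate 3 (0.024). With only the 2 groups in the fit, cxcl8b.1 at 5 dpf no longer passed (0.10), and 2 of the 25 called values were dropped, against 1 without mutant 7 dpf replicate 3. cxcl8b.1 at 5 dpf and SAA2 at 7 dpf passed here, with the settings that end these calls given beside them. The paper reports *mdm2* as higher at both ages, and here its log2 fold change at 5 dpf was 0.78 (standard error 0.23, adjusted p = 0.11), past the threshold with the replicate block (0.035, dropping 0) and with the block within each age, the latter chosen after seeing the values and dropping 1 of 25 called values of genes that the paper names. At 7 dpf it was 0.26 (standard error 0.23, adjusted p = 0.59), and no setting called it there. The paper reports saa as higher at 5 dpf too, where SAA2 had 0.33 (standard error 0.69, adjusted p = 0.88) and passed under no setting.

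The paper reports vil1, cdx1b, *sepp1b* and *cp* as sharply lower, and none of these passed here, all with a lower mean in mutants. VIL1 passed at 5 dpf by voom, and at 7 dpf with a filter at 1 FPKM, with only the 2 groups, with library weights, without mutant or sibling 5 dpf replicate 1, by voom and among annotated genes. selenop2 passed at 5 dpf with the filter at 1 FPKM, with only the 2 groups, with library weights, without mutant 7 dpf replicate 1 or 3 or sibling 7 dpf replicate 1, by voom and among annotated genes, and at 7 dpf without mutant 7 dpf replicate 1. Of these settings, voom and annotated genes were chosen after seeing the values and drop 1 and 0 of the 25 called values of genes that the paper names. The filter at 1 FPKM drops 0, and leaving out mutant or sibling 5 dpf replicate 1, mutant 7 dpf replicate 1 or 3 or sibling 7 dpf replicate 1 drops 2, 1, 1, 1 and 1. FABP2, FABP6, both SLC15A1 genes, fabp10a, tfa, prss1, ela3l and ela2l fell as the paper reports.

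The paper reports islet genes at similar levels in mutants and siblings, and here gcga was higher at both ages and sst2 at 7 dpf, with a log2 fold change of 2.08 (standard error 0.31, adjusted p = 0.0019) by limma. ins had 0.89 (standard error 0.74, adjusted p = 0.64) at 5 dpf and 1.00 (standard error 0.74, adjusted p = 0.51) at 7 dpf and did not pass, except at 7 dpf without sibling 7 dpf replicate 2, which drops 1. It reports embryonic globin genes as almost absent, and here hbae1.1 had log2 fold changes of −0.30 (standard error 0.47, adjusted p = 0.83) and −0.32 (standard error 0.47, adjusted p = 0.77) and hbae3 −0.28 (standard error 0.27, adjusted p = 0.70) and −0.40 (standard error 0.27, adjusted p = 0.46), and *myb* as lower at 5 dpf, with −0.26 (standard error 0.19, adjusted p = 0.57) here, and no setting called them. rag1 fell here as in the paper.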

Other observations

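The tests in this part were fixed earlier, except for the settings that the processing summary gives as chosen after seeing the data and for the tests of other splits of the libraries, which were set out after the results were seen, and the genes outside the rule were singled out after their values were seen. Glucagon genes of the islet were higher in the mutants at both ages. gcga (ENSDARG00000079296), which encodes glucagon, was at 4.41 ± 0.718 FPKM (SD, n = 3) in mutants and 0.743 ± 0.0415 in siblings at 5 dpf and 8.70 ± 2.23 and 1.52 ± 0.444 at 7 dpf, log2 fold changes of 1.97 (standard error 0.21, adjusted p = 4.1e-04) and 2.19 (standard error 0.21, adjusted p = 9.7e-05) by limma, and GCG (ENSDARG00000040907), a further glucagon gene, had 1.93 (adjusted p = 0.011, and 0.055 with only the 2 groups) and 3.08 (adjusted p = 3.6e-04). The somatostatin gene sst1.2, a separate entry from sst2, rose by 1.32 at 7 dpf (adjusted p = 0.0034). The paper's *sst2* was matched to the entry of that symbol. Of 10 islet genes 3 were higher at 5 dpf (1 with only the 2 groups) and 4 at 7 dpf, 3 and 4 when adjusted over the list alone, where 1 was also lower at 5 dpf, and the median was 0.66 at 7 dpf (camera, adjusted p = 0.0067, and adjusted p = 0.080 with an estimated correlation, and adjusted p = 0.34 without the genes that the paper shows).

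Among genes of T lymphocytes, RAG1, which recombines antigen receptor genes, had log2 fold changes of −1.51 (standard error 0.25, adjusted p = 0.0059) at 5 dpf and −1.81 (standard error 0.25, adjusted p = 0.0012) at 7 dpf, and CCR9 and il7r, receptors of thymus cells, had −1.98 (adjusted p = 3.6e-04) and −1.30 (adjusted p = 0.0026) at 7 dpf. Of 8 T lymphoid genes 4 were lower at 7 dpf (7 when adjusted over the list alone; median −0.91, camera, adjusted p = 1.4e-07, and adjusted p = 0.046 with an estimated correlation, or 0.11 with an estimated correlation and without the 1 gene that the paper shows), and 2 at 5 dpf (3 when adjusted over the list alone; median −0.52, adjusted p = 5.8e-05, and adjusted p = 0.076 with an estimated correlation), a count of 1 without mutant 5 dpf replicate 1, 2 or 3, sibling 5 dpf replicate 1, 2 or 3, mutant 7 dpf replicate 2, or sibling 7 dpf replicate 1, 2 or 3, as TPM, by total reads, with the replicate block, with the block within each age, without the 2 libraries of lowest weight, with a pseudocount of 0.1, with a filter at 1 FPKM or with only the 2 groups.

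Among targets of p53, PHLDA3, an inhibitor of Akt, rose by 1.20 (adjusted p = 0.0016) and 1.42 (adjusted p = 2.5e-04), and CCNG1 by 0.95 at 7 dpf (adjusted p = 0.010). Of 31 p53 targets 4 were higher at 5 dpf (6 when adjusted over the list alone; median 0.37, camera, adjusted p = 6.4e-05, and adjusted p = 0.10 with an estimated correlation; 1 without sibling 5 dpf replicate 2 or without the 2 libraries of lowest weight and 2 without mutant 5 dpf replicate 1, 2 or 3 or sibling 5 dpf replicate 1 or with only the 2 groups) and 4 at 7 dpf (4 when adjusted over the list alone).

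At 7 dpf, among genes of fatty acid oxidation, cpt1ab, which brings fatty acids into mitochondria, rose by 0.90 (log2, adjusted p = 0.0061 by limma), hadhaa and HADHA, subunits of the enzyme complex that shortens them, by 1.03 (adjusted p = 0.0061) and 0.78 (adjusted p = 0.0067), and ECI1 by 0.94 (adjusted p = 0.0045). Of 22 such genes 5 were higher (9 higher and 1 lower when adjusted over the list alone) and none was lower (median 0.37, camera, adjusted p = 5.6e-05, and adjusted p = 0.32 with an estimated correlation), a count of 8 as TPM or by total reads. Of 57 cell cycle genes 10 were lower at 5 dpf (25 when adjusted over the list alone; median −0.45, camera, adjusted p = 3.8e-13, and adjusted p = 0.076 with an estimated correlation), a count of 0 as TPM, 2 without mutant 5 dpf replicate 1, 3 without mutant 5 dpf replicate 2 or sibling 5 dpf replicate 2, without the 2 libraries of lowest weight or with only the 2 groups, 4 without sibling 5 dpf replicate 1 or 3 or by total reads, 5 without mutant 5 dpf replicate 3 or with a pseudocount of 0.1 and 6 without a filter. At 7 dpf the median of this list was 0.24 (adjusted p = 3.2e-04, and adjusted p = 0.41 with an estimated correlation), with TYMS, which makes thymidylate, higher (0.96, adjusted p = 0.011, 0.050 without sibling 7 dpf replicate 2, and 0.12 by voom) and CCND1, a G1 cyclin, lower (−0.58, adjusted p = 0.016, up to 0.075 without mutant 7 dpf replicate 2 or sibling 7 dpf replicate 2 or 3, and 0.13 to 0.20 as TPM or by total reads). Adjusted over the list alone 1 was higher and 1 lower, and the higher genes were 0 without sibling 7 dpf replicate 2 or by voom, 2 without sibling 5 dpf replicate 1 or without the 2 libraries of lowest weight, 3 without mutant 7 dpf replicate 3, 4 by total reads, 5 with library weights and 6 as TPM, the lower genes 0 without mutant 7 dpf replicate 2 or sibling 7 dpf replicate 2 or 3, as TPM or by total reads. Genes of photoreceptors had medians of opposite sign at the ages. opn1mw2, a green cone opsin, rose by 3.61 at 7 dpf (adjusted p = 0.0012), as did RPE65, which regenerates the visual pigment, by 2.23 (adjusted p = 0.0039). opn1mw2 was also called higher at 5 dpf, so this gene did not change sign. Of 28 such genes 1 was higher and 2 were lower at 5 dpf (1 and 14 when adjusted over the list alone; camera, adjusted p = 5.7e-11, and adjusted p = 0.29 with an estimated correlation; higher genes 0 without mutant 5 dpf replicate 1 or 2 or sibling 5 dpf replicate 1 or 2 or without the 2 libraries of lowest weight; lower genes 0 without mutant 5 dpf replicate 1 or 3 or sibling 5 dpf replicate 2 or 3 or without the 2 libraries of lowest weight, 1 without sibling 7 dpf replicate 2, as TPM, by total reads, with library weights or without a filter, 4 without sibling 5 dpf replicate 1, mutant 7 dpf replicate 1, or sibling 7 dpf replicate 3, 5 without mutant 7 dpf replicate 3 or with only the 2 groups and 6 by voom). At 7 dpf 3 were higher and none was lower (6 higher when adjusted over the list alone; adjusted p = 1.2e-06, and adjusted p = 0.47 with an estimated correlation; higher genes 1 without mutant 7 dpf replicate 1 or 2 or sibling 7 dpf replicate 1 or 2, by voom, without a filter or with only the 2 groups, 5 as TPM, 7 without mutant 7 dpf replicate 3 or without the 2 libraries of lowest weight and 11 with library weights).

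Ribosomal protein genes had a median of −0.28 over 76 genes at 5 dpf (camera, adjusted p = 3.1e-07, and adjusted p = 0.54 with an estimated correlation), with none called by limma, at either adjustment, except 1 without mutant 5 dpf replicate 1 (lower) and 1 as TPM (higher), and of −0.23 at 7 dpf (adjusted p = 1.7e-05, and adjusted p = 0.58 with an estimated correlation, and adjusted p = 0.29 without mutant 7 dpf replicate 1). Genes of ribosome biogenesis, which process rRNA, had a median of 0.24 over 103 genes at 5 dpf (camera, adjusted p = 2.7e-06, and adjusted p = 0.54 with an estimated correlation), with none called by limma, at either adjustment, except 1 without mutant 5 dpf replicate 3, as TPM or by total reads and 2 without sibling 5 dpf replicate 1. At 7 dpf their median was 0.038, their mean −0.012 and the direction of the test lower, and nop53 was lower (−0.62, adjusted p = 0.032, up to 0.13 without mutant 7 dpf replicate 1 or 2 or sibling 7 dpf replicate 1, 2 or 3, and 0.052 to 0.14 as TPM, with only the 2 groups, by total reads or with the block within each age). The 6 tested genes of TFIIH, of 10 listed, had a median of 0.37 at 5 dpf (camera, adjusted p = 0.035, and adjusted p = 0.38 with an estimated correlation), with 2 higher and 1 lower when adjusted over the list alone. The mutated gene itself encodes a TFIIH subunit, so the lower member need not be another gene of the complex. The adjusted p of this list was 0.054 to 0.16 without mutant 5 dpf replicate 1 or 2 or sibling 5 dpf replicate 2 or 3, and 0.052 to 0.15 as TPM, by total reads, with library weights, with the replicate block, without the 2 libraries of lowest weight, without a filter or with only the 2 groups.

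Among single genes, gpx4a, which reduces lipid peroxides, fell by 0.99 (log2, adjusted p = 0.0017 by limma) and 1.42 (adjusted p = 9.0e-05), and atp1a1a.4, a sodium pump subunit, by 1.29 (adjusted p = 0.0011) and 1.67 (adjusted p = 9.4e-05). SLC4A1, the anion exchanger of red cells, fell by 1.60 at 5 dpf (adjusted p = 0.0021), and NEUROD1, a transcription factor of endocrine cells and neurons, by 2.07 (adjusted p = 0.0030). At 5 dpf tcap, which binds titin in muscle, rose by 2.38 (adjusted p = 0.0060). At 7 dpf PSAT1, an enzyme of serine synthesis, rose by 1.56 (adjusted p = 0.0028), PYY, a gut peptide hormone, by 1.66 (adjusted p = 0.010), and ctsla, a cathepsin of lysosomes, by 1.02 (adjusted p = 0.0055).

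Of the genes that the paper names, these further ones did not pass limma's threshold at either age. The log2 fold changes at 5 and 7 dpf were 0.23 and −0.19 for anxa5a, −0.18 and 0.067 for anxa5b, 0.075 and 0.26 for ATM, 0.23 and 0.17 for ATR, 0.62 and 0.44 for cxcl8b.3, 0.26 and −0.11 for DDX4, 0.35 and 0.90 for gh1, −0.25 and −0.27 for gpx1a, 0.21 and 0.089 for HIF1A, 0.15 and 0.34 for HSPA5 and 0.27 and 0.22 for NFE2L2. The lowest adjusted p among them was 0.27. PRDX4, a peroxiredoxin that the study measured by RT-PCR at 5 dpf, had a log2 fold change of −0.53 (standard error 0.16, adjusted p = 0.11) at 5 dpf. At 7 dpf, an age without such a measurement in the study, it was lower, at −0.65 (standard error 0.16, adjusted p = 0.032). Its adjusted p at 7 dpf was up to 0.10 without mutant 5 dpf replicate 2, mutant 7 dpf replicate 1, 2 or 3, or sibling 7 dpf replicate 1, 2 or 3, and 0.051 to 0.068 as TPM, with a robust spread, by total reads or with the block within each age.

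Further lists passed camera. At 5 dpf these were cholesterol synthesis (20 genes, median −0.39, adjusted p = 5.7e-05; adjusted p = 0.16 with an estimated correlation), the integrated stress response (18 genes, median 0.29, adjusted p = 3.2e-04; adjusted p = 0.073 with an estimated correlation), cartilage (14 genes, median −0.23, adjusted p = 5.7e-04; adjusted p = 0.35 with an estimated correlation), neuron (19 genes, median −0.35, adjusted p = 8.0e-04, 0.066 without mutant 5 dpf replicate 1 and 0.058 without sibling 5 dpf replicate 2; adjusted p = 0.51 with an estimated correlation), erythroid (19 genes, median −0.28, adjusted p = 9.9e-04; adjusted p = 0.23 with an estimated correlation) and DNA damage and apoptosis (21 genes, median 0.20, adjusted p = 0.0055, 0.058 without sibling 5 dpf replicate 2, and 0.055 without the 2 libraries of lowest weight; adjusted p = 0.29 with an estimated correlation). At 7 dpf these were epidermis (11 genes, median −0.33, adjusted p = 0.021, 0.32 without mutant 7 dpf replicate 3 and 0.081 without sibling 7 dpf replicate 1, and 0.069 to 0.23 with library weights or without the 2 libraries of lowest weight; adjusted p = 0.41 with an estimated correlation), erythroid (19 genes, median −0.32, adjusted p = 0.024, 0.11 without sibling 7 dpf replicate 2, and 0.092 with exact names; adjusted p = 0.43 with an estimated correlation), DNA damage and apoptosis (21 genes, median 0.24, adjusted p = 0.025, 0.13 without mutant 7 dpf replicate 3 and 0.085 without sibling 7 dpf replicate 1, and 0.099 without the 2 libraries of lowest weight; adjusted p = 0.43 with an estimated correlation), cartilage (14 genes, median 0.32, adjusted p = 0.025, 0.20 without mutant 7 dpf replicate 2 and 0.10 without sibling 7 dpf replicate 3, and 0.057 to 0.092 with only the 2 groups or with exact names; adjusted p = 0.53 with an estimated correlation) and nuclear oxidative phosphorylation (101 genes, median 0.11, adjusted p = 0.048, 0.051 to 0.96 without mutant 5 dpf replicate 2 or 3, mutant 7 dpf replicate 3, or sibling 7 dpf replicate 3, and 0.051 to 0.91 with library weights, without the 2 libraries of lowest weight, with a pseudocount of 0.1, with a filter at 1 FPKM, with a robust spread or among annotated genes; adjusted p = 0.79 with an estimated correlation). The pituitary list had too few tested genes for a test.

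The lists that did not pass camera, each with its adjusted p, were at 5 dpf mitochondrial genome (0.13, 0.037 without sibling 5 dpf replicate 1 and 0.0014 without sibling 5 dpf replicate 3), pancreatic islet (0.13, 0.032 with exact names), epidermis (0.15, 0.025 without the 2 libraries of lowest weight), endothelium (0.15), intestinal secretory cells (0.17, 0.038 without sibling 5 dpf replicate 3), pronephros (0.27, 6.1e-04 with exact names), autophagy (0.41), ER stress (0.45), fatty acid synthesis (0.45), lysosome (0.45), nucleotide excision repair (0.57), blood stem and progenitor cells (0.72), skeletal muscle (0.72), nuclear oxidative phosphorylation (0.80, 0.025 without sibling 5 dpf replicate 3), circadian clock (0.80), redox (0.81), fatty acid oxidation (0.90), germ cell (0.96). At 7 dpf they were circadian clock (0.056, 0.017 to 0.038 without sibling 5 dpf replicate 1 or 3, mutant 7 dpf replicate 1 or 2, or sibling 7 dpf replicate 3, and 0.0048 to 0.043 with the replicate block, with the block within each age, without a filter or with only the 2 groups), pronephros (0.057, 0.017 without mutant 7 dpf replicate 1 and 0.040 without sibling 7 dpf replicate 2, and 0.0054 to 0.048 with a filter at 1 FPKM or with exact names), immediate early (0.074, 0.015 to 0.036 without mutant 5 dpf replicate 3, sibling 5 dpf replicate 3, mutant 7 dpf replicate 3, or sibling 7 dpf replicate 1 or 3, and 0.0057 to 0.022 as TPM, by total reads, with library weights, with the block within each age, without the 2 libraries of lowest weight or with only the 2 groups), neuron (0.077, 0.0042 to 0.047 without mutant 7 dpf replicate 2 or 3 or sibling 7 dpf replicate 3, and 0.0064 to 0.042 without the 2 libraries of lowest weight or without a filter), skeletal muscle (0.084, 2.8e-04 without mutant 7 dpf replicate 3 and 0.011 without sibling 7 dpf replicate 3, and 1.1e-04 to 0.0091 with library weights or without the 2 libraries of lowest weight), p53 targets (0.14, 0.045 without mutant 7 dpf replicate 1), TFIIH (0.14), ER stress (0.14, 0.048 without sibling 7 dpf replicate 3, and 0.048 as TPM), endothelium (0.17), fatty acid synthesis (0.20), lysosome (0.22), intestinal secretory cells (0.34), mitochondrial genome (0.38, 0.022 without the 2 libraries of lowest weight), autophagy (0.42), redox (0.50), integrated stress response (0.64), blood stem and progenitor cells (0.72), cholesterol synthesis (0.75), germ cell (0.76), nucleotide excision repair (0.76), ribosome biogenesis (0.76). The median and the mean differed in sign at 5 dpf for fatty acid synthesis (0.033 and −0.18) and redox (0.021 and −0.016), and at 7 dpf for the integrated stress response (−0.034 and 0.087).

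The libraries of each comparison were also split in other ways. 3 libraries against 3 make 10 splits, so that a share under 0.05 cannot be reached, and the number of genes called was 666 with a highest other of 1 for mutants against siblings at 5 dpf, 1194 with a highest other of 1 at 7 dpf, 5991 with a highest other of 0 between the ages in siblings and 2700 with a highest other of 4 in mutants. For the difference of the effect between the ages, the real count was 0, which any split reaches (100 of 100), so these splits say nothing about chance. The highest other was 23, and 11 of the other splits called at least 1 gene. Whether a structure of the libraries underlies those calls was not tested.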
